# AgRP neuron cis-regulatory analysis across hunger states reveals that IRF3 mediates leptin’s acute effects

**DOI:** 10.1038/s41467-024-48885-y

**Published:** 2024-05-31

**Authors:** Frankie D. Heyward, Nan Liu, Christopher Jacobs, Natalia L. S. Machado, Rachael Ivison, Aykut Uner, Harini Srinivasan, Suraj J. Patel, Anton Gulko, Tyler Sermersheim, Linus Tsai, Evan D. Rosen

**Keywords:** Hypothalamus, Epigenetics and behaviour

## Abstract

AgRP neurons in the arcuate nucleus of the hypothalamus (ARC) coordinate homeostatic changes in appetite associated with fluctuations in food availability and leptin signaling. Identifying the relevant transcriptional regulatory pathways in these neurons has been a priority, yet such attempts have been stymied due to their low abundance and the rich cellular diversity of the ARC. Here we generated AgRP neuron-specific transcriptomic and chromatin accessibility profiles from male mice during three distinct hunger states of satiety, fasting-induced hunger, and leptin-induced hunger suppression. Cis-regulatory analysis of these integrated datasets enabled the identification of 18 putative hunger-promoting and 29 putative hunger-suppressing transcriptional regulators in AgRP neurons, 16 of which were predicted to be transcriptional effectors of leptin. Within our dataset, Interferon regulatory factor 3 (IRF3) emerged as a leading candidate mediator of leptin-induced hunger-suppression. Measures of IRF3 activation in vitro and in vivo reveal an increase in IRF3 nuclear occupancy following leptin administration. Finally, gain- and loss-of-function experiments in vivo confirm the role of IRF3 in mediating the acute satiety-evoking effects of leptin in AgRP neurons. Thus, our findings identify IRF3 as a key mediator of the acute hunger-suppressing effects of leptin in AgRP neurons.

## Abstract (web summary)

AgRP neurons control appetite, but their transcriptional regulation remains a mystery. Here, the authors generate AgRP neuron transcriptional and chromatin accessibility profiles and show that IRF3 mediates the acute hunger-suppressing effects of leptin.

## Introduction

Increasing the granularity with which we understand the homeostatic regulation of energy balance (i.e., food intake and energy expenditure) will represent a major step towards the ultimate goal of treating obesity. It has long been recognized that the arcuate nucleus (ARC) of the hypothalamus is indispensable for maintaining energy homeostasis^1^. Amid the rich diversity of cell types within the ARC, AgRP neurons play a critical role in coordinating the physiological processes needed to maintain energy homeostasis in the face of changing energy availability.

AgRP neurons are activated during states of negative energy balance (i.e., fasting) and selective chemogenetic and optogenetic activation of these neurons drives mice to become markedly hyperphagic^1^. Conversely, post-developmental genetic deletion of AgRP neurons renders mice profoundly hypophagic, and during periods of simulated energy repletion, the satiety-evoking adipokine leptin has been shown to decrease the firing rate of AgRP neurons^2,3^. Finally, CRISPR-Cas9-mediated genetic ablation of the leptin receptor from adult mouse AgRP neurons results in profound obesity that is similar to that exhibited by *db/db* whole-body leptin receptor null mice, indicating that leptin’s anti-obesity effects can be mediated via its direct effects on AgRP neurons^4^. Given these findings, much effort has been directed towards elucidating the transcriptional programs that allow AgRP neurons to respond appropriately to changes in energy availability.

Distinct alterations in the transcriptional profiles of AgRP neurons have been noted in response to fasting, including genes encoding neurotransmitter receptors, ion channels, and secreted proteins^5^. These transcriptional changes are suspected to underlie the requisite cell type-specific alterations in neuronal excitability that enable AgRP neurons to influence downstream satiety signaling circuits.

Transcriptional regulation is a key mechanism by which leptin confers its effects on neurons. Mice with a pan-neuronal deletion of signal transducer and activator of transcription 3 (STAT3), the best-known transcriptional effector of leptin action, exhibit profound obesity which is similar to that seen in leptin receptor null mice^6–8^. Moreover, mice devoid of STAT3 specifically in AgRP neurons exhibit an increase in body weight compared to control mice^9^. Activating transcription factor 3 has also been shown to mediate some of the effects of leptin in vivo^10^. Additional evidence of a transcriptional basis for leptin comes from the observation that leptin’s suppressive effects on AgRP neuronal activity occur gradually over a 3-hour time course, a finding that implicates the involvement of transcriptional regulation^3^.

Previous studies have characterized the transcriptional events that occur in all leptin-receptor-expressing cells in the hypothalamus in response to leptin^10,11^. More recently, one group assessed AgRP neuron-specific transcriptional changes in response to fasting and leptin-administration, observing 33 leptin-induced transcriptional changes that were linked to biological processes suspected to facilitate behavioral changes in response to fluctuations in energy availability^12^. Another group generated a chromatin accessibility landscape of the broad population of leptin receptor-expressing cell types in the brain, yet no bioinformatic assessment of leptin-induced changes in the epigenetic landscape was offered^13^. To date, we lack a rich and comprehensive understanding of the transcriptional and transcriptional regulatory changes that occur in AgRP neurons in response to leptin.

High throughput DNA sequencing techniques that generate genome-wide profiles of open chromatin regions (OCRs) have been used to infer the identity of transcription factors (TFs) that govern the cellular identity and activity state of a variety of cell-types^14–18^. However, applying this approach to study transcriptional regulation within purified populations of AgRP neurons has been challenging for two reasons. The first has to do with the rich cellular heterogeneity within the ARC, where over 50 cell-types have been identified, which necessitates the isolation of these cells prior to their being studied^11^. The second is owed to the relatively low abundance of mouse AgRP neurons (~9000 per mouse) (^19^ compared to the cellular input typically required for traditional deeply sequenced genomic profiling techniques (≥ 100,000). To surmount these two obstacles, we developed mouse lines in which AgRP neurons express tagged ribosomes and nuclei, thereby enabling the generation of transcriptomic and epigenomic profiles from as few as 10,000 cells^20^. This enabled us to assess the transcriptomic and cis-regulatory element landscape of AgRP neurons during opposing states of energy availability as a means of identifying additional transcriptional pathways that underlie the distinct cellular states exhibited by these neurons during periods of hunger and satiety.

## Results

### Validating a transgenic tool for obtaining AgRP neuron-specific RNA-seq profiles

We previously developed a mouse model capable of providing cell type-specific transcriptional and epigenomic profiles from complex tissues, which we call NuTRAP (Nuclear tagging and Translating Ribosome Affinity Purification)^20^. NuTRAP mice possess a loxP-stop-loxP sequence immediately upstream of a cassette that expresses a GFP-tagged L10a ribosomal subunit as well as mCherry-tagged RANGAP, which localizes to the nuclear membrane. Nuclei can be isolated by flow-sorting for either mCherry or GFP, as the GFP-tagged L10a ribosomal subunit is enriched in the nucleolus, thereby allowing for nuclear sorting. Crossing NuTRAP mice with either AgRP-IRES-Cre or POMC-IRES-Cre mice generates mice with tagged ribosomes or nuclei selectively within AgRP or POMC neurons of the ARC (here referred to as NuTRAP^AgRP^ or NuTRAP^Pomc^). Using this approach, tagged ribosomes can be isolated via affinity purification for RNA-seq, and tagged nuclei can be isolated via fluorescence-activated nuclear sorting (FANS) for ATAC-seq. We confirmed the viability of using NuTRAP^AgRP^ mice to generate cell-type specific transcriptional profiles by observing distinct gene expression patterns for GFP+ (AgRP neuron positive) and whole sample input ribosomes isolated from NuTRAP^AgRP^ mice using qPCR. Canonical AgRP neuron genes were enriched, including *Agrp* and *Npy*, whereas genes known to be de-enriched in AgRP neurons were found at reduced levels, such as *Pomc*, *Gfap*, *Mobp* (Fig. S1a). We also observed that TRAP performed on four pooled ARCs resulted in greater enrichment for AgRP neuron markers than that seen with a smaller number of ARCs (Fig. S1A). To overcome the observed minimal input requirements for, and the reliability of, TRAP we opted to use four pooled ARCs for the remainder of our TRAP studies. Next, RNA-seq was used to validate and extend our qPCR data. Again, as anticipated, the canonical marker genes *AgRP* and *Npy* were enriched in our AgRP neuronal population (Fig. S1b). We also observed enrichment for other genes known to be expressed in these neurons, including *Corin*, *Otp, Ghsr*, and *Acvr1c* (Supplementary Data 1) (Henry et al., 2017). Notably, the *Serpina3* family of genes was markedly enriched in AgRP neurons, including *Serpina3c*, the third-most enriched transcript, along with *Serpina3i*, *Serpina3n, Serpina3g*, and *Serpina3h*, suggesting that this family might play an important role in the regulation AgRP neuron biology. *Lepr*, encoding the leptin receptor, was also significantly enriched in AgRP neurons. We then compared the transcriptomic profiles of NuTRAP^AgRP^ and NuTRAP^Pomc^ GFP + TRAP samples. 

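NuTRAP mice express a GFP-tagged ribosomal subunit wherever Cre recombinase is present, so the TRAP RNA compared here came from AgRP neurons in 1 line and from POMC neurons in the other. The fed mice gave 3 NuTRAP AgRP and 2 NuTRAP Pomc libraries. The authors depleted the RNA of rRNA, aligned the reads to mm10 (GRCm38) with HISAT2 and counted them per gene with featureCounts on an annotation modified to minimize overlapping transcripts. The values used here are those raw counts. Between 25581041 and 38937168 reads per NuTRAP AgRP library and between 44598812 and 53217053 per NuTRAP Pomc library were counted on genes. Counts were scaled by the TMM method and expressed as CPM, the paper's unit of scaled counts, and genes with a mean of more than 1 CPM were tested with edgeR's quasi-likelihood test. A gene was called at a false discovery rate (FDR, Benjamini-Hochberg) under 0.05 and a log2 fold change over 0.5 in either direction. By these criteria 143 genes were higher and 149 were lower in AgRP than in POMC neurons. A fit to the libraries of all 3 states with the state as a covariate called 871 and 967 genes. Without AgRP fed replicate 1 the counts were 22 and 12. In simulated counts with 200 genes changed by 1 on the log2 scale, this comparison recovered 125 of them.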

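The gene with the largest decrease from POMC to AgRP neurons was *Pomc*, on chromosome 12 from 3954951 to 3960642 of GRCm38, at 30.4 ± 7.90 CPM (SD, n = 3) in AgRP and 1696 ± 565 CPM (SD, n = 2) in POMC neurons. Its log2 fold change was -5.80 (SE 0.34, FDR = 0.00225). *Prdm12* ranked the third among the decreases, with 3.35 ± 0.407 against 66.9 ± 16.5 CPM and a log2 fold change of -4.32 (FDR = 0.00147). *Cartpt* ranked the fifth, at 42.1 ± 7.61 against 631 ± 225 CPM, a log2 fold change of -3.90 (FDR = 0.00360). Between them stood *Sox3* (-4.47) and *Prokr1* (-4.00). In the other direction, *Agrp* was at 389 ± 107 CPM in AgRP and 7.89 ± 2.73 CPM in POMC neurons, a log2 fold change of 5.62 (SE 0.37, FDR = 0.00349), and *Npy* had a log2 fold change of 5.36 (FDR = 0.00590). The largest increase was that of *Hsd11b2*, a neighbor of *Agrp* on chromosome 8, at 72.5 ± 8.38 against 0.243 ± 0.0947 CPM (8.19, FDR = 0.000429). *Corin* (4.70) and *Gm8773* (4.64) followed, and the call for *Gm8773* was lost without AgRP fed replicate 1 (FDR = 0.0537).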

POMC neuron marker genes *Pomc* and *Cartpt* were among the most POMC neuron-enriched genes, along with *Prdm12*, which is indispensable for the expression of *Pomc* (Fig. S1c)^21^. Based on these results we were confident that we could isolate and transcriptionally profile a purified population of AgRP neurons.

### Obtaining AgRP neuron-specific transcriptional profiles in response to fasting and leptin

We next sought to assess transcriptional profiles of AgRP neurons during various states of energy balance using male NuTRAP^AgRP^ mice that were fed, fasted and leptin-treated (*n* = 3-4 samples per experimental condition, 4 pooled mouse ARCs per sample). 

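Fed mice gave 3 libraries and fasted and leptin-treated mice 4 each. The fast lasted 18 to 20 h, and the samples were taken 3 h after vehicle or 5 mg/kg leptin. Fed libraries held between 25581041 and 38937168 counted reads (median 33049636), fasted libraries between 30229209 and 49641033 (median 38832774.5) and leptin-treated libraries between 29901460 and 54511107 (median 41547180.5). One model of the 3 states was fitted to the 13401 genes with a mean over 1 CPM, and the contrasts fasted against fed and leptin-treated against fasted were taken from it, with the thresholds that the paper states. Libraries that carry the same replicate number in different states resembled each other, and the paper's methods name no term for that number. The model with no such term decides the calls. It leaves that resemblance in the residual spread, so a gene that it does not call is not shown to be unchanged. A model with the replicate number as a block is given beside a result where it changes a call or a count. Simulated counts with 200 genes changed by 1 on the log2 scale were drawn separately for each model. Each draw used the spread that its own model estimated, with no replicate effect. In the fasting contrast 163 were recovered without the block and 200 with it, with 6 and 8 false calls. The leptin contrast recovered 168 and 200, with 3 and 5 false calls. Since the counts differ, these values do not show which model performs better.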

Mice were either provided food *ad libitum* or were fasted overnight and then injected with either leptin (5 mg/kg i.p.) or vehicle; three hours later mice were sacrificed and the ARC dissected out for further study (Fig. 1a). The dose of leptin chosen was confirmed to activate leptin-signaling-mediated activation of STAT3 (assessed by phospho-STAT3) in the ARC, with substantial co-localization within the cell body of AgRP neurons (Fig. 1b). We identified 527 and 295 genes that were induced and repressed by fasting in AgRP neurons, respectively (Fig. 1c). 

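Fasting induced 378 and repressed 143 of the 13401 genes tested. The replicate block raised these counts to 590 and 340, and 373 and 139 of the genes called without the block were among them. Scaling by library size alone, in place of TMM, gave 148 and 90. An unadjusted p under 0.05 was reached by 1656 genes that rose and 928 that fell. With 1 library left out at a time, the number of induced genes lay between 202 (without fed replicate 4) and 471 (without fasted replicate 4), and that of repressed genes between 68 (without fed replicate 1) and 236 (without fasted replicate 4). The 5 largest increases included *Sphk1* (log2 fold change 3.90), *Kcnv2* (3.90) and *1700024P16Rik* (3.30). The largest decrease was that of *Cldn2*, from 2.54 ± 0.535 CPM (SD, n = 3) to 0.509 ± 0.172 CPM (SD, n = 4), a log2 fold change of -2.31 (SE 0.32, FDR = 0.00259). It was followed by *Socs3* (-1.98), *Fgfr4* (-1.69), *Sec14l3* (-1.59) and *Msln* (-1.53). The call for *Sec14l3* was lost in 4 of the 7 fits that left out a library, with the highest FDR (0.107) without fed replicate 3.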

Among the fasting-induced genes were *AgRP*, *Npy*, and *Vgf*, all shown previously to be affected by food withdrawal (Campbell et al., 2017; Henry et al., 2015). 

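*Agrp*, annotated on chromosome 8 from 105566698 to 105637393 of GRCm38, was at 389 ± 109 CPM (SD, n = 3) in fed, 1363 ± 532 CPM (SD, n = 4) in fasted and 1257 ± 703 CPM (SD, n = 4) in leptin-treated mice. Its log2 fold change with fasting was 1.81 (SE 0.47, FDR = 0.0523), which is past the FDR threshold with the replicate block (log2 fold change 1.64, FDR = 8.7e-05) and not without it. *Npy*, on chromosome 6 from 49822710 to 49829507, rose from 610.5 ± 221 to 1996 ± 878 CPM, a log2 fold change of 1.71 (SE 0.56, FDR = 0.113). With the block its log2 fold change was 1.57 (FDR = 0.000115) and it was called. DESeq2 called both genes (FDR = 0.000490 for *Agrp* and 0.0226 for *Npy*), and without fasted replicate 1 *Agrp* passed the threshold as well (FDR = 0.0479). *Vgf*, on chromosome 5 from 137026392 to 137033351, rose from 398 ± 47.3 to 1858 ± 365 CPM, a log2 fold change of 2.22 (SE 0.27, FDR = 0.00154). None of the 3 genes was called with leptin: their log2 fold changes were -0.12 (FDR = 1.00), -0.12 (FDR = 1.00) and 0.0500 (FDR = 1.00). Of 17 genes tested that the paper's text names as induced by fasting, 14 were called without and 17 with the block. These leave out immediate early genes, and *Gpr157* and *Otp*, which the paper names only as changed by both fasting and leptin.

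**Figure D1:**
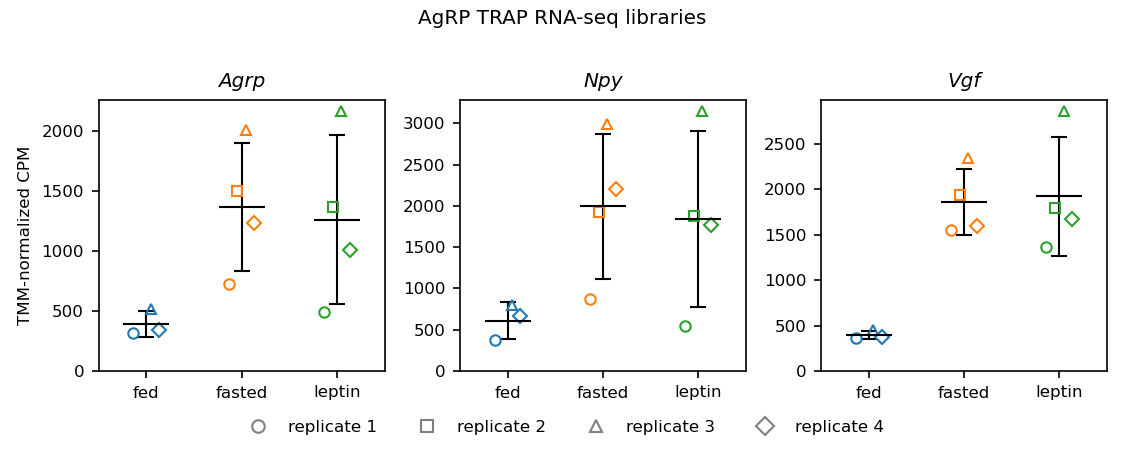
CPM of *Agrp*, *Npy* and *Vgf* (vertical axis) in each fed, fasted and leptin-treated AgRP library, with the mean and SD of each state as bars and a marker shape per replicate number. The fed libraries of *Vgf* average 398 CPM and the fasted libraries 1858 CPM.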

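*Lyve1* had the largest increase with fasting among the called genes, from 0.986 ± 0.553 CPM (SD, n = 3) in fed to 28.1 ± 8.63 CPM (SD, n = 4) in fasted mice, a log2 fold change of 4.78 (SE 0.45, FDR = 0.000664). The fed value is close to the minimum of 1 CPM. *Svs2* was next, from 0.787 ± 0.501 to 14.5 ± 7.05 CPM, with a log2 fold change of 4.14 (SE 0.70, FDR = 0.00663). *Acvr1c*, on chromosome 2 from 58267453 to 58357895 of GRCm38, is far more abundant. It rose from 579 ± 121 to 842 ± 122 CPM, and its log2 fold change of 0.54 (SE 0.20, FDR = 0.168) was not called without the replicate block. With the block the log2 fold change was 0.63 (FDR = 0.00380), which was called.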

Other genes exhibiting increased expression with fasting include *Acvr1c*, *Lyve1*, *Svs2* (Fig. 1d, Supplementary Data 2). 

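A list of 34 genes of the response to endoplasmic reticulum stress, 32 of them tested, was examined beside 12 other lists written before the data were examined. Gene ontology terms were not used here. The lists were tested as sets with limma's camera in the fasting and leptin contrasts (26 tests, adjusted together). The endoplasmic reticulum stress list rose with fasting (median log2 fold change 0.48, 27 of 32 genes higher, FDR = 9.4e-14). Of its genes 10 were called over all genes tested, and 14 when adjusted over the list alone. The 73 ribosomal protein genes tested, which serve cytoplasmic translation, rose less (median 0.27, 71 of 73 higher, FDR = 0.0191), with 0 genes called over all genes and 0 adjusted over the list alone. The 7 AgRP neuron markers rose (median 0.66, 7 of 7 higher, FDR = 2.0e-05). None of them was called over all genes and 6 were when adjusted over the list alone, which is not independent evidence, since the study reports some of these markers from the same libraries. The replicate block called 15 genes of the endoplasmic reticulum stress list, 1 ribosomal protein gene and 6 AgRP neuron markers, all of them higher. Oligodendrocyte markers (median -0.36, FDR = 0.0333) and microglia markers (median -0.59, FDR = 0.0427) fell, with 0 genes called in either list both over all genes and adjusted over the list alone. With the block 1 oligodendrocyte and 2 microglia markers were called lower, and neither set passed (FDR = 0.0611 and 0.132). Tanycyte and ependymal markers (median 0.0919, FDR = 0.717), astrocyte markers (-0.18, FDR = 0.133) and POMC neuron markers (-0.0686, FDR = 0.436) passed in neither direction, and no gene of these 3 lists was called over all genes or adjusted over the list alone. The block called 1 astrocyte marker lower. Under fry, which uses the libraries' own correlation between genes, the endoplasmic reticulum stress (FDR = 0.00558) and AgRP neuron marker (FDR = 0.0230) results held. The ribosomal protein (FDR = 0.582), oligodendrocyte and microglia results did not.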

WebGestalt (WEB-based Gene SeT AnaLysis Toolkit) gene set enrichment analysis (GSEA) for gene ontology (GO) biological process revealed fasting-induced transcriptional programs that were associated with various molecular functions including, “response to endoplasmic reticulum stress” and “cytoplasmic translation”, and “ribonucleoprotein complex biogenesis”, among others (Fig. 1e). These findings recapitulated our earlier work, and that of another group^5,11^. Within our dataset exist fasting-induced genes that are categorized as ion channels (e.g., *Kcnv2*, *P2rx5*, *Cftr*), G-protein coupled receptors (e.g., *Adgrg2*, *Gprc5a*, *Gpr6*), secreted proteins (e.g., *Agrp*, *Svs2*, *Vgf)*, transporters (e.g., *Rbp4*, *Sec61b*, *Sc2c*), and transcriptional regulators (e.g., *Sox4*, *Nfil3*, and *Npas4*; Fig. 1g). 

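Among the ion channels, *Kcnv2* rose from 0.262 ± 0.0338 CPM (SD, n = 3) to 3.88 ± 1.62 CPM (SD, n = 4) with fasting (FDR = 0.0109), *P2rx5* had a log2 fold change of 1.86 (FDR = 0.00212) and *Cftr* of 1.61 (FDR = 0.00865). Among the receptors, *Adgrg2* rose from 12.7 ± 3.11 to 70.5 ± 14.8 CPM (log2 fold change 2.47, FDR = 0.00100), *Gprc5a* by 2.19 (FDR = 0.00213) and *Gpr6* by 1.40 (FDR = 0.00192) on the log2 scale. The transporters *Rbp4* and *Sec61b* rose by 1.60 (FDR = 0.00998) and 1.21 (FDR = 0.00212). The count table holds no gene with the symbol *Sc2c*. Among the transcriptional regulators, *Sox4* rose by 1.93 (FDR = 0.000595), *Nfil3* by 1.58 (FDR = 0.000594) and *Npas4* by 1.78 (FDR = 0.0226). Calls for 4 of these genes were lost when a fed library was left out. The highest FDR was 0.0574 for *Kcnv2* without fed replicate 1, 0.0505 for *Cftr* and 0.0583 for *Rbp4* without fed replicate 4, and 0.0960 for *Npas4* without fed replicate 3. Leptin repressed *Gpr6* (log2 fold change -1.60, FDR = 0.000546), *Sox4* (-1.02, FDR = 0.00574), *Npas4* (-2.15, FDR = 0.00872) and *P2rx5* (-0.91, FDR = 0.0477). The leptin call for *P2rx5* was lost in 7 of the 8 fits that left out a library, with the highest FDR (0.155) without fasted replicate 1. *Kcnv2*, *Cftr*, *Gprc5a* and *Svs2* were not called with leptin without the replicate block and were called lower with it (FDR = 0.0153, 0.0121, 0.00342 and 0.00165).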

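Of 6 immediate early genes examined in the fasting contrast, *Nr4a1*, *Fos*, *Myc* and *Junb* were called, and *Fosb* and *Egr1* were not called without the replicate block and were called with it. *Fos* rose from 17.5 ± 4.75 CPM (SD, n = 3) to 44.5 ± 7.97 CPM (SD, n = 4), a log2 fold change of 1.35 (SE 0.20, FDR = 0.00315). *Nr4a1* rose by 1.60 (FDR = 0.0262), *Myc* by 0.95 (FDR = 0.00247) and *Junb* by 0.57 (FDR = 0.0183) on the log2 scale. The call for *Nr4a1* was lost in 4 fits that left out a library, with the highest FDR (0.112) without fed replicate 1, and that for *Junb* in 3, with the highest (0.0918) without the same library. *Fosb* had a log2 fold change of 0.69 (FDR = 0.164, with the block 0.75, FDR = 0.00444), and *Egr1* of 0.98 (FDR = 0.118, with the block 0.99, FDR = 0.00834). Without fed replicate 4, *Fosb* (FDR = 0.0343) and *Egr1* (FDR = 0.0253) were called as well, and DESeq2 called *Egr1* (FDR = 0.0286). The list of 19 immediate early genes, 18 of them tested, rose as a set (median log2 fold change 0.59, 13 of 18 higher, FDR = 1.6e-06), which held under fry. Of the list 6 genes were called over all genes tested, 11 were when adjusted over the list alone, and with the replicate block 10 were called higher and 1 lower.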

Unsurprisingly, many transcripts encoding classic immediate early genes (IEGs) were upregulated in AgRP neurons during fasting (e.g., *Nr4a1*, *Fos*, *Myc*, *Fosb*, *Egr1*, *Junb*), potentially driven by the sustained increase in neuronal firing that occurs throughout the course of food deprivation^22^.

**Fig. 1:**
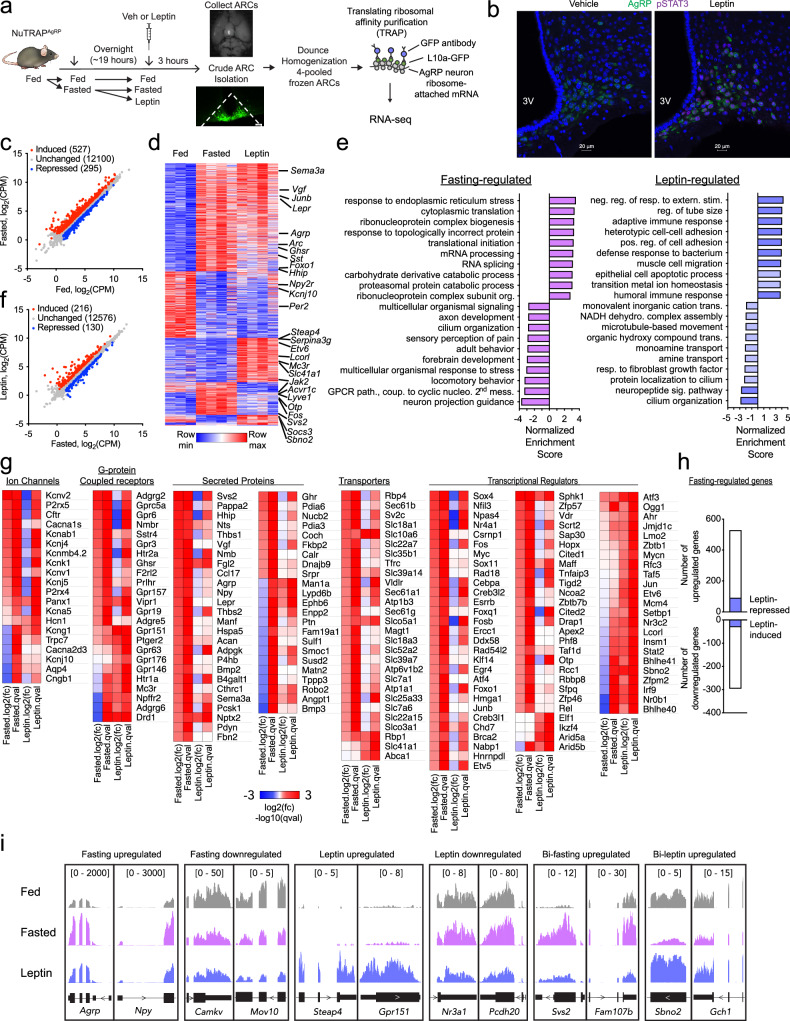
Transcriptomic profiles of AgRP neurons during opposing states of energy balance. **a** Schematic of the experimental design. NuTRAP^AgRP^ mice were fed, then a subset were fasted overnight (~19 hr), following which mice were treated with IP vehicle or leptin (5 mg/kg). After 3 hours, mice were euthanized and ARCs were isolated, frozen, and homogenized according to the TRAP protocol. **b** Representative immunofluorescence image of ARC revealing induction of pSTAT3 45-minutes following leptin administration (right) compared to vehicle treatment (left); repeated independently 2 times. **c** Scatter plot showing comparing expression of genes within AgRP neurons from fasted versus fed littermates (*n* = 4, 3) [fold change >0.5 up (red) or down (blue), false discovery rate (FDR) < 0.05]; CPM, counts per million. The number of genes in a given expression profile is in parentheses. **d** Heatmap of differentially expressed genes in fed, fasted, and leptin-treated mice. **e** WebGestalt (WEB-based Gene SeT AnaLysis Toolkit) gene set enrichment analysis (GSEA) for geneontology biological process in either fasting-regulated (left, induced and repressed), or leptin-regulated (right, induced and repressed) transcriptional pattern categories with Normalized Enrichment Scores. All bars have an FDR < 0.05 except those that are light blue in the leptin-regulated condition **f** Scatter plot showing regulated genes within AgRP neurons from leptin-treated versus fasted littermates (*n* = 4, 4) (fold change > 0.5 up (red) or down (blue), FDR < 0.05). CPM, counts per million. FDR-adjusted p-values with a threshold of 0.05 were generated using the Benjamini-Hochberg method to account for multiple comparisons. The number of genes in a given expression profile is in parentheses. **g** Heatmaps of selected gene categories. **h** Top: bar graphs showing the number of fasted up-regulated genes (*N* = 527) that are also down-regulated with leptin (blue bars, *N* = 90). Bottom: bar graphs showing the number of fasted down-regulated genes (*N* = 295) that are also up-regulated with leptin (blue bars, *N* = 30). **i** Genome browser views (in Integrative Genomics Viewer (IGV)) of RNA-seq tracks of representative fasting-upregulated, fasting-downregulated, leptin-upregulated, leptin-downregulated, bidirectional fasting upregulated (Bi-fasting upregulated), and bidirectional leptin upregulated (Bi-leptin upregulated) genes. The data from TRAP-seq experiments was generated from three independent biological replicates for fed mice, four independent biological replicates for fasted mice, and four independent biological replicates for leptin-treated mice.

In leptin-treated mice, we observed the induction of 216, and repression of 130, genes in AgRP neurons (Fig. 1f). 

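Leptin induced 160 and repressed 85 genes relative to fasted mice. With the replicate block the counts were 242 and 148, which held 160 and 84 of the genes called without it. Scaling by library size alone gave 39 repressed genes. With 1 library left out at a time, the number of induced genes lay between 114 (without leptin replicate 1) and 181 (without fasted replicate 4), and that of repressed genes between 56 (without fasted replicate 1) and 78 (without fasted replicate 4). The largest increase was that of *Fga*, from 0.554 ± 0.183 CPM in fasted to 30.7 ± 22.0 CPM in leptin-treated mice (SD, n = 4 each), a log2 fold change of 5.80 (SE 0.55, FDR = 0.000361). *Steap4* (5.75), *Gpr151* (3.99), *Socs3* (3.73) and *Slc10a6* (3.65) followed. Among the largest decreases were those of *Fgf7*, from 5.07 ± 1.48 to 0.806 ± 0.286 CPM (log2 fold change -2.62, SE 0.38, FDR = 0.00413), *Npas4* (-2.15), *Krtap17-1* (-1.94) and *Nr4a1* (-1.87).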

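*Socs3*, on chromosome 11 from 117966079 to 117970047 of GRCm38, was at 9.30 ± 3.55 CPM (SD, n = 3) in fed, 2.36 ± 0.402 CPM (SD, n = 4) in fasted and 31.4 ± 5.55 CPM (SD, n = 4) in leptin-treated mice. Leptin raised it by a log2 fold change of 3.73 (SE 0.25, FDR = 3.6e-05), and fasting lowered it, with a log2 fold change of -1.98 (SE 0.25, FDR = 0.00169).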

*Socs3*, a component of the leptin signaling negative feedback loop, was significantly upregulated in response to leptin-treatment. Notably, leptin-induced transcriptional programs were associated with biological processes including “negative regulation of response to external stimulus”, “regulation of tube size”, and “adaptive immune response”, among others (Fig. 1e). 

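A list of 8 leptin and STAT3 feedback genes, all tested, rose with leptin (median log2 fold change 1.37, 8 of 8 higher, FDR = 8.2e-45). Of these 6 were called over all genes tested, 7 were when adjusted over the list alone and 7 were with the replicate block. In the fasting contrast the list passed in neither direction (FDR = 0.184), with 1 gene called lower over all genes and 1 adjusted over the list alone. The immediate early gene list fell with leptin (median -0.30, 4 of 18 higher, FDR = 4.0e-05), with 5 genes called lower and 1 higher over all genes and 6 lower and 1 higher both when adjusted over the list alone and with the block. Both results held under fry. The AgRP neuron markers fell slightly (median -0.19, 1 of 7 higher, FDR = 0.0390), with 0 genes called over all genes, 0 adjusted over the list alone and 2 lower with the block, and this did not hold under fry (FDR = 0.381). The FDR of the other 10 lists in the leptin contrast lay between 0.280 (astrocyte markers) and 0.994 (endoplasmic reticulum stress). In those 10 lists 0 genes were called over all genes, and 1 POMC neuron marker and 1 tanycyte and ependymal marker were higher both when adjusted over the list alone and with the block.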

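Of *Socs3* and 14 genes examined in the leptin contrast by category, 9 were called without and 13 with the replicate block. *Gpr151* rose from 1.04 ± 0.372 to 16.5 ± 3.68 CPM (SD, n = 4 each), a log2 fold change of 3.99 (SE 0.26, FDR = 2.8e-05), *Drd1* by 2.60 (FDR = 2.0e-05), *Stat2* by 1.14 (FDR = 0.00158) and *Sbno2* by 2.43 (FDR = 9.4e-06) on the log2 scale. Smaller called increases were those of *Bhlhe41* (0.78), *Slc41a1* (0.71), *Man1a* (0.93, FDR = 0.0283) and *Ephb6* (0.56, FDR = 0.0159). The call for *Man1a* was lost in 6 of the 8 fits that left out a library, with the highest FDR (0.100) without leptin replicate 1. The call for *Ephb6* was lost in 2, without fasted replicate 3 (FDR = 0.0623) and without leptin replicate 1, where its log2 fold change was 0.48. *Trpv6* (1.26, FDR = 0.0830), *Abca1* (0.94, FDR = 0.163), *Lypd6b* (0.59, FDR = 0.0630) and *Adgrg6* (0.71, FDR = 0.250) were not called without the block. With it their FDRs were 0.00103, 0.000377, 0.00225 and 0.00890. *Abca1* was at 88.9 CPM in fasted replicate 4 against 38.9 to 43.9 CPM in the other fasted libraries, and without that library its FDR was 0.00807. *Lypd6b* was also called without fasted replicate 2 (FDR = 0.00834). *Kcng1* had a log2 fold change of 0.50 (FDR = 0.251, with the block 0.0122), at the fold change threshold. *Rbp4* was at 51.4 ± 13.8 CPM in fasted and 39.8 ± 13.7 CPM in leptin-treated mice, a log2 fold change of -0.37 (SE 0.26, FDR = 0.925). In leptin replicate 1 *Stat2* was at 19.4 CPM against 13.6 to 13.7 CPM in the other 3.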

Leptin-induced genes included those encoding ion channels (e.g., *Trpv6*, *Kcng1*), G-protein coupled receptors (e.g., *Drd1*, *Adgrg6*, *Gpr151*), secreted proteins (e.g., *Man1a*, Lypd6b, Ephb6), transporters (e.g., *Rbp4*, *Slc41a1*, *Abca1*), and transcriptional regulators (e.g., *Stat2*, *Bhlhe41*, and *Sbno2*)(Fig. 1g).

We were particularly interested in identifying “bidirectional” transcriptional changes in response to fasting and leptin (i.e., genes induced by fasting and repressed by leptin, or vice versa). This analysis revealed 120 genes exhibiting a bidirectional expression pattern, including 90 genes induced by fasting and repressed by leptin (e.g., *Acvr1c*, *Gpr157*, *Lyve1*, and *Otp)*, and 30 repressed by fasting and induced in response to leptin (e.g., *Sbno2*, *Serpina3i*, *Drd1*, *Man2a1*) (Figs. 1h, 1i). 

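By the calls of both contrasts, 55 genes were induced by fasting and repressed by leptin, and 17 were repressed by fasting and induced by leptin. A further 4 genes rose and 1 fell in both contrasts. The replicate block gave 100 and 31 bidirectional genes, scaling by library size alone 22 and 6, and DESeq2 68 and 26. With 1 library left out at a time the first count lay between 32 (without fasted replicate 1) and 51 (without fasted replicate 4) and the second between 7 (without fasted replicate 3) and 31 (without fasted replicate 4). *Gpr6* rose from 14.2 ± 2.34 CPM (SD, n = 3) to 37.6 ± 4.90 CPM with fasting and was at 12.4 ± 2.63 CPM after leptin (SD, n = 4 each). *Acvr1c*, *Gpr157*, *Lyve1* and *Otp* had leptin log2 fold changes of -0.49 (FDR = 0.376), -0.50 (FDR = 0.0885), -0.53 (FDR = 0.862) and -0.52 (FDR = 0.228), none of which was called. With the block they were called (FDR = 0.0157, 0.0137, 0.00777 and 0.000280). *Gpr157* rose with fasting (log2 fold change 0.56, FDR = 0.0461), a call lost in all 7 fits that left out a library, with FDRs up to 0.178 without fed replicate 4. *Otp* rose by 0.53 (FDR = 0.134, with the block 0.000321). In the other direction, *Sbno2* was at 21.6 ± 4.04, 14.0 ± 1.01 and 75.2 ± 8.28 CPM in fed, fasted and leptin-treated mice, and *Drd1* at 12.7 ± 1.93, 6.12 ± 1.12 and 37.2 ± 4.67 CPM. Fasting lowered *Sbno2* (-0.63, FDR = 0.0167), *Drd1* (-1.06, FDR = 0.00398) and *Man2a1* (-0.65, FDR = 0.0288). Without fed replicate 3 the FDR of *Sbno2* was 0.0667, and without fed replicate 4 that of *Man2a1* was 0.1000. *Serpina3i* had a log2 fold change of -0.75 with fasting (FDR = 0.0543). It was called with the block (FDR = 0.00921), by DESeq2 (FDR = 0.00888) and without fed replicate 4 (FDR = 0.0367) or fasted replicate 4 (FDR = 0.0481), and rose with leptin (2.62, FDR = 6.3e-05). Leptin raised *Man2a1* by 1.26 (FDR = 0.000756). Both contrasts use the fasted libraries, so noise in these alone gives opposite changes. In 20 simulations with independent fasting and leptin effects and shared fasted libraries, at most 7 genes were called in opposite directions. The paper describes genes of the second group as lower in the fasted state and raised by exogenous leptin. From this it proposes that their fall may mediate the response to starvation that is attributed to the loss of leptin.

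**Figure D2:**
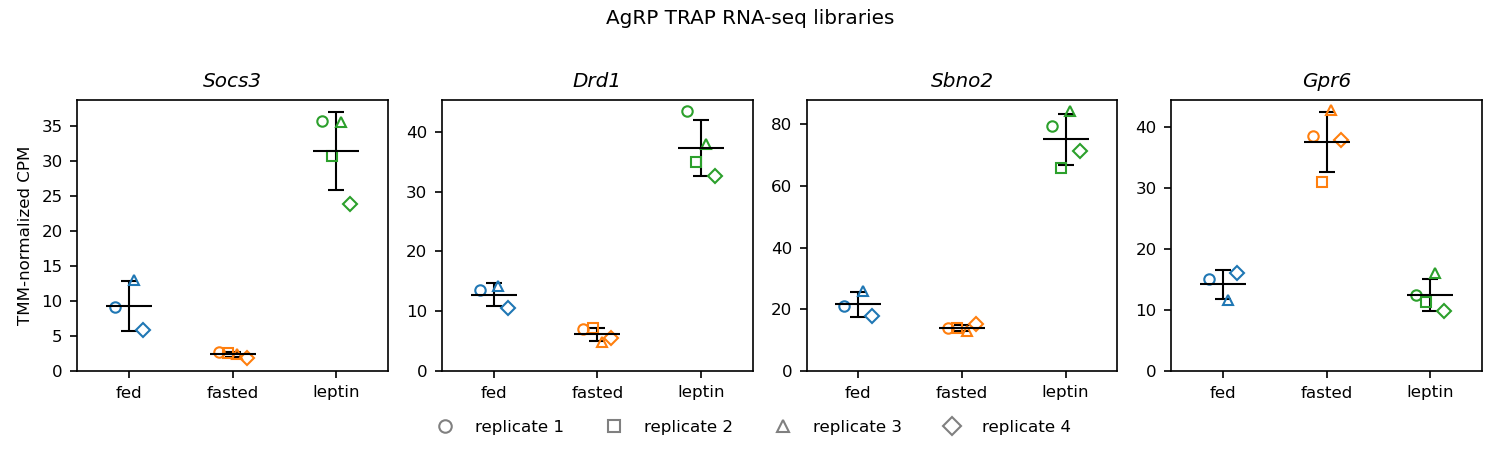
CPM of *Socs3*, *Drd1*, *Sbno2* and *Gpr6* (vertical axis) in each fed, fasted and leptin-treated AgRP library, with the mean and SD of each state as bars and a marker shape per replicate number. *Socs3*, *Drd1* and *Sbno2* are lowest in fasted libraries (2.36, 6.12 and 14.0 CPM) and *Gpr6* is highest there (37.6 CPM).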

Expression of this set of 30 genes is reduced in response to fasting, a state that has classically been associated with a marked decline in serum leptin levels and leptin signaling, while their expression is increased in response to the administration of exogenous leptin in the fasted state^23^. Given the apparent bi-directional leptin sensitivity of these 30 genes, it is conceivable that leptin depletion-driven declines in the expression of these genes may mediate the adaptive physiological response to starvation attributed to the loss of leptin in the fasted state^23^. We also performed TRAP-seq on fed, fasted and leptin-treated NuTRAP^Pomc^ samples and observed relatively few significantly changed genes in response to fasting, a finding that recapitulated earlier work, and prompted us to focus on AgRP neurons for the remainder of our studies (Fig. S1d)^5^.

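Each state of NuTRAP Pomc mice had 2 libraries, with between 30704075 and 53217053 counted reads. Tested like the AgRP libraries, 0 genes were called for fasting and 0 for leptin. An unadjusted p under 0.05 was reached by 135 genes higher and 147 lower with fasting, and by 115 higher and 36 lower with leptin. In simulated counts with 200 genes changed by 1 on the log2 scale, this design recovered 0 of the 200 without the replicate block and 197 with it, with 13 false calls. The counts were drawn separately for each model, with the spread it estimated and no replicate effect, so these values do not compare the models. With the block, fasting repressed *Asb4*, *Cd44* and *Nptx2* and induced 0 genes (unadjusted 986 higher and 991 lower), and leptin induced *AK140265*, *Atf3*, *Etv6*, *Jun*, *Nptx2*, *Sbno2* and *Socs3* and repressed *Wdfy1*. These genes are named because they were called, after their values were seen. *Socs3* had a leptin log2 fold change of 2.82 (FDR = 0.00187) there. DESeq2 called 3 genes lower with fasting, and 9 higher and 1 lower with leptin. With the block, AgRP fits reduced to 2 libraries per state called between 756 and 1291 genes for fasting. Without it, they called 455 genes from replicates 1 and 3 and 0 from each of the 2 other choices of replicates (1156 and 962 genes at an unadjusted p under 0.05). The number of genes whose fasting effect differed between the 2 lines in an interaction test was 19 (higher in AgRP) and 3 (lower), and 582 and 254 with the block within each line.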

### Validating a transgenic tool for obtaining AgRP neuron-specific ATAC-seq profiles

Next, we confirmed the feasibility of using NuTRAP mice to assess chromatin state in AgRP neurons. 

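ATAC-seq reads come from DNA that the transposase can reach, so a peak with more reads is more open. Nuclei carrying GFP and nuclei without it were sorted from the same pools of 4 ARCs, 10000 nuclei per sample, which gave 2 AgRP-positive and 2 AgRP-negative libraries. The authors aligned the reads to mm10 with Bowtie2, removed duplicates, called peaks with MACS2, merged them across samples and counted the reads of each sample in each merged peak with BEDtools. The values used here are those raw counts in 67472 peaks, which sum to 10802847 and 11177208 in the AgRP-positive and to 8685497 and 8847661 in the AgRP-negative libraries. Every peak has a count of at least 1 in every library, and the methods do not say whether 1 was added or peaks with a count of 0 were removed. The 66560 peaks with a mean over 1 CPM were tested as the RNA counts were, with a log2 fold change of at least 0.5. With 200 peaks changed by 1 on the log2 scale in simulated counts, 110 were recovered.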

Using pooled male NuTRAP^AgRP^ mouse ARCs, we isolated and sorted 10,000 nuclei, and then performed Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq) for AgRP positive (GFP + ) and negative (GFP-) populations from the same pooled samples (Fig. 2a, b). 

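In the comparison of AgRP-positive with AgRP-negative nuclei, 15937 peaks were more open and 10399 less open in AgRP-positive nuclei, so that 60.5% of the changed peaks were opened. Scaling by library size alone gave 18223 opened and 7297 closed peaks (71.4% opened) and shifted the median log2 fold change of all peaks to 0.16. DESeq2 gave 11554 and 7051 peaks, and a block for the pool of origin 17231 and 11569. In a principal components analysis of log2 CPM, the first component held 82.1% and the second 10.0% of the variance. The first separated the AgRP-positive libraries (136 and 131) from the AgRP-negative libraries (-136 and -132).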

We detected 15,530 and 9029 closed chromatin regions that are specifically enriched in AgRP positive neurons (Fig. S2a), and principal components analysis (PCA) showed a clear distinction between the two populations in terms of their respective chromatin states (Fig. S2b). We next examined the chromatin state of AgRP neurons at key genes expressed in AgRP neurons, compared to that of the non-AgRP neuron population, and observed that AgRP neurons exhibited a selective enrichment of open chromatin regions (OCRs) at the promoters and enhancers of *Agrp*, *Npy*, and *Corin*, among others (Fig. S2c). 

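Of 12 peaks within 50 kb of an annotated *Agrp* start site, 1 was more open in AgRP-positive nuclei. It lies on chromosome 8 of mm10 from 105567432 to 105568470, 347 bases from the start site, with 83.4 ± 0.0351 CPM in AgRP-positive and 7.95 ± 1.32 CPM in AgRP-negative nuclei (SD, n = 2 each), a log2 fold change of 3.39 (SE 0.17, FDR = 5.9e-78). A further 3 peaks near *Agrp* were less open, of which 1, on chromosome 8 from 105544746 to 105545058, was also called after scaling by library size alone. All 7 peaks within 50 kb of *Npy* were more open. The peak at its promoter (chromosome 6, 49822319 to 49822966) was at 24.0 ± 2.61 against 3.51 ± 0.779 CPM (log2 fold change 2.77, FDR = 3.8e-24), and a peak 14573 bases from the start site (49807735 to 49808539) at 42.1 ± 3.01 against 2.75 ± 1.80 CPM (3.92, FDR = 3.0e-54). Near *Corin*, 3 of 4 peaks were more open, among them the peak at its start site (chromosome 5, 72503647 to 72504501) at 12.9 ± 0.445 against 3.10 ± 1.54 CPM (2.07, FDR = 5.6e-10).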

We also observed multiple OCRs upstream of *Lepr* in AgRP neurons (Fig. S2d). 

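All 6 peaks within 50 kb of the *Lepr* start site on chromosome 4 of mm10 were more open in AgRP-positive than in AgRP-negative nuclei. The peak 15759 bases from the start site, from 101701061 to 101702230, was at 51.3 ± 0.282 against 5.38 ± 0.745 CPM (SD, n = 2 each), a log2 fold change of 3.25 (FDR = 4.4e-53). Another, from 101686319 to 101686961 and 30764 bases away, was at 49.7 ± 3.03 against 8.12 ± 2.44 CPM (2.62, FDR = 1.4e-40). Both are intergenic. Hepatocyte data were not used here.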

Interestingly, these *Lepr*-associated OCRs are distinct from those observed in hepatocytes, suggesting that putative enhancer elements for *Lepr* may be developmentally divergent. We also detected OCR de-enrichment at the promoter of *Slc17a6*, which encodes the protein vesicular glutamate transporter 2 (VGlut2), reflecting the fact that AgRP neurons are gabaergic, rather than glutamatergic (Fig. S2c). Moreover, de-enrichment of OCRs was noted at non-neuronal marker genes, such as those for oligodendrocytes (e.g., *Olig1* and *Olig2*) and tanycytes (e.g., *Sox2*), supporting the utility and fidelity of our method for obtaining low-input AgRP neuron-specific ATAC-seq profiles (Fig. S2c).

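All 3 peaks within 50 kb of the *Slc17a6* start site on chromosome 7 of mm10 were less open in AgRP-positive nuclei. The peak at the start site, from 51621574 to 51622488, was at 2.88 ± 0.173 CPM in AgRP-positive and 14.4 ± 1.34 CPM in AgRP-negative nuclei (SD, n = 2 each), a log2 fold change of -2.32 (FDR = 1.4e-13). The calls of the other two were not made after scaling by library size alone or by DESeq2.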

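Near *Olig1* on chromosome 16 of mm10, 7 of 9 peaks within 50 kb were less open in AgRP-positive nuclei and 1 was more open. The peak at its start site (91269499 to 91270529) was at 2.74 ± 0.483 CPM in AgRP-positive and 18.4 ± 0.846 CPM in AgRP-negative nuclei (SD, n = 2 each), a log2 fold change of -2.73 (FDR = 1.6e-20). All 4 peaks within 50 kb of *Olig2*, which are among those counted for *Olig1*, were less open, and the peak at its promoter (91225050 to 91225440) had a log2 fold change of -2.34 (FDR = 5.0e-06). Near *Sox2* on chromosome 3, 4 of 5 peaks were less open, and the promoter peak (34649398 to 34650675) was at 14.0 ± 2.40 against 42.3 ± 0.566 CPM (-1.60, FDR = 2.7e-19). The paper takes this de-enrichment at marker genes of other cell types as support for its method of obtaining ATAC-seq profiles specific to AgRP neurons from low input.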

**Fig. 2:**
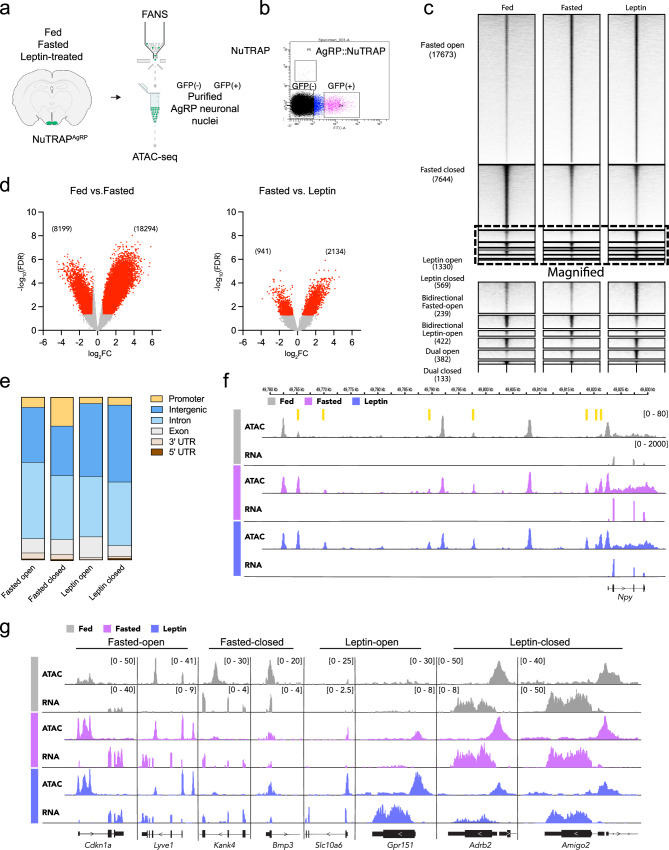
Alterations in energy availability impact the chromatin landscape of AgRP neurons. **a** Experimental schematic. ARCs from fed, fasted, and leptin-treated NuTRAP^AgRP^ mice were isolated followed by nuclear isolation. 10,648 ± 1489 nuclei, from 4 mice, were pooled for each condition (fed, fasted, leptin-treated) before being subjected to ATAC-seq. **b** FACS plot of single nuclei with FITC (GFP) fluorescence on the x-axis and mCherry fluorescence on the y-axis, with filtering gates showing discrete populations for NuTRAP^AgRP^ GFP+ and GFP- nuclei. **c** Heatmap showing differentially expressed OCRs for each of the treatment conditions clustered into one of eight patterns (rows). Amplitude of each peak center (±5 kb) is represented in black as indicated. **d** Volcano plots showing differentially expressed OCRs in fasted vs. fed mice (left, *n* = 2, 2) or leptin vs. fasted mice (right, *n* = 2, 2). Red dots correspond to significantly different gained-open and gained-closed regions [fold change >0.5 up (red) or down (red), FDR  <  0.05]; CPM, counts per million. Peaks with a CPM < 1 were not included in volcano plot. FDR-adjusted p-values with a threshold of 0.05 were generated using the Benjamini-Hochberg method to account for multiple comparisons. **e** Bar graphs revealing the genomic features of fasted-opened, fasted-closed, leptin-opened, leptin-closed ATAC-seq peaks. **f** Genome browser views (IGV) of ATAC-seq peaks within the vicinity of the *Npy* gene. Yellow bars correspond to fasted-opened ATAC-peaks. **g** Genome browser views (IGV) of representative Fasted-opened, Fasted-closed, Leptin-opened, and Leptin-closed ATAC-seq peaks near the indicated genes. The data from ATAC-seq experiments was generated from two independent biological replicates for fed mice, two independent biological replicates for fasted mice, and two independent biological replicates for leptin-treated mice.

### AgRP neuron-specific ATAC-seq profiles in response to fasting and leptin

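The chromatin of AgRP-positive nuclei in the 3 states was measured in 2 libraries per state, each from 4 pooled ARCs and 10000 sorted nuclei, 3 h after vehicle or leptin. Peak calling and counting were those of the sorted-nuclei comparison, and the raw counts of 123721 merged peaks sum to 8263234 and 14324992 in fed, 15745558 and 15710305 in fasted and 14455862 and 17190963 in leptin-treated libraries. No count is below 1. One model of the 3 states was fitted to the 102237 peaks with a mean over 1 CPM. In simulated counts with 200 peaks changed by 1 on the log2 scale, the fasting contrast recovered 38 and the leptin contrast 43. Many more peaks were called in the data, and the p-value that passes an FDR threshold rises with the number of changes. The simulation therefore does not give the share of such changes that the data miss.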

We next performed ATAC-seq on AgRP neurons from fed, fasted, and leptin-treated male NuTRAP^AgRP^ mice. Of the 90,196 called ATAC-seq peaks in our dataset, we detected 18,294 fasted-opened and 8189 fasted-closed regions, and 2134 leptin-opened and 941 leptin-closed regions of chromatin (Fig. 2c, d). 

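Fasting opened 18519 and closed 9074 of the 102237 peaks tested, and leptin opened 2461 and closed 684 relative to fasted mice. For leptin, edgeR's older quasi-likelihood fit called 1531 opened and 317 closed peaks, and DESeq2 1434 and 345. For fasting, DESeq2 called 15671 opened and 6964 closed peaks. In a principal components analysis of log2 CPM, the first component held 69.0% of the variance and separated fed libraries (239 and 163) from fasted (-66.9 and -84.0) and leptin-treated libraries (-136 and -114). Fed replicate 1 has the smallest total count.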

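Taking the 2 contrasts together, 238 peaks were opened by fasting and closed by leptin, and 289 were closed by fasting and opened by leptin. A further 287 were opened and 36 closed in both contrasts. Changes in 1 contrast alone were found at 17994 fasted-opened, 8749 fasted-closed, 1885 leptin-opened and 410 leptin-closed peaks. DESeq2 gave 58 peaks opened by fasting and closed by leptin and 149 opened by both. The replicate block gave 671 peaks opened by fasting and closed by leptin, 535 closed by fasting and opened by leptin, and 673 opened by both. In 8 simulations with independent effects and shared fasted libraries, at most 348 peaks were called in opposite directions, against the 527 observed. The simulated peaks called in the same direction numbered between 328 and 372, against 323 observed, so the number of dually enriched peaks is not above the simulated one.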

We also detected changes in chromatin accessibility that were bidirectional (i.e., reciprocally regulated in fasted vs. leptin-treated) or dually enriched (i.e., open in response to both fasting and leptin-treatment) (Fig. 2c). 

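The annotated features of changed peaks were counted with promoters taken as up to 1000 bases upstream of a start site. Of fasted-opened peaks 38.0% were intergenic, 56.0% intronic, 3.89% exonic and 2.12% in promoters. For fasted-closed peaks the shares were 40.5% intergenic, 49.7% intronic, 5.74% exonic and 4.07% in promoters. Leptin-opened peaks were intergenic in 45.7%, intronic in 50.0% and promoters in 1.75%, and leptin-closed peaks in 44.0%, 50.7% and 2.49%. Of all peaks tested, 31.4% were intergenic, 50.5% intronic and 8.46% in promoters.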

The majority of differentially expressed ATAC peaks were found within intergenic (36–45%) and intronic (43-50%) regions, while only 3-11% of ATAC-peaks were found within gene promoter regions, defined as regions <1000 bps upstream of the transcriptional start site (TSS) (Fig. 2e), a changed genomic distribution of changed chromatin accessibility previously exhibited by activated neurons (Su et al., 2017). 

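Of 17 ATAC-seq peaks within 50 kb of the *Npy* start site on chromosome 6 of mm10, 10 were more open in fasted than in fed mice and 0 were less open. The most accessible of them in fasted mice, downstream of the gene from 49828283 to 49831246, was at 18.2 ± 4.11 CPM in fed, 73.9 ± 19.5 CPM in fasted and 51.4 ± 18.0 CPM in leptin-treated mice (SD, n = 2 each), a log2 fold change with fasting of 2.06 (SE 0.24, FDR = 2.1e-05). The largest log2 fold change (2.86, FDR = 0.000213) was that of a peak 2136 bases from the start site, from 49820477 to 49820671. The promoter peak (49822158 to 49823065) was at 35.1 ± 1.59 CPM in fed and 44.4 ± 3.82 CPM in fasted mice and was not called (0.33, FDR = 0.194). DESeq2 did not call the peaks from 49786190 and 49828031, and edgeR's older quasi-likelihood fit did not call the second. Leptin changed 0 of the 17 peaks, and the replicate block called the peak from 49828283 less open with leptin. Of the 10 peaks, 3 hold a match to the AP-1 consensus: TGAGTCA from 49786234 to 49786240, TGACTCA from 49797733 to 49797739, and in the peak from 49828283 TGAGTCA from 49829879 to 49829885 and TGACTCA from 49830853 to 49830859.

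**Figure D3:**
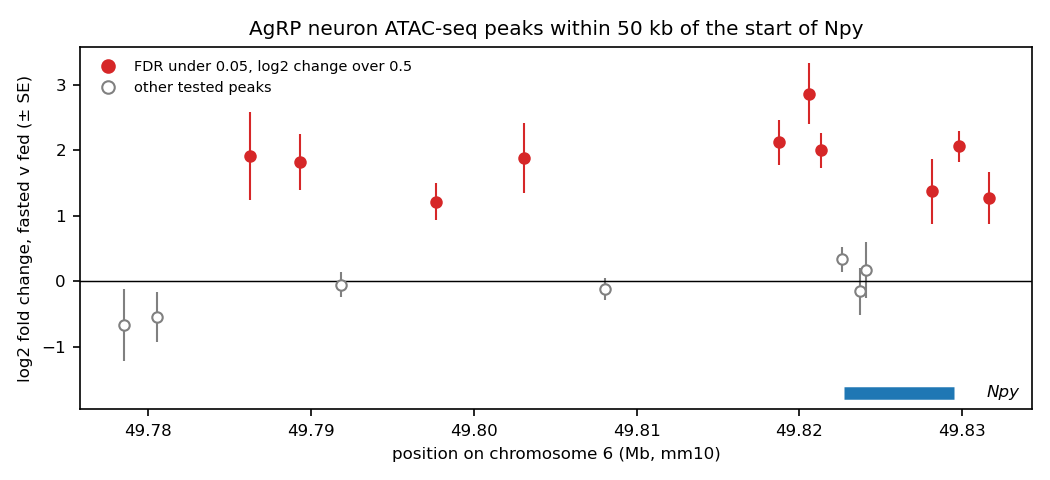
Log2 fold change of fasted against fed AgRP neurons (vertical axis, with the standard error) for the 17 ATAC-seq peaks within 50 kb of the *Npy* start site, by their position on chromosome 6 of mm10 (horizontal axis). The 10 fasted-opened peaks are red and lie on both sides of the gene.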

We observed areas of chromatin that became more accessible with fasting (i.e., fasted-opened) near various genes known to be enriched in response to fasting in AgRP neurons, including *Npy* (Fig. 2f, g). Moreover, we also observed areas of chromatin that became less accessible with fasting (*i.e*., fasted-closed), as well as those that became more or less accessible with leptin (i.e., leptin-opened and leptin-closed) (Fig. 2g).

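Among fasted-opened sites, the promoter of *Cdkn1a* (chromosome 17 of mm10, 29093513 to 29093869) was at 6.88 ± 0.451 CPM in fed and 17.2 ± 2.51 CPM in fasted mice (SD, n = 2 each), a log2 fold change of 1.33 (FDR = 0.00176). The RNA of *Cdkn1a* rose as well (2.61, FDR = 0.000139). Fasted-closed sites were found near *Bmp3* (chromosome 5, 98830946 to 98832006), at 22.5 ± 8.42 against 5.64 ± 0.852 CPM (-1.94, FDR = 0.000173), and in *Kank4* (chromosome 4, 98771898 to 98772639; -2.31, FDR = 0.000132), and the RNA of both genes fell (-1.20, FDR = 0.0240, and -0.69, FDR = 0.00155). Leptin opened the promoter of *Gpr151* (chromosome 18, 42579490 to 42580119), from 5.92 ± 0.0993 to 19.9 ± 3.98 CPM (1.74, FDR = 0.000835), and that of *Slc10a6* (chromosome 5, 103629042 to 103629771; 1.81, FDR = 0.00235). The RNA of *Amigo2* (-0.71, FDR = 0.00140) and *Pcdh20* (-0.95, FDR = 0.0114) fell with leptin, and 0 of the 9 peaks within 50 kb of *Amigo2* were leptin-closed. After scaling by library size alone *Pcdh20* was not called (FDR = 0.0544).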

### Uncovering transcriptional regulators that control AgRP neuron biology

Having generated an extensive atlas of dynamic chromatin regions in AgRP neurons in response to fasting and leptin treatment, we next sought to determine which TFs might bind to these regions. To accomplish this we performed Analysis of Motif Enrichment (AME), a program of the MEME suite, on chromatin regions with a high likelihood of impacting fasting- and leptin-induced transcriptional changes (Fig. 3a)^24^. To accomplish this, we filtered ATAC-seq peaks to retain those within ± 200 kb of a TSS corresponding to a gene whose expression is concordantly regulated (e.g., fasting-induced, gained-open ATAC-seq peaks near fasting-induced genes; hereafter called concordant fasted-opened; Fig. 3a, S3a). 

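The share of changed genes with a concordant peak was computed with the calls described for RNA and ATAC-seq. Of the 13401 genes tested, 12584 (93.9%) had a start site in the mm10 annotation under the same symbol, among them 357 of 378 fasting-induced, 138 of 143 fasting-repressed, 157 of 160 leptin-induced and 82 of 85 leptin-repressed genes. As a background, 3 unchanged genes of similar mean expression (20 bins) were drawn for each changed gene, and the shares were compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 4 comparisons.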

We observed that 96% (*p* = 1.39 ×£10^−9^), 78% (*p* = 1.17 × 10^−8^), 59% (N.S.), and 51% (N.S.) of fasting-induced, fasting-repressed, leptin-induced, and leptin-repressed genes, respectively, were associated with a concordant peak (Fig. S3b). Thus, up-regulated genes were significantly more likely to be close to an up-regulated peak in the same condition, but this was not true for down-regulated genes. 

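A fasted-opened peak lay within 200 kb of 351 of 357 fasting-induced genes (98.3%) and of 93.6% of matched unchanged genes, an odds ratio of 4.03 (Fisher's exact test, p = 0.000179, adjusted p = 0.000238). For fasting-repressed genes and fasted-closed peaks the share was 114 of 138 (82.6%) against 70.0% (odds ratio 2.03, Fisher's exact test, p = 0.00384, adjusted p = 0.00384). A leptin-opened peak lay near 104 of 157 leptin-induced genes (66.2%) against 26.1% of matched genes (odds ratio 5.55, Fisher's exact test, p = 5.6e-19, adjusted p = 2.3e-18), and a leptin-closed peak near 32 of 82 leptin-repressed genes (39.0%) against 11.0% (odds ratio 5.19, p = 7.7e-08, adjusted p = 1.5e-07). Within 50 kb the 4 shares were 80.4%, 50.7%, 33.1% and 18.3%, and the matched shares 54.1%, 27.5%, 7.64% and 1.22%.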

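Of the 4 odds ratios, those for the 2 sets of repressed genes with closed peaks were both above 1. With the RNA calls of the replicate block they were 1.72 (Fisher's exact test, p = 0.000425) for fasting and 5.04 (p = 1.8e-11) for leptin, a setting added after the values were seen. From its own shares the paper concludes that up-regulated genes were more likely to lie close to an up-regulated peak and that this did not hold for down-regulated genes.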

The majority of genes associated with a concordant peak were in fact associated with numerous concordant peaks; most genes were associated with 4-6 peaks for fasting-induced genes, and 1–3 peaks per genes for the other three comparisons (Fig. S3c). 

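Among genes with a concordant peak, the median number of such peaks was 5 for fasting-induced, 2 for fasting-repressed, 2 for leptin-induced and 1 for leptin-repressed genes. Of the fasting-induced genes 111 had 1 to 3 peaks, 142 had 4 to 6 and 98 had 7 or more. Of the fasting-repressed genes 85 had 1 to 3, 26 had 4 to 6 and 3 had 7 or more. The leptin-induced genes had 1 to 3 peaks in 91 cases and 4 to 6 in 13, and all 32 leptin-repressed genes had 1 to 3.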

We also observed a positive relationship between the number of concordant peaks and the fold-change of the associated gene (Fig. S3d). 

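Across genes with a concordant peak, the Spearman correlation between the number of peaks and the size of the log2 fold change was 0.131 for fasting-induced, 0.0264 for fasting-repressed, 0.227 for leptin-induced and 0.169 for leptin-repressed genes. These are correlations across genes, which are not independent replicates. Within 50 kb the value for fasting-repressed genes was -0.0706.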

The number of concordant peaks identified for each of the four comparisons was 2452 fasted-opened, 531 fasted-closed, 203 leptin-opened, and 74 leptin-closed (Fig. 3b).

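The concordant peaks numbered 1715 fasted-opened, 294 fasted-closed, 173 leptin-opened and 35 leptin-closed. Limited to 50 kb they were 634, 109, 68 and 15. With the RNA calls of the replicate block, added after the values were seen, they were 2501, 602, 239 and 56.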

**Fig. 3:**
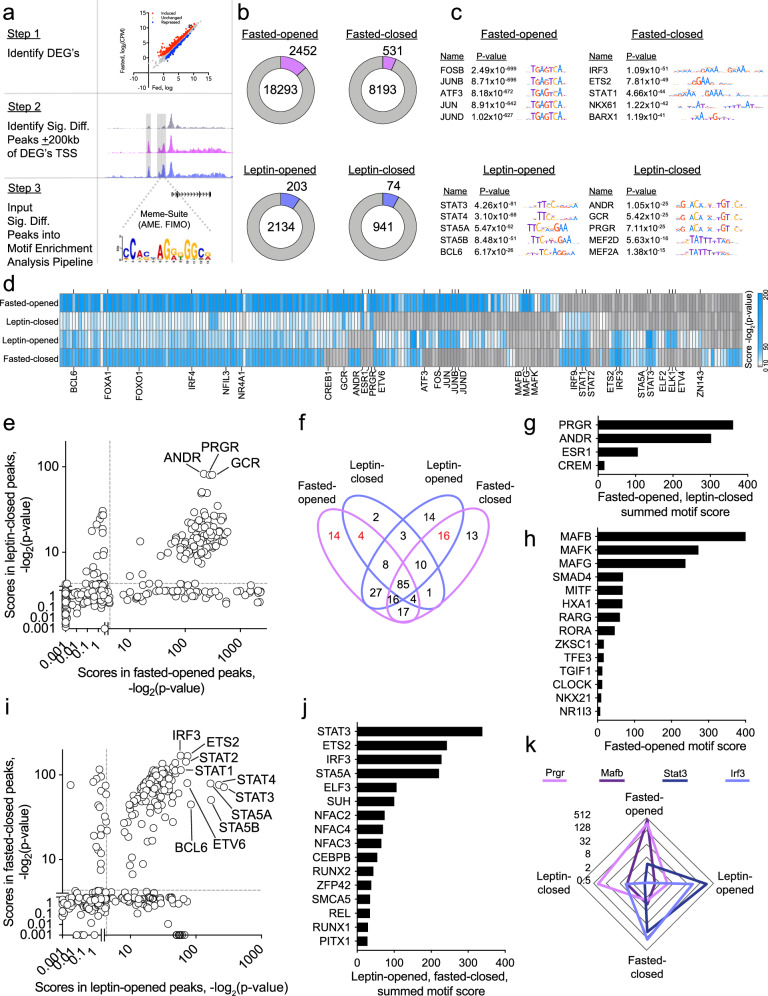
Integrated transcriptomic and cistromic analysis identifies putative leptin-sensitive TFs in AgRP neurons. **a** Schematic showing the broad computational heuristic employed to identify putative pro-satiety TF motifs. Step 1: Identify fasted-induced, fasting-repressed, leptin-induced, and leptin-repressed differentially expressed genes (DEGs). Step 2: Determine significantly different fasted-opened, fasted-closed, leptin-opened, and leptin-closed ATAC-seq peaks, and identify those that are ± 200 kb upstream and downstream of those DEGs identified in Step 1 (e.g., concordant leptin-opened peaks). Step 3: Perform motif enrichment analysis on the peaks identified in Step 2. **b** Pie charts showing the total number of peaks classified as fasted-opened, fasted-closed, leptin-opened or leptin-closed, as well as the subset of concordant peaks (lavender and blue bars). For this analysis, we filtered non-chromosomal features (scaffolds); there were 8 such instances in the fasted vs fed comparison and none in the leptin vs. fasted comparison. **c** TF motifs enriched in concordant fasted-opened, fasted-closed, leptin-opened and leptin-closed ATAC-seq peaks. **d** Heatmap showing motif scores [-log_2_(p-value)] concordant fasted-opened, leptin-closed, leptin-opened, and fasted-closed ATAC-seq peak sets. (**e**) Comparison of TF motif enrichment scores for fasted-opened peaks vs. leptin-closed peaks. **f** Venn diagrams showing the number of TF motifs enriched in concordant fasted-opened, leptin-closed, leptin-opened, and/or fasted-closed ATAC-seq peaks. **g** Summed motif enrichment scores from fasted-opened and leptin-closed TF motifs. **h** Motif enrichment scores from fasted-opened TF motifs. **i** Comparison of TF motif enrichment scores for leptin-opened peaks vs. fasted-closed peaks. **j** Summed motif enrichment scores from leptin-opened and fasted-closed TF motifs. **k** Radar plot showing the TF motif enrichment scores (-log_2_(p-value)) with 4 axis with a log2 scale, all for concordant fasted-opened, leptin-closed, leptin-opened, and fasted-closed ATAC-seq peak sets. Profiles shown are for PRGR, MAFB, STAT3, and IRF3. For AME analysis, the term p-value is the optimal enrichment p-value of the motif according to the statistical test, adjusted for multiple tests using a Bonferroni correction.

We next performed motif enrichment analysis on the four distinct sets of concordant peaks (i.e., fasted-opened, fasted-closed, leptin-opened, leptin-closed), while employing 6 different background control peak sets. Thus, in all, 6 separate instances of AME were performed for each peak set. Motifs were considered further only if they were enriched in ≥5 out of 6 AME instances (Fig. S3a, S3e, S3f). 

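Matches to 8 consensus sequences, chosen before the data were examined, were counted on both strands in the central 300 bases of each peak. Called peaks were compared with peaks whose FDR was over 0.5, 1 for each called peak and matched on GC content in bins of 2.5%, by Fisher's exact test with adjustment over 32 tests (8 consensus sequences in 4 sets of peaks). In all, 10 shuffled versions of each consensus served as a control. The position weight matrices of AME were not used here. The AP-1 consensus was found in 58.3% of fasted-opened peaks and in 21.8% of matched peaks, an odds ratio of 5.04, with an FDR below the smallest value the computer can hold (listed as 0). Shuffled versions gave odds ratios between 0.819 and 2.43. In fasted-closed peaks the odds ratio was 0.0908, in leptin-opened peaks 1.03 (FDR = 0.663) and in leptin-closed peaks 0.294 (FDR = 3.0e-16). Limited to concordant peaks, fasted-opened peaks gave 4.69. In leptin-opened peaks the result depended on the window and the background: over the whole peak the odds ratio was 1.19 (FDR = 0.00584), and against all unchanged peaks it was 1.41.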

We observed that motifs associated with the AP-1 transcription factor family were highly enriched in concordant fasted-opened peaks, including motifs for FOSB, JUNB, ATF3, JUN, and JUND (Fig. 3c, d). This finding was unsurprising given that these activity-dependent TFs have been implicated as being permissive for the physiological changes that enable neurons to increase their firing rate^25^. Reassuringly, STAT3 was the most enriched TF motif in leptin-opened peaks, consistent with its established role as a key mediator of leptin-induced transcriptional regulation (Fig. 3c).

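The STAT consensus was found in 33.0% of leptin-opened peaks and in 6.87% of matched peaks (odds ratio 6.67, FDR = 5.2e-123). This was the largest odds ratio of the 8 consensus sequences in leptin-opened peaks, and shuffled versions gave between 0.792 and 1.93. In fasted-opened peaks the odds ratio was 0.566 (FDR = 2.1e-43), in fasted-closed peaks 1.14 (FDR = 0.0128, within the range of 0.591 to 1.25 of shuffled versions) and in leptin-closed peaks 0.495 (FDR = 0.0153). Near *Socs3* on chromosome 11 of mm10, 3 leptin-opened peaks hold a match. The peak from 117962344 to 117962786 was at 2.74 ± 0.0877 CPM in fasted and 7.56 ± 0.202 CPM in leptin-treated mice (SD, n = 2 each; log2 fold change 1.46, FDR = 0.0112) and holds TTCCAGGAA from 117962623 to 117962631. The peak from 117989908 to 117990421 (1.17, FDR = 0.0110) holds the same sequence from 117990368 to 117990376. The peak from 117995247 to 117995865 (1.26, FDR = 0.0401) holds TTCTGGGAA and TTCCTGGAA, and it was not called by DESeq2 or by edgeR's older quasi-likelihood fit.

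**Figure D4:**
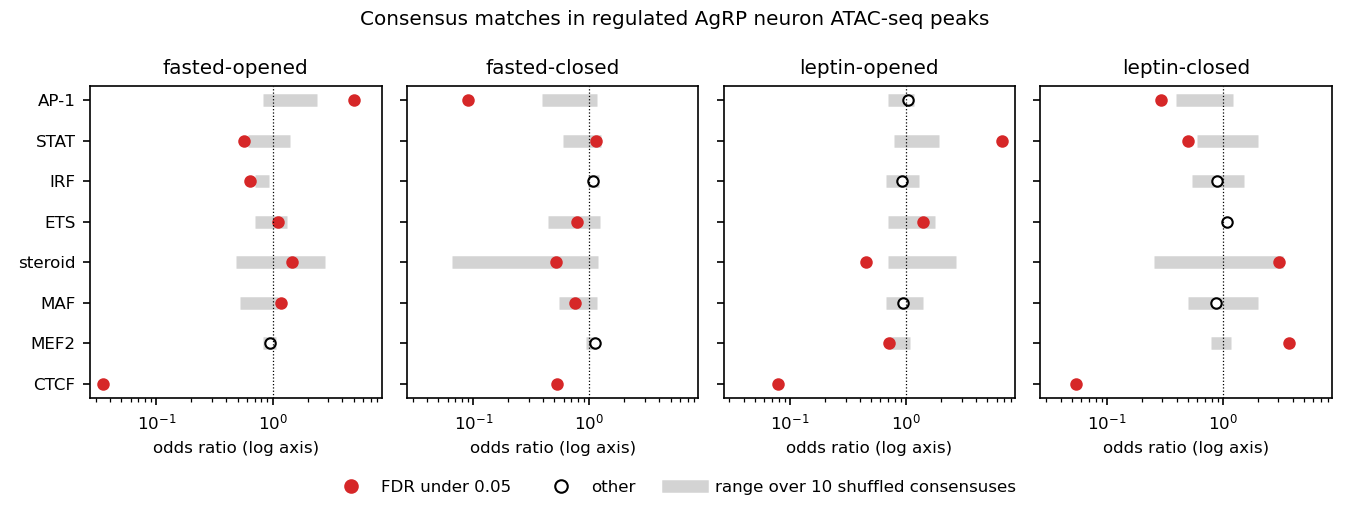
Odds ratio (horizontal, log axis) of each of 8 consensus sequences in fasted-opened, fasted-closed, leptin-opened and leptin-closed AgRP neuron peaks against GC-matched unchanged peaks. Filled red points have an FDR under 0.05, and grey bars give the range over 10 shuffled versions where it is bounded. AP-1 stands at 5.04 in fasted-opened and STAT at 6.67 in leptin-opened peaks.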

We next set out to develop a prioritized list of TFs that might drive the expression of genes that increase AgRP neuron firing during fasting. We reasoned that such TF motifs would be enriched in concordant fasted-opened and leptin-closed peaks, but not in concordant leptin-opened or fasted-closed peaks. With this approach, we identified 101 TF motifs that were enriched in concordant fasted-opened and leptin-closed peaks (Fig. 3e). Of these motifs, only 4 were not also enriched in concordant leptin-opened and fasted-closed peaks (Fig. 3f). Upon ranking these motifs by their summed motif score, PRGR and ANDR, two transcription factors not previously implicated in the control of AgRP neuron biology, were the most enriched (Fig. 3g). 

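The consensus that the progesterone and androgen receptors share with other steroid receptors was found in 4.08% of fasted-opened peaks and 2.82% of matched peaks (odds ratio 1.46, FDR = 4.8e-10), and in 8.77% of leptin-closed peaks and 3.07% of matched peaks (3.04, FDR = 2.1e-05). Shuffled versions reached 2.81 in fasted-opened and 3.29 in leptin-closed peaks, above the values of the consensus itself. The odds ratio was 0.514 in fasted-closed (FDR = 3.3e-09) and 0.453 in leptin-opened peaks (FDR = 0.000917). Limited to concordant peaks, that in leptin-closed peaks was 1.73 (FDR = 0.849).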

We also identified 14 TF motifs that were exclusively enriched in fasted-opened peaks, with the MAF transcriptional factor family members, MAFB, MAFK and MAFG having been particularly enriched (Figs. 3d, 3h).

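The MAF consensus was found in 8.25% of fasted-opened peaks and 7.01% of matched peaks, an odds ratio of 1.19 (FDR = 3.1e-05), and shuffled versions gave at most 1.11. Its odds ratio was 0.755 in fasted-closed (FDR = 2.3e-05), 0.932 in leptin-opened (FDR = 0.651) and 0.861 in leptin-closed peaks (FDR = 0.651). In concordant fasted-opened peaks alone it was 1.17 (FDR = 0.331).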

Next, we developed a prioritized list of TFs that potentially drive the expression of genes that decrease AgRP neuron firing after leptin treatment. We reasoned that such associated TF motifs would be enriched in the two distinct sets of concordant leptin-opened peaks and fasted-closed peaks, but not fasted-opened or leptin-closed peaks. We identified 127 TF motifs that were enriched in both concordant leptin-opened and fasted-closed peaks (Fig. 3i). Of these, 16 TF motifs were also not enriched in fasted-opened or leptin-closed peaks (Fig. 3f). 

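Of the 8 consensus sequences examined here, STAT alone had an odds ratio above 1 with an FDR under 0.05 in both leptin-opened and fasted-closed peaks. The ETS consensus was found in 11.6% of leptin-opened peaks and 8.57% of matched peaks (odds ratio 1.40, FDR = 0.000917), within the range of 0.691 to 1.75 of shuffled versions. In fasted-closed peaks its odds ratio was 0.779 (FDR = 1.6e-05), and in leptin-closed peaks 1.08 (FDR = 0.767). In fasted-opened peaks it was 1.10 (FDR = 0.0138) and reversed to 0.903 against all unchanged peaks.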

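The STAT consensus was depleted in fasted-opened and leptin-closed peaks. In fasted-closed peaks its odds ratio of 1.14 (FDR = 0.0128) lies within the range of 0.591 to 1.25 of shuffled versions, and limited to concordant ones it was 1.12 (FDR = 0.807). In leptin-closed peaks limited to concordant ones its odds ratio was 1.36 (FDR = 1.00). Over the whole peak, that in all leptin-closed peaks was 0.718 (FDR = 0.123). The paper reasons that motifs enriched in leptin-opened and fasted-closed peaks, and not in fasted-opened or leptin-closed peaks, belong to transcription factors that potentially drive the genes which lower AgRP neuron firing after leptin.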

We then ranked these 16 TF motifs based on their summed motif scores (summed motif enrichment scores in leptin-opened and fasted-closed peaks) (Fig. 3j). 

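The interferon regulatory factor (IRF) consensus was found in 5.55% of fasted-closed peaks and 5.16% of matched peaks, an odds ratio of 1.08 (FDR = 0.316). Shuffled versions of it gave between 0.974 and 1.20. Over the whole peak the odds ratio was 1.22 (FDR = 0.000344), and against all unchanged peaks, without matching on GC content, 1.34 (FDR = 1.6e-07). In concordant fasted-closed peaks it was 1.58 (FDR = 0.288). Leptin-opened peaks held it in 4.51% and matched peaks in 4.88% (0.921, FDR = 0.651). Limited to concordant leptin-opened peaks, the odds ratio was in the direction of enrichment and did not pass the threshold. In fasted-opened peaks the odds ratio was 0.636 (FDR = 2.0e-16), and in leptin-closed peaks 0.886 (FDR = 0.736). The consensus does not tell the members of the IRF family apart.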

With this approach we found several motifs that corresponded to TFs that have not been linked to the neural control of energy homeostasis, including interferon regulatory factor 3 (IRF3), which had the most significant concordant fasted-closed motif enrichment score, and third most significant summed motif score, behind only STAT3 and ETS2 (Fig. 3i). Moreover, the IRF3 motif enrichment profile was similar to that of STAT3, and distinct from those enriched in fasted-open and leptin-closed areas of chromatin (e.g., PRGR, MAFB) (Fig. 3k).

### Leptin activates neuronal IRF3

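*Irf3*, on chromosome 7 from 44997648 to 45002848 of GRCm38, was at 5.31 ± 0.989 CPM (SD, n = 3) in fed, 4.78 ± 0.851 CPM (SD, n = 4) in fasted and 3.88 ± 0.662 CPM (SD, n = 4) in leptin-treated mice. Its log2 fold change was -0.15 with fasting (SE 0.19, FDR = 0.757) and -0.30 with leptin (SE 0.18, FDR = 0.819), and neither was called with the replicate block (FDR = 0.353 and 0.0958).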

*Irf3* mRNA is expressed in AgRP neurons; we saw no change in *Irf3* levels with fasting or leptin treatment (Fig. 4a), which was unsurprising given that *Irf3* is not nutritionally regulated in other cell types^26,27^. 

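In the chromatin of AgRP-positive nuclei, a peak covers the *Irf3* start site on chromosome 7 of mm10 from 44997229 to 44998051. It was at 23.6 ± 3.58 CPM in fed, 21.3 ± 2.40 CPM in fasted and 17.2 ± 2.73 CPM in leptin-treated mice (SD, n = 2 each) and was not called with fasting (FDR = 0.588) or leptin (FDR = 0.597). A peak in an exon 4718 bases from the start site (45002447 to 45002888) opened with fasting, from 2.95 ± 0.830 to 9.38 ± 0.377 CPM (log2 fold change 1.60, FDR = 0.00354).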

We also noted the existence of an OCR near the *Irf3* TSS (Fig. 4a). Additionally, we detected IRF3 protein expression within the ARC of adult male mice using immunofluorescence (Fig. 4b).

**Fig. 4:**
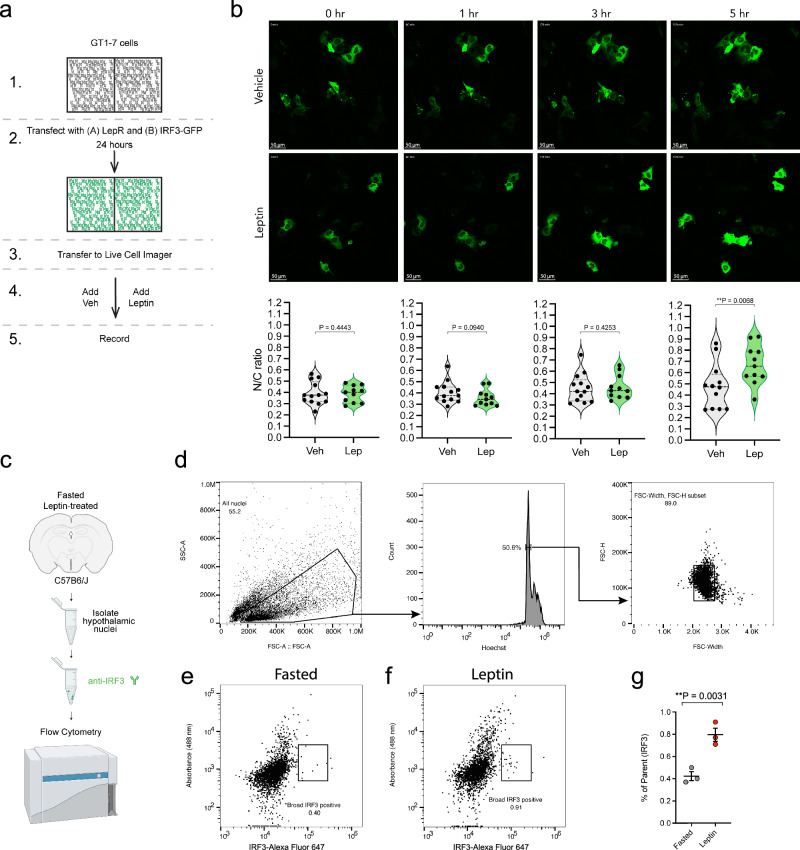
Leptin activates IRF3 in a cell autonomous manner. **a** Schematic of in vitro GT1-7 live-cell imaging experiment. **b** Representative images showing the dynamic imaging of GFP-tagged IRF3 in response to vehicle or leptin stimulation in GT1-7 cells expressing both IRF3-GFP and leptin receptor at 0, 1, 3, and 5 hours after stimulation. Quantification of nuclear/cytoplasmic (N/C) GFP signal is shown at each time point. Each dot represents a single tracked cell (*n* = 13, 11). At T = 5 hour (*p* = 0.0068, t = 2.681, df = 22). The violin plots indicate median values (wide dashed middle line), first and third quartiles (narrow dashed lines); this finding recapitulated an earlier observation from a pilot experiment. **c** Schematic of in vivo IRF3 flow cytometry experiment. **d** Flow cytometry gating strategy. Particles smaller than nuclei (black dots) were eliminated with an area plot of forward-scatter (FSC-A) versus side-scatter (SSC-A), with gating for nuclei-sized particles inside the gate (box)^52^. 2 N Hoechst 33342 stained nuclei were positively gated to avoid nuclei doublets. Plots of width versus height, both in the forward-scatter channel were used to further exclude aggregates of two or more nuclei. **e**, **f** Two representative scatter plots of IRF3-Alexa Fluor647 primary and secondary staining (x-axis) and empty 488 channel (y-axis) were used to identify the IRF3-positive population for the fasted (**e**) and leptin-treated (**f**) conditions. **g** Results of the fasted and leptin % of Parent IRF3 signal comparison. Results are presented as mean values +/- SEM and analyzed by a one-tailed student t-test (*p* = 0.0031, t = 5.251, df = 4). This finding was replicated once. The flow cytometry results were generated from three independent biological replicates for fasted mice, and three independent biological replicates for leptin-treated mice.

In immune cells, adipocytes, and other cells, IRF3 is a key component of the antiviral innate immune system and can be activated by three established pathways: (1) dsRNA → Tlr3/4; (2) dsRNA → MDA5/Rig-1; or (3) dsDNA → cGAS. Upon activation by upstream kinases, IRF3 translocates from the cytosol into the nucleus to activate gene expression^28^. 

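In AgRP TRAP libraries *Tlr3* was at 5.67 ± 1.17 CPM (SD, n = 3) in fed, 4.04 ± 0.912 CPM (SD, n = 4) in fasted and 4.79 ± 1.31 CPM (SD, n = 4) in leptin-treated mice, the highest of the 12 toll-like receptor genes. *Tlr9* (1.83 CPM in fasted mice), *Tlr4* (1.10) and *Tlr7* (1.10) also had a mean over 1 CPM. The means of the other 8 over the 11 libraries lay between 0.00759 CPM (*Tlr11*) and 0.962 CPM (*Tlr2*). Of the 4 genes tested, 0 were called over all genes with fasting or leptin and 0 when adjusted over the list alone, and as a set they passed in neither contrast (FDR = 0.569 with fasting). The FDR of *Tlr3* was 0.289 with fasting. *Tlr4* was at 2.05 CPM in leptin replicate 4 against 1.03 to 1.20 CPM in the other 3 leptin-treated libraries.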

Interestingly, in contrast to other toll-like receptors, Tlr3 was appreciably detected in AgRP neurons, suggesting a potential role for Tlr3 → Irf3 activation in AgRP neurons (Fig. S4a). Moreover, in addition to Tlr3 and its signaling components, the MDA5/Rig1 pathway is also expressed, all of which suggest a potential route and role for IRF3 activation in AgRP neurons (Fig. S4b, c). 

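Among genes of these pathways, the Rig1 gene *Ddx58* was at 6.31 ± 0.698 CPM (SD, n = 3) in fed and 9.90 ± 1.15 CPM (SD, n = 4) in fasted mice (log2 fold change 0.65, FDR = 0.0141). Without fed replicate 4 its FDR was 0.0705. The MDA5 gene *Ifih1* was at 3.31 ± 0.391 CPM in fed and 3.41 ± 0.542 CPM in leptin-treated mice (SD, n = 4). *Mavs* (23.8 CPM in fed mice), *Tbk1* (54.4) and *Traf3* (77.2) were more abundant, and *Ikbke* (0.217 CPM over the 11 libraries), *Mb21d1* (0.622) and *Tmem173* (0.300) were below 1 CPM. *Ticam1*, the adaptor of *Tlr3*, was at 4.51 ± 1.08 CPM in fed and 6.27 ± 0.996 CPM in fasted mice and was called induced by fasting with the replicate block and not without it (FDR = 0.155, with the block 0.0231). Of the 17 genes of the IRF3 upstream pathway list, 14 were tested. As a set they passed in neither contrast (FDR = 0.881 with fasting and 0.717 with leptin), with 1 gene called higher with fasting over all genes and 1 adjusted over the list alone, and 2 with the block. From the expression of these components, the paper proposes a potential route by which IRF3 is activated in AgRP neurons and a potential role for that activation.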

Interestingly, many canonical inflammatory genes (e.g., *Isg15*, *Rsad2, Oasl1, Ccl5*) which have been linked to IRF3 activation in macrophages, hepatocytes, and other cell types are very lowly, if at all, expressed, in AgRP neurons, either in the presence or absence of leptin. 

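*Rsad2* was at 2.42 ± 0.190 CPM (SD, n = 3) in fed, 1.64 ± 0.185 CPM in fasted and 1.35 ± 0.211 CPM in leptin-treated mice (SD, n = 4 each). With fasting its log2 fold change was -0.57 (FDR = 0.0671), called lower with the replicate block (FDR = 0.0430) and not without it. *Isg15* was at 0.511, 0.256 and 0.224 CPM in the 3 states and *Oasl1* at 0.110 CPM over the 11 libraries. *Ccl5* had at most 2 counts in any library, and *Ifnb1* is listed at 0 in all 11. Of a list of 13 canonical IRF3 targets 5 were tested, and as a set they passed in neither contrast (FDR = 0.109 with fasting and 0.569 with leptin). With fasting 0 were called over all genes, and 1 was lower both when adjusted over the list alone and with the block. With leptin the counts were 0 and 0. The most abundant, *Ifit2*, averaged 8.23 CPM.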

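In the ATAC-seq data of AgRP-positive nuclei, 1 peak lies within 1 kb of the *Rsad2* start site (chromosome 12 of mm10, 26456092 to 26456654), at 8.47 ± 1.37 CPM in fed, 5.94 ± 1.46 CPM in fasted and 4.26 ± 0.0435 CPM in leptin-treated mice (SD, n = 2 each). It was not called with fasting (FDR = 0.258) or leptin (FDR = 0.582). Another, at *Oasl2* (chromosome 5, 114897087 to 114897891), was at 2.89 ± 0.308, 3.61 ± 0.964 and 2.60 ± 0.0505 CPM. No peak lies within 1 kb of the *Isg15* or *Ccl5* start sites. The peak nearest to *Isg15* is 3227 bases away (chromosome 4, 156197003 to 156198179) and the nearest to *Ccl5* 2343 bases away (chromosome 11, 83528032 to 83528318).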

Using ATAC-seq data from hepatocytes as a comparator, we note that various known IRF3 target genes that are expressed in hepatocytes but not in AgRP neurons (e.g., *Rsad2*, *Isg15*, *Ccl5*, and *Oasl2*) are associated with OCRs in hepatocytes only (Fig. S4d). Thus, we predict that the transcriptional targets of IRF3 in AgRP neurons are distinct from those found in other cell-types.

To determine if IRF3 is activated by leptin, we employed an in vitro model. GT1-7 cells are an immortalized mouse gonadotrophin-releasing hormone (GnRH)-expressing hypothalamic neuronal cell line that are rendered leptin responsive when transfected with the leptin receptor^29^; the leptin-responsivity of these cells was confirmed by detecting an increase in pSTAT3 following leptin-treatment (Fig. 4c, S4e). GT1-7 cells were co-transfected with plasmids expressing the long-form of the mouse leptin receptor, and IRF3-GFP, respectively. These cells were then treated with either vehicle or 100 nM leptin prior to being subjected to live cell imaging. With this approach we observed a pronounced induction in nuclear translocation of IRF3 upon treatment with leptin at the 5-hour time point (Fig. 4b). A similar time course of IRF3 activation has been demonstrated using models of Poly(I:C)-driven IRF3 action HT-29 cells^30^. These results are consistent with a model whereby leptin induces the activation of neuronal IRF3 in a cell-autonomous manner.

To determine whether leptin activates IRF3 in vivo, whole hypothalamus was collected from wild-type male C57BL6/J mice 5 h after treatment with either vehicle or leptin, an approach we confirmed is suitable for detecting leptin-induced nuclear pSTAT3 (Fig. S4f). Isolated nuclei were treated with an IRF3 antibody and fluorescent secondary antibody and subjected to flow cytometry (Fig. 4e). With this approach we detected a significant increase in nuclear IRF3 following leptin-treatment, a finding that demonstrates the ability of leptin to activate IRF3 within the mouse hypothalamus (Fig. 4f).

### IRF3 mediates leptin-induced satiety in AgRP neurons

We have previously observed that whole body IRF3 knockout mice are hyperphagic on a high-fat diet compared to control mice, a finding that was at the time interpreted as a compensatory mechanism to offset the increased energy expenditure that these mice exhibit^27^. Here we asked whether IRF3 mediates the hunger-suppressive effects of leptin directly. We generated male AgRP-ires-Cre::*Irf3* ^*fl/fl*^ (AgI3KO) mice as a means of deleting IRF3 selectively within AgRP neurons. No change in chow-fed body weight or cumulative food intake was apparent during basal conditions in AgI3KO mice (Fig. S5a, b). We next implemented an established fasting-refeeding paradigm to assess leptin-induced satiety (Fig. 5a). In this paradigm, leptin-treated AgI3KO mice exhibited greater 24-hour cumulative food intake upon refeeding than control mice, indicating blunted sensitivity to leptin (Fig. 5c). Of note, control mice reduced their food consumption by 1.14 gm over 24 hours, while AgI3KO mice reduced their intake by only 0.38 gm over the same time period, a 67% reduction in leptin action. The reduced responsivity to leptin exhibited by AgI3KO mice is unlikely to be due to general hyperphagia, or greater sensitivity to starvation, per se, as no difference was observed between vehicle-treated fasted-refed AgI3KO mice and control mice (Fig. 5b).

**Fig. 5:**
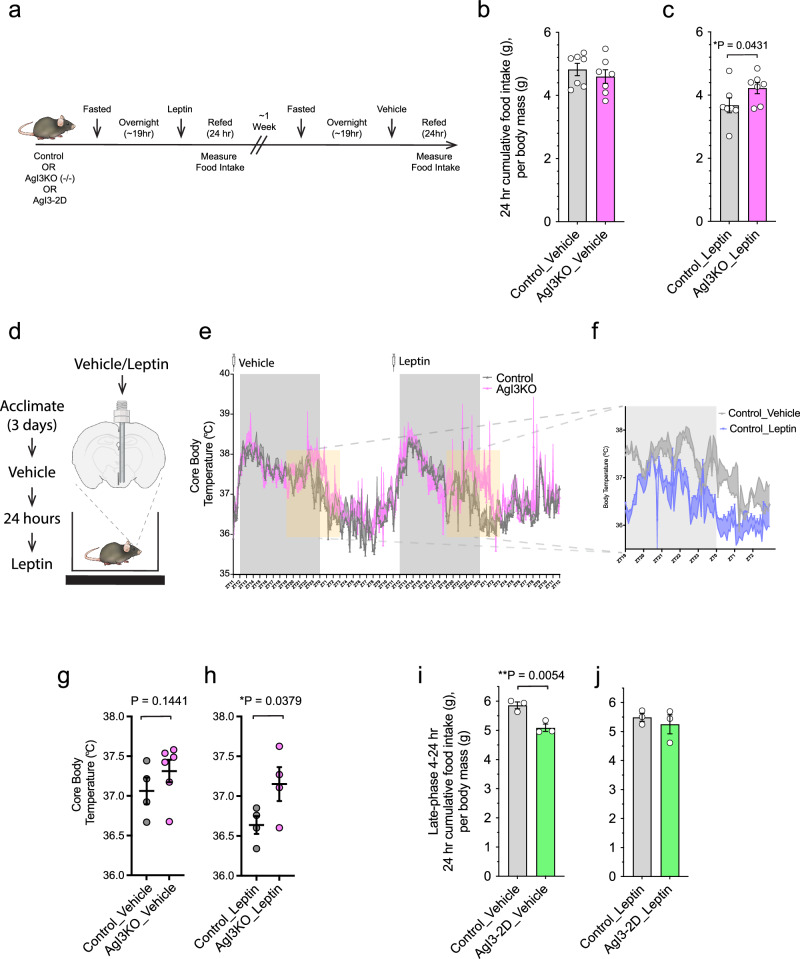
IRF3 in AgRP neurons mediates leptin-induced behavioral alterations. **a** Schematic of fasting-refeeding experimental paradigm. Control and AgI3KO mice were fasted overnight, followed by refeeding in the presence of leptin; food intake was measured over a 24-hour period. After a week, the same mice were subjected to the same paradigm, except vehicle was administered instead of leptin. **b** 24-hour cumulative body-weight adjusted food intake measured in fasted-refed, vehicle-treated, control and AgI3KO mice (*n* = 7, 7). **c** 24-hour cumulative body-weight adjusted food intake measured in fasted-refed, leptin-treated, control and AgI3KO mice (*n* = 7, 7). Results are presented as mean values +/- SEM and analyzed by a one-tailed student t-test (*p* = 0.0431, t = 1.869, df = 12). Food intake study data (Fig. 5b, c) were generated from seven independent biological replicates for control mice, and seven independent biological replicates for AgI3KO mice. Each circle denotes a single mouse. Results are mean ± SEM of each condition and analyzed by a one-tailed student t-test. **d** Schematic showing the time-course and experimental paradigm of vehicle- and leptin-treatment telemetry experiments. **e** Core body temperature measures during a 48-hour period showing control mice that received vehicle-and leptin-treatment (5 mg/kg) in control mice or AgI3KO mice (*n* = 4, 6, 4, 4). The syringes and transparent yellow boxes illustrate the times of vehicle/leptin injection and the 8-hour epochs used for analyzes, respectively. **f** Inset image showing superimposed Control_Vehicle and Control_Leptin core body temperature plots during their respective second 8-hour recording epochs. **g** Average core body temperature following vehicle-treatment for control and AgI3KO mice, with each mouse’s mean value during the 8-hour period depicted (*n* = 6, 3). **h** Average core body temperature following leptin-treatment for control and AgI3KO mice, with each mouse’s mean value during the 8-hour period depicted (*n* = 3,3). Core body temperature study data in Fig. 5G were generated from four independent biological replicates for control mice, and six independent biological replicates for AgI3KO mice. Results are presented as mean values +/- SEM and analyzed by a one-tailed student t-test (*p* = 0.1441, t = 1.138, df=8). Core body temperature study data in Fig. 5H were generated from four independent biological replicates for control mice, and four independent biological replicates for AgI3KO mice. Results are presented as mean values +/- SEM and analyzed by a one-tailed student t-test (*p* = 0.0379, t = 2.143, df=6) **i** 4-24-hour body weight adjusted cumulative food intake measured by fasted-refed, vehicle-treated, control and AgI3KO mice (*n* = 3, 3). Results are presented as mean values +/- SEM and analyzed by a one-tailed student t-test (*p* = 0.0054, t = 4.507, df = 4) **j** 4-24-hour body weight adjusted cumulative food intake measured by fasted-refed, leptin-treated, control and AgI3KO mice (*n* = 3, 3). Food intake study data (Figs. 5i, 5j) were generated from three independent biological replicates for control mice, and three independent biological replicates for AgI3KO mice. Each circle denotes a single mouse.

IRF3 is activated by viral RNA binding to Toll-like receptor 3 (TLR3), which is enriched in AgRP neurons relative to other TLRs (Fig. S4a). The synthetic (TLR3) ligand polyinosinic:polycytidylic acid (poly(I:C)), a known activator of IRF3, induces reduced locomotion, anorexia, and early phase hyperthermia followed by a late phase (8-16 hours) hypothermia^31,32^. Interestingly, leptin has been shown to produce not only anorexia, but also an alteration in core body temperature that resembles a sickness response^33^. Thus, given the high probability that AgRP neurons are a component of the neural ensemble involved in the sickness response, we asked whether IRF3^AgRP^ may mediate behavioral and physiologic responses to leptin that are commonly observed during a sickness response (i.e., reduced locomotion and derangements in thermoregulation). To this end, telemetry probes were implanted in AgI3KO and control mice to measure core body temperature and locomotor activity (LMA) in two-dimensional space, and vehicle or leptin was infused directly into the ARC (Fig. 5d). Leptin-treated control mice exhibited a decrease in late-phase (8-16 hours) core body temperature (*P = .0402) (Fig. 5e,£f). Leptin-treated AgI3KO mice exhibited a late-phase (8-16 hour) core body temperature that was significantly higher than that of control mice (Fig. 5e, h, S5c), despite no difference in core body temperature between vehicle-treated control and AgI3KO mice (Fig. 5e, g, S5c). Moreover, leptin significantly reduced LMA in control mice (*P = .0172), while there was a trend (*p* = 0.07) towards increased LMA in AgI3KO mice after leptin (Fig. S5d–f). Thus, these findings demonstrate the blunted effects of leptin on mice devoid of IRF3 in AgRP neurons.

To assess whether IRF3 activation in AgRP neurons is sufficient to suppress food intake, we utilized a gain-of-function mouse model in which Ser388/Ser390 of IRF3 are mutated to phospho-mimetic Asp residues (S → D), creating a constitutively active allele that is expressed in a Cre-dependent manner (the allele and mouse are hereafter referred to as IRF3-2D)^34^. These IRF3-2D mice were crossed to AgRP-IRES-Cre mice, thereby generating AgIRF3-2D mice which expressed the constitutively active version of IRF3 in their AgRP neurons (Fig. S5f). In vivo flow cytometry analysis revealed an increase in nuclear IRF3 within hypothalamic nuclei of AgI3-2D mice (Fig. S5g). As predicted, fasted, vehicle-treated, male AgI3-2D mice have suppressed food intake following a period of fasting, thus mimicking that of control mice treated with leptin (Fig. 5g, h).

## Discussion

While the ability of leptin to evoke prolonged changes in food consumption has largely been attributed to its engagement of the transcriptional effector STAT3, we lack a complete roster of leptin-sensitive TFs in any cell type^3^. Converging findings indicate a role for leptin-sensitive, STAT3-independent transcriptional effectors. For instance, the dose of leptin required to suppress food intake in rats is much higher than the dose required to produce maximal STAT3 activation (i.e., phospho-STAT3) within the ARC, suggesting that leptin-mediated activation of pSTAT3 is not sufficient to yield a full satiety-evoking effect^35^. Moreover, mice lacking STAT3, or the tyrosine residue of LepR that recruits STAT3 (Tyr_1138_), are less obese than mice lacking either leptin (*ob/ob*) or the leptin receptor (*db/db*), and leptin signaling remains partially intact in these mice^36^. These results suggest the existence of a STAT3-independent arm of LepR signaling. Interestingly, LepRb sequences between residues 921 and 960 have been implicated as indispensable for the STAT3-independent component of leptin’s metabolic actions^36^. Our data indicates a role for IRF3 as a transcriptional mediator of leptin action in AgRP neurons.

Our simultaneous examination of transcriptomic and chromatin accessibility landscapes during opposing states of hunger and leptin-induced hunger-suppression enabled us to generate a list of candidate TFs that potentially regulate hunger in a leptin-dependent manner. The observation that the IRF3 motif was enriched in concordant leptin-opened peaks suggested that leptin-driven activation of IRF3 may be permissive for the expression of “hunger-suppressing” transcriptional programs in AgRP neurons. Consistent with this model, loss-of-function AgI3KO mice exhibited reduced leptin-induced suppression of hunger during a fasting-refeeding paradigm. Alternatively, or in addition, the finding that the IRF3 motif was enriched in concordant fasted-closed peaks suggested that the loss of IRF3 activity might be permissive for expression of “pro-hunger” transcriptional programs in AgRP neurons in the fasted state. Given the decline in serum leptin levels and leptin signaling during the fasted state, it stands to reason that a decline in IRF3 activity during fasting might be necessary for the establishment of a “pro-hunger” transcriptional state in AgRP neurons. Consistent with this model, gain-of-function AgI3-2D mice exhibited reduced hunger when tested in the fasting-refeeding paradigm. Given these findings, we propose that IRF3 represents a leptin-sensitive TF that bidirectionally regulates hunger, with the loss of leptin-mediated IRF3 signaling in the fasted state representing a critical “pro-hunger” event, and the resurgence in leptin-mediated IRF3 signaling in the leptin-treated state representing a key “hunger-suppressing” event. IRF3 has been chiefly studied as a core component of the innate immune antiviral response pathway, with viral pathogen-associated molecular patterns (PAMPs) binding to TLR3/4 and activating the cGAS-STING/TBK1 pathway, resulting in phosphorylation and nuclear translocation of IRF3^37,38^. The signal transduction mechanisms linking leptin receptor to IRF3 remain to be determined, but we note that several of the known upstream activators of IRF3 (e.g., cGAS, STING, and IKKε) are not expressed in AgRP neurons, according to our RNA-seq results. It is interesting to speculate that PI3K-Akt, a known but poorly understood arm of the leptin signaling pathway, may be involved. This hypothesis is supported by data showing that macrophage IRF3 is phosphorylated and activated by Akt, and this activation is blocked by the PI3K inhibitor wortmannin^39,40^. Future studies will address potential leptin → PI3K/Akt → IRF3 pathway and its contribution to leptin-induced satiety.

Mice with IRF3 ablation in AgRP neurons exhibited blunting of leptin sensitivity, yet did not exhibit either a basal or high-fat diet-induced increase in body weight. This finding is not unexpected. First, Cre-loxP deletion of *Lepr* from AgRP neurons results in only a mild increase in body mass and composition that was primarily driven by decreased energy expenditure, as no change in basal food intake was detected^41^. More recently, CRISPR–Cas9-mediated genetic ablation of *Lepr* in AgRP neurons of adult mice was shown to cause an increased body weight phenotype that recapitulated that observed with whole-body *Lepr* null mice, suggesting that deletion of the leptin receptor early in development results in yet-to-be elucidated compensation that preserves the function of the core homeostatic regulatory machinery^4^. A similar developmental compensation may contribute to the lack of a body weight phenotype in our AgI3KO mice. There is known functional redundancy between IRF3 and IRF7, and IRF7 or another TF (e.g., STAT3, STAT1), may be able to compensate for the absence of IRF3^37^. It should be mentioned that there is precedent for Cre-loxP deletion of a suspected “pro-satiety” transcription factor abrogating leptin-induced satiety in the absence of a body weight phenotype, as was observed with the deletion of ATF3 from leptin receptor-expressing cells (Allison et al., 2018). Future studies should assess the impact of loss of IRF3 in adult AgRP neurons using a time-restricted approach. Moreover, our study was designed to identify transcriptional regulators that influence AgRP neuronal biology after an acute administration of leptin. Experiments using lean and obese mice will identify alternative candidate TFs that regulate programs underlying obesity.

IRF3 is expressed in most mammalian cells, and some of its transcriptional targets have been identified in macrophages and adipocytes^27,34,42^. In immune cells, IRF3 is known to drive the expression of interferon beta (*Ifnb1*) along with a whole host of interferon-stimulated genes (ISGs), cytokines, and other mediators of the innate antiviral response pathway^37^. Interestingly, our study revealed that many canonical IRF3 target genes were not detected in AgRP neurons during either of the two states in which we predict IRF3 is active (e.g., fed and leptin-treated), including *Ifnb1*, *Isg15*, *Isg54*, *Isg56*, *Ccl4*, *Ccl5*, *Cxcl10*, among others. Thus, IRF3 in AgRP neurons has transcriptional targets that are distinct compared to those found in other cell types. Our ATAC-seq data suggests that this may be due to an underlying chromatin landscape in AgRP neurons that restricts access of IRF3 to classical target genes. It is also possible that specific interacting proteins direct IRF3 to distinct loci in hepatocytes and immune cells vs. neurons. The IRF3 cistrome has not been determined in any other CNS cell types, and so the generalizability of this phenomenon is unclear, although it should be noted that many transcription factors exhibit different cistromes in different cell types ^57–59^.

It is interesting to speculate why a pro-inflammatory transcription factor might be co-opted for use in energy homeostasis. During illness, such as after viral infection, appetite is generally suppressed, an effect known as the sickness response. Polyinosinic:polycytidylic acid (Poly(I:C)), a synthetic analog of double-stranded RNA and a potent activator of TLR3, has been shown to mimic a viral infection and is able to evoke a classic sickness response, including hypophagia and decreased locomotor activity, when systemically or centrally administered to mice^31,32^. IRF3 is a dominant transcriptional effector of TLR3 receptor activation^37^, and it is highly probable that IRF3 mediates the transcriptional programs underlying the prolonged sickness behaviors caused by poly(I:C) treatment or viral infection. It might therefore make sense for evolution to converge on the same pathway as an effector of homeostatic appetite control outside of the context of illness, such as during fasting or feeding.

Our study has certain limitations. First, all of our experiments were performed in male mice, and it is possible that results may differ in females. Second, we used 3 hours-post leptin administration since it had been previously shown that leptin gradually suppresses the firing rate of AgRP neurons over the course of 3 h (Beutler et al., 2017). Thus, we suspected that we would be able to detect discernable transcriptional changes related to the alterations in the firing rate of AgRP neurons following leptin-treatment at this time point. We may be missing transient transcriptional changes in various IEGs, or other transcripts. Third, most of our studies are restricted to AgRP neurons, and it remains to be seen whether IRF3 has a role downstream of leptin signaling in other leptin sensitive cell types. Finally, it is unclear whether our studies inform us about human biology. Variation at the *IRF3* locus has not been associated with body weight in humans, either in GWAS studies or in exome sequencing of patients with extreme obesity. Consistent with this, we have not seen a major effect on body weight in AgI3KO mice. Our data support a role of IRF3 in mediating the acute effects of leptin on AgRP neuronal activity—it’s likely that other leptin signaling pathways are more important in chronic weight maintenance.

## Methods

### Mouse models

#### Generation of mice

IRF3-2D mice (Jackson Labs Strain #036261) and IRF3 floxed (Jackson Labs Strain #:036260) mouse founder lines were used^34^. For loss-of-function studies, we crossed *Irf3* ^*flox*^ mice with AgRP-IRES-Cre mice (Jackson Labs Strain #012899)^43^ to generate AgRP neuron-deficient IRF3 mice (AgI3KO). For gain-of-function studies, we crossed *IRF3*^2D^ mice with AgRP-IRES-Cre mice to generate mice expressing constitutively active IRF3 in their AgRP neurons (AgI3-2D). We crossed transgenic Nuclear tagging and Translating Ribosome Affinity Purification (NuTRAP; Jackson labs Strain #:029899) mice with AgRP-IRES-Cre mice to generate the NuTRAP^AgRP^ mouse line, from which we could isolate AgRP neuron-specific mRNA and nuclei. Male mice, maintained on a C57Bl/6 J background, were used for all studies.

#### Other sources

Global IRF3 knockout (IRF3KO) mice were obtained from the RIKEN BRC Experimental Animal Division (RBRC00858)^44^. C57BL/6 J were purchased from Jackson Labs (WT, Jackson Labs Strain 000664). POMC-IRES-Cre^45^ were gifted by Bradford Lowell (BIDMC and Harvard Medical School).

### Animals: standard fed, fasted, and leptin-treated comparison

All animal experiments were performed with approval from the Institutional Animal Care and Use Committees of The Harvard Center for Comparative Medicine and Beth Israel Deaconess Medical Center (IACUC protocol numbers 056-2017, 024-2020, 018-2023). 6-to-11-week-old male C57BL/6 J NuTRAP^AgRP^ mice were fed a standard chow diet *ad libitum*. At least one day before the experiment, mice were singly-housed in a cage with wood chip bedding and handled by the experimenter using a cupping method shown to reduce anxiety in mice^46^. Mice were either maintained on their chow diet (Lab Diet, cat no 5008; fed mice), or fasted (fasted mice) overnight for 18-20 hours. At zeitgeber ZT time 2-4, mice were intraperitoneally (i.p.) injected with either vehicle (PBS) or leptin (5 mg/kg) and euthanized 3 hours later. As described in Campbell et al., 2017, with minor alterations, brains were rapidly extracted, and then placed ventral surface up into a chilled stainless steel brain matrix (catalog no. SA-2165, Roboz Surgical Instrument Co., Gaithersburg, MD) embedded in ice-cold PBS. Using GFP fluorescence to demarcate the ARCs rostral and caudal boundaries, brains were blocked to obtain a single coronal section containing the entire GFP+ arcuate, ~2 mm thick. The ARC was crudely microdissected using a surgical blade at its visually approximated dorsolateral borders and immediately snap frozen on dry ice and stored at −80 °C.

### Immunohistochemistry

Immunohistochemistry was performed as described (Campbell et al., 2017) with minor alterations. Mice were terminally anesthetized with 7% chloral hydrate (350 mg/kg) diluted in isotonic saline and transcardially perfused with phosphate-buffered saline (PBS) followed by 10% PFA. Brains were removed, stored in the same fixative overnight, and then transferred into 20% sucrose at 4 °C overnight and cut into 40-μm coronal sections on a freezing microtome.

Brain sections were washed 3 times in PBS for 10 minutes each at room temperature (RT). Sections were then subjected to antigen retrieval first by being pretreated with 1% NaOH and 1% H_2_O_2_, in H_2_O, for 20 minutes. Sections were then treated with 0.3% glycine in H_2_O for 10 minutes, followed by incubation with 0.03% sodium dodecyl sulfate for 10 minutes. Sections were then blocked for 1 hour with 3% normal goat serum in PBS/0.25% Triton-X-100. 1:250 rabbit anti-phospho-STAT3 (Tyr705) (D3A7) XP (catalog #9145 S, Cell Signaling) or rabbit anti-IRF3 (catalog #4302 S, Cell Signaling) was then added and incubated overnight at 4 °C. The following day, sections were washed 3 times for 10 min in PBS at RT. Next, sections were treated with Alexa Fluor 647–conjugated donkey anti-rabbit (for pSTAT3 experiments, diluted 1:1000; catalog no. A-31573, Thermo Fisher Scientific) for 2 h in the dark at RT. Sections were washed three times in PBS, mounted onto gelatin-coated slides (Southern Biotech), cover slipped with Vectashield Anti-fade Mounting Medium with DAPI (Vector Labs, Burlingame, CA) and sealed with nail polish. Fluorescence images were captured with an Olympus VS120 slide scanner microscope and with a confocal microscope (Zeiss LSM510 Upright Confocal System).

### Real-time PCR analysis

Cells or tissues were collected in Trizol reagent (Thermo Fisher), and tissues were mechanically homogenized using the TissueLyser II bead-mill (Qiagen). Total RNA was isolated using E.Z.N.A. Total RNA Kit II (Omega Bio-Tek) based on the manufacturer’s protocol. Up to 1 μg RNA was reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Using 0.5 ng cDNA in a commercial SYBR Green PCR Master Mix (Thermo Fisher Scientific) and specific gene primers (see Supplementary Table 1), qRT-PCR was performed on the QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific) and normalized to the housekeeping gene *Hprt* for murine studies. Analysis of qPCR data was conducted via the 2^-ΔΔCT^ method^47^.

### Translating ribosome affinity purification (TRAP) immunoprecipitation (IP)

TRAP IP was performed as previously described (Roh et al., 2017). Briefly, for each sample 4 frozen ARC tissue samples from NuTRAP^AgRP^ mice between 6 and 11 weeks of age were pooled and lysed with Dounce homogenizers in low-salt IP buffer (50 mM Tris [pH7.5], 12 mM MgCl2, 100 mM KCl, 1% NP-40; 100 µg/ml cycloheximide, 2 mM DTT, 0.2units/ml RNasin, 1x Roche Complete EDTA-free protease inhibitor). After centrifugation, the supernatant was incubated with GFP ab290 antibody (Abcam) on a rotor, then incubated again with Dynabeads Protein G (Thermo Fisher). An internal control was also collected from the lipid-free supernatant prior to antibody incubation. The TRAP portion of the protocol took ~1.5 hours and RNase-inhibitors were used throughout the protocol to mitigate potential RNA degradation. RNA was isolated with the RNeasy Micro Kit (Qiagen) according to manufacturer’s instructions, and then reverse-transcribed and analyzed by qRT-PCR as described above. TRAP-isolated RNA ( < 100 ng) was treated with the Ribo-Zero rRNA removal kit (Epicentre) to deplete ribosomal RNA and converted into double stranded cDNA using NEBNext mRNA Second Strand Synthesis Module (E6111L). cDNA was subsequently tagmented and amplified for 12 cycles by using Nextera XT DNA Library Preparation Kit (Illumina FC-131). Sequencing libraries were analyzed by Qubit and Agilent Bioanalyzer, pooled at a final concentration of 12pM, and sequenced on a NextSeq500.

### RNA-seq analysis

RNA-seq data was aligned using HISAT2 (Kim et al., 2015). Reads were assigned to genes using feature Counts and a GRCm38 genome modified to minimize overlapping transcripts (Liao et al., 2014). Differential expression analysis of the data was performed with edgeR using a quasi-likelihood GLM fitted to the “treatment”/condition (fed/fasted/leptin) and testing the contrasts between the groups fasted-fed and leptin-fasted using the ‘QLFtest‘ function^48^. Significantly different genes were required to have an average expression, across group, of > 1 cpm, a fold change (FC) > 0.5, an adjusted p-value, false discovery rate (fdr), value of <0.05. Gene set enrichment analysis (GSEA) gene ontology (GO) for biological process was carried out with WebGestalt (WEB-based GEne SeT AnaLysis Toolkit)^49^. Genes with cpm <1 were omitted from the GSEA analysis.

### Isolation of AgRP neuronal nuclei from NuTRAP Mice

AgRP neuronal nuclei were isolated as previously described (Roh et al., 2017), with minor alterations. Briefly, dissected ARCs from 6-11-week-old mice were snap frozen and stored at −80C. Isolated ARCs were dounce homogenized in nuclear preparation buffer (NPB; 10 mM HEPES [pH 7.5], 1.5 mM MgCl_2_, 10 mM KCl, 250 mM sucrose, 0.1% NP-40, and 0.2 mM DTT), and homogenates were filtered through a 100 μM strainer and centrifuged to pellet the nuclei. Nuclei were washed with NPB, re-suspended in nuclear sorting buffer (10 mM Tris [pH 7.5], 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 0.1% NP-40, 0.2 mM DTT), and filtered again through a 40 μM strainer. Isolated nuclei were sorted by flow cytometry based on AgRP neuron-specific GFP expression. With this approach we routinely obtain ~2000 AgRP neuronal nuclei per mouse.

### Nuclei processing and library preparation for ATAC-seq

NuTRAP^AgRP^ ARC nuclei from 4 pooled mice, per samples, were isolated, subjected to FANS, and 10,000 nuclei were collected into 500-750 uL PBS (0.1% NP40) in 1.5 mL microcentrifuge tubes and stored on ice. Two biological replicates, of 10,000 nuclei each, were used for each experimental condition. Tubes were spun at 1000 rpm for 10 mins, at 4 °C. Supernatant was removed via gentle decantation. Nuclei pellets were subjected to tagmentation after resuspension in 50ul of transposase reaction mix: 25 ul TD buffer, 2.5 ul TN5 transposase, 22.5 ul dH_2_0. Nuclei were incubated at 37 °C with shaking at 600 rpm for 30 mins, then placed on ice. DNA was purified using a Qiagen minelute PCR purification kit and eluted in 10 ul of Qiagen Elution Buffer. Library construction was conducted using an initial PCR amplification using 10 ul of transposed DNA, 11ul H_2_O, 2ul of 25uM Primer 1, 2ul of Primer 2, and 25 ul of NEBNext HF 2X PCR mix. The following initial amplification cycle was used: 1 cycle or 72 °C (5 min), 98 °C (30 s), 5 cycles of 98 °C (10 s), 63 C (30 s), 72 °C (1 min), hold at 4 °C. A side PCR reaction was conducted to determine the optimal number of amplification cycles used during the library construction, as previously described^50^. Briefly, the side PCR reaction was performed using 5 ul PCR amplified DNA, 4.41 ul H_2_O, 0.25ul Primer 1 Adapter, 0.25ul Primer 2 Adapter 2 (barcoded), 0.09 ul 100x SYBR Green (Diluted from 10,000X stock with H_2_O), 5 ul NEBNext HF 2X PCR mix. The following initial amplification cycle was used: 1 cycle of 98 °C (30 s), 20 cycles of 98 °C (10 s), 63 °C (30 s), 72 °C (1 min). Cycle vs. Linear Rn was plotted, the maximal fluorescence intensity (Rn) was determined, and the closest cycle # that produced the 1/3 Max Rn value was used to determine the additional cycles needed during library construction^50^. The required additional number of cycles (6 for all libraries) was completed by adding the sample back to the thermocycler in its same tube and master mix. Amplified libraries were purified with a Qiagen Minlute PCR purification kit, eluted in 20ul, and the volume was brought up to 100 ul with additional EB. The eluent was subjected to a two-phase size selection using Ampure Beads, initially .55X volume of elutant (55ul) was used, followed by 1.5X volume of initial sample volume (100ul x 1.5 = 150ul) minus the existing PEG that is already in the sample (150ul – 55ul = 95 ul). Finally, the library was eluted using 50ul of EB. Libraries were sequenced on a Next-seq 500 (Illumina).

### ATAC-seq data processing

Library reads were mapped to the UCSC build mm10 assembly of the mouse genome using Bowtie2, with peak calling using MACS2. ATAC-seq peaks were visualized in the WashU Epigenome Browser. Coverage summation and additional data parsing were carried out using Bedtools. Differential binding analysis, including normalization and quantification, was done in edgeR. Differential peaks were defined at log2 fold change ≥ 0.5 and a false discovery rate of <0.05. ATAC-seq peaks with a CPM < 1 were excluded from the differential analysis.

### Motif enrichment analysis and TF prioritization

Transcriptionally concordant ATAC-seq peaks were subjected to Motif Enrichment was determined using the MEME-suite Analysis of Motif Enrichment (AME) (Version 5.1.0) sequence analysis tool (Fig. 3a)^24^. We restricted our analysis to significant concordant peaks for each of the four significant ATAC-seq peak patterns (i.e., fasted-opened, fasted-closed, leptin opened, leptin-closed); genes without an annotated TSS were removed from our analysis. AME was conducted 6 distinct times using one of the 6 possible background control sets of peaks during each analysis: (1) neutral (i.e., unchanging) peaks anywhere in the genome; (2) neutral peaks near neutral genes; (3) neutral peaks near significant genes; (4) neutral peaks near any TSS; (5) all non-concordant ATAC-seq peaks for a given conditions (e.g., leptin-opened); or (6) concordant ATAC-seq peaks that are shuffled (e.g., leptin-opened peak sequences that are shuffled). Thus, in all, 6 distinct instances of AME were performed for each peak set. We next employed a rule whereby we further considered motifs only if they were significantly enriched in ≥5 out of 6 AME instances (Fig. S3a, e).

For AME analysis, p-value is the optimal enrichment *p*-value of the motif according to the statistical test, adjusted for multiple tests using a Bonferroni correction. To determine the representative log transformed p-values (for plotting purposes), for those “enriched” motifs (at least 5 out of 6 AME instances), the minimal (most significant) p-value out of the 6 motif instances was determined, while omitting from the analysis any non-significant p-values, for those Motifs that have a single non-significant motif but are retained. Conversely, to determine the representative *p*-value for those non-enriched motifs (violate the at least 5 out of 6 significant rule) we calculated the minimal (most significant) *p*-value, of the non-significant ones. We then log-transformed the resulting *p* values (log_2_). For the transcriptionally concordant fasted-opened condition only, p-values for 12 of the 356 TF motifs were less than e^−300 and thus could not be log transformed (ATF3.0.A, BACH1.0.C, BACH2.0.A, BATF.0.A, CRX.0.A, FOS.0.A, FOSB.0.A, FOSL1.0.A, FOSL2.0.A, JUN.0.A, JUNB.0.A, JUND.0.A). Therefore, for these motifs, only in fasted-opened condition, the log transformed p-value was determined by imputation. Evidently, none of these 12 TF motifs were qualified (due to enrichment in disqualifying chromatin conditions) to be plotted in Fig. 3g or i. All plots were made using Graphpad PRISM software (Version 9).

### In vitro leptin-induced pSTAT3 measurement experiments

Immortalized hypothalamic GT1-7 cells^37^ were plated in DMEM with high glucose (Sigma, D5796), Penicillin-Streptomycin, and 10% fetal bovine serum. Cells were transiently transfected using Lipofectamine 3000 Reagent (Thermo Fisher) based on manufacturer’s instructions. Briefly, dsDNA-lipid complexes were prepared using 0.5ug of plasmid expressing the murine long-form leptin receptor (OB-Rb; LepR)^51^, or both LepR plasmid and the GFP-tagged IRF3 plasmid, and Lipofectamine 3000 with P1000 reagent in Opti-MEM Medium (Thermo Fisher), and then added dropwise onto cells in medium. Cells were washed with PBS, treated with serum-free DMEM, and treated with either leptin (100 nM) or vehicle (control) for 15 minutes.

### Immunoblotting

Lysis of frozen tissue was performed in 1X RIPA lysis buffer (Millipore Sigma) with the addition of protease and phosphatase inhibitors (Millipore Sigma). Tissues were mechanically homogenized using the TissueLyser II bead-mill (Qiagen). Total protein was quantified via BCA Protein Assay Kit (Thermo Scientific), protein lysate was prepared in 1X SDS in RIPA lysis buffer, and then boiled. Lysis of cells was performed as previously described (Silva et al., 2018). Briefly, media was aspirated from plated cells, and then 1X SDS in RIPA lysis buffer was added onto the cells, which were then collected, flash frozen, and boiled. The prepared protein samples were separated on Tris-HCl protein gels (Bio-Rad) and transferred to PVDF membranes (Thermo Fisher), followed by blocking in 5% blotting-grade milk (Bio-Rad). Blots were incubated in appropriate primary antibodies (1:1000 dilution unless otherwise indicated) at 4 °C overnight, and then in secondary HRP-conjugated antibody (Cytiva) for one hour at RT. Blots were developed with chemiluminescent ECL reagents (Thermo Fisher) and imaged with ImageLab^TM^ Touch Software (Bio-Rad) on the ChemiDoc Touch Imaging System (Bio-Rad).

### In vitro IRF3 live-cell imaging and quantification

80,000 GT1-7 cells were plated in two wells of an 8-well Nunc™ Lab-Tek™ II Chambered Coverglass (Catalog # 155360) in media. The following day cells were transfected with plasmids expressing mouse LepR (OB-Rb)^51^ and IRF-GFP, as described above. The following afternoon, cells were washed with 37 °C PBS and serum-free DMEM (Sigma #D1145) was added to cells prior to imaging approximately 1 hour later. Ideal cells, for which the nucleus was well demarcated, and for which the IRF3-GFP expression was apparent, were targeted and images were scanned and recorded every 10 minutes obtained using a Zeiss LSM 880 upright laser scanning confocal microscope in 3 × 3 tile-scan mode with a Plan-Apochromat 20×/0.8 M27 objective. Given the absence of a nuclear dye in this experiment, the nuclear domain was demarcated based on the clear contrast between cytoplasm and nucleus present at the 3-hour time point. Mean Fluorescence Intensity of each targeted cell’s cytoplasm and nuclei was determined using ImageJ software (NIH) to enable calculation of the nuclear-to-cytoplasm (N/C) GFP intensity ratio.

### Flow cytometry to measure nuclear IRF3 in vivo

6-to-11-week-old male C57BL/6 J male mice were maintained on a standard chow diet *ad libitum*. Mice were handled for 5-minutes on the days prior to the experiment. Mice were fasted overnight for 19 h, before being injected I.P. with leptin (5 mg/kg). Using a modified version of the FAST-FIN protocol^52^, 5 h later, mice were rapidly perfused with 10% formalin for 1-minute, and whole hypothalami were isolated and snap-frozen in a microcentrifuge tube on dry ice. Whole mouse hypothalamus was rapidly isolated 5 h later. Later, individual mouse hypothalami were subjected to dounce homogenization and immediately fixed using 1% formaldehyde for 7-minutes at RT, followed by quenching with 125 mM glycine for 5-minutes. Nuclei were collected and resuspended in 22% OptiPrep which was layered on top of a 43% Optiprep, and centrifuged at 10,000 *g* for 30-minutes. Nuclei were resuspended with Blocking Buffer (without Triton-X, in PBS) and centrifuged for 10,000 *g* for 10 min at 4 C. Supernatant was removed and replaced with 500 ul premade Blocking Buffer with Triton-X in PBS and nuclei were blocked for 10 min at RT. Antibody was added (IRF3, 1:250; pSTAT3, 1:250) and incubated for 1-hour. Nuclei were washed with 1X wash buffer with triton-X, resuspended in Blocking Buffer with triton-X, and incubated with 1:500 secondary antibody (Alexa Fluor 647 Donkey anti-rabbit IgG) for 30-minutes at RT while light protected. Nuclei were then spun down (600 g for 3-minutes at 4 °C) and gently resuspended in 500 ul FANS buffer with 1ul Hoechst, while in a 5 mL round-bottom FACS tube and ran on the CytoFLEX LX.

### Fasting-refeeding studies

In this study, 6-to-11-week-old male C57BL/6 J NuTRAP^AgRP^ male mice were fed standard chow diet *ad libitum*. At least one day before the experiment, mice were singly housed and handled by the experimenter using a cupping method shown to reduce anxiety^46^. Depending on the experiment, mice were fasted overnight starting at ZT 8-10. The following day, between ZT 3-5, mice were injected i.p. with leptin, and 30 minutes later a weighed food grate was given. Food was measured during a 24-hour period. For the AgI3KO fasting-refeeding experiment, a white paper mesh (Alpha pads) was added to the cage in place of bedding, to allow for the accounting of spilled food when calculating food intake. Food intake was obtained by subtracting remaining food, including any spilled food in cages, from the previously weighed food amount^53^. Food intake adjusted for body weight was calculated by dividing the absolute food intake by body weight and multiplying the result by the average body weight of all mice^54^.

### Telemetry experiments

All surgeries were performed in sterile conditions. Mice were anesthetized with a mix of ketamine/xylazine (100 and 10 mg/kg, respectively, IP) with additional doses of 10% of the initial dose throughout surgery to eliminate the withdrawal reflex. Mice were implanted with a radiotelemetry temperature and locomotion sensor (TA-F10, DSI) in the intraperitoneal space via laparotomy^55^. Meloxicam treatment, for analgesia, was administered prior to surgery, and then again 24hrs later. Mice were allowed to recover at least 10 days prior to experimentation. Following recovery, mice used for experiments showed no signs of discomfort and gained weight normally^55^. Core body temperature and locomotion were recorded using the radiotelemetry DSI system. The signal was sent from the telemetry probes previously implanted to receivers and converted using the PhysioTel HD and PhysioTel (DSI) hardware, which provides the mean of Tc every 5 min. All animals had at least 48 hours of acclimation in the recording chamber before the baseline was recorded. To account for occasional technical artifacts associated with continuously recording core body temperature, those 5-min interval average LMA scores that were more or less than the grand average LMA score (across all mice, conditions, and time points) plus or minus 2 times the standard deviation (i.e., 36.897 ± (2 * 2.316)), were omitted (e.g., greater than 41.5°C and less than 32.3°C). Two AgI3KO mice were removed from the leptin-treat phase of the experiment, due to their cannula being damaged, and rendered unusable, during the final leptin-treatment phase of the experiment.

### General In vivo Stereotaxic Injections

Mice were anesthetized with xylazine (10 mg/kg, i.p.) and ketamine (100 mg/kg, i.p.) and placed in a stereotaxic apparatus after assuring proper anesthesia effects with a toe pinch or tail pull. The fur around the skull was shaved and the skin sanitized. An incision in the skin overlying the skull was made and the skull surface exposed. A small hole was then drilled into the skull to expose the brain surface. The ARC was bilaterally localized according the coordinates listed in mouse brain in stereotaxic coordinates by Paxinos^56^ and the tip of the nanoject injector connected to a sterile glass pipette was be lowered into the ARC bilaterally (coordinates for ARC injections were anterior −1.37 mm, lateral ± 0.3 mm, and ventral 5.70–5.80). pAAV-hSyn-DIO-H2B-mCherry (Addgene plasmid # 50459), was then slowly injected. Afterwards, the edges of the incision were reapposed with tissue adhesive (vetbond, n- butyl cyanoacrylate). Analgesia was given in the form of Meloxicam SR (4 mg/kg). Animals were allowed to recover from surgery for 2 weeks and their body weight and health conditions were closely monitored during recovery. Coordinates and injection volume used in the studies were: the ARC (anterior-posterior (AP): −1.40 mm, dorsal-ventral (DV): −5.80 mm, left-right (LR): ± 0.30 mm, 150 nl/side). Accuracy of injection was determined by the expression of mCherry driven by AgRP-IRES-Cre exclusively within the ARC, both during tissue collection and during FACS.

### Quantification and statistical analysis

Sample size, mean, and significance P values are indicated in the text, figure legends, or Method Details. Error bars in the experiments represent standard deviation (STD) from either independent experiments or independent samples. Statistical analyzes were performed using GraphPad Prism. Detailed information about statistical methods is specified in figure legends or Method Details.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Info

Peer Review File

Description of Supplementary Information

Supplementary Datasets 1 and 2

Reporting Summary

### Source data

Source Data

## Data Availability

All raw and processed RNA-Seq and ATAC-seq data has been deposited in the NCBI Gene Expression Omnibus (GEO) and assigned an accession number GEO: GSE240484. The reference genome used for RNA-Seq and ATAC-seq raw sequencing read alignment is mm10. Source data are provided with this paper.

# Supplementary material for: AgRP neuron cis-regulatory analysis across hunger states reveals that IRF3 mediates leptin’s acute effects
**Source:** Nat Commun. 2024 May 31;15:4646. doi: 10.1038/s41467-024-48885-y
**Supplement:** Supplementary file 1 — Supplementary Info

## AgRP neuron cis-regulatory analysis across hunger states reveals that IRF3 mediates leptin's acute effects

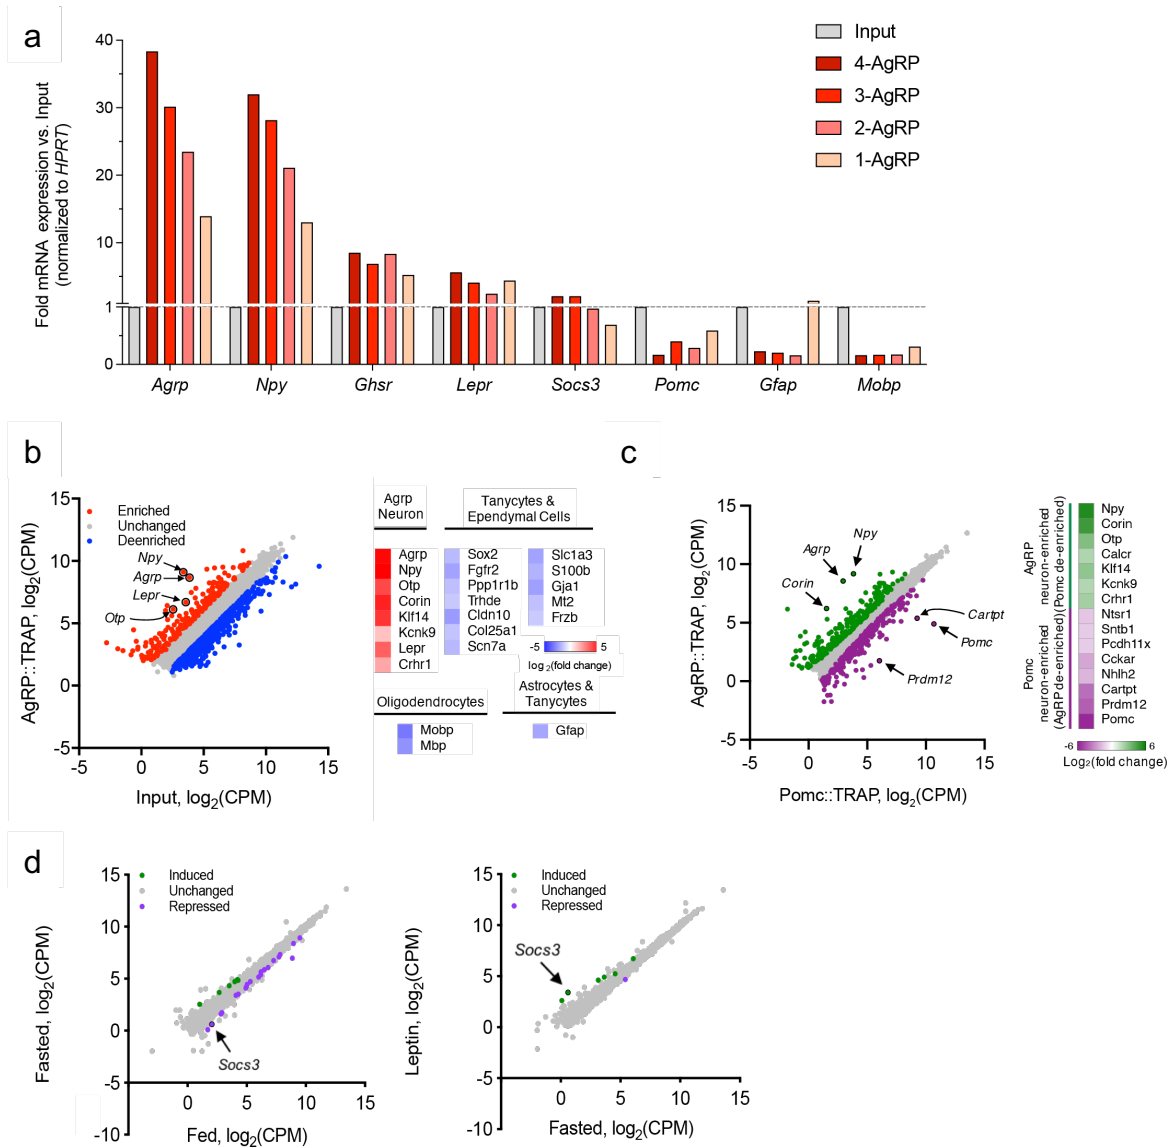

**Supplementary Figure 1. Establishment of TRAP-seq for AgRP neurons.** (a) Gene expression analysis by qPCR with TRAP-isolated RNA from a titration of 4-to-1 pooled NuTRAP<sup>AgRP</sup> ARCs. Bars indicate the fold mRNA expression vs. input for each sample. (b) Scatter plot of RNA-seq data showing regulated genes from TRAP-enriched AgRP neurons versus input control fraction of these same samples ( $n = 3, 3$ ) [fold change  $> 0.5$  up (red) or down (blue) and false discovery rate (FDR)  $< 0.05$ ]; CPM, counts per million. The number of genes in a given expression profile is in parentheses. (c) Scatter plot of RNA-seq data showing regulated genes within AgRP neurons from TRAP-enriched AgRP neurons versus Pomc neurons from TRAP-enriched Pomc neurons ( $n = 3, 2$ ) [fold change  $> 0.5$  up (red) or down (blue) and false discovery rate (FDR)  $< 0.05$ ]; CPM, counts per million. (d) Left: Scatter plot of RNA-seq data showing regulated genes within Pomc neurons from fasted versus fed littermates ( $n = 2, 2$ ) [fold change  $> 0.5$  up (red) or down (blue) and false discovery rate (FDR)  $< 0.05$ ]; CPM, counts per million. Right: Scatter plot of RNA-seq data showing regulated genes within Pomc neurons from leptin-treated versus fasted littermates ( $n = 2, 2$ ) [fold change  $> 0.5$  up (red) or down (blue) and false discovery rate (FDR)  $< 0.05$ ]; CPM, counts per million.

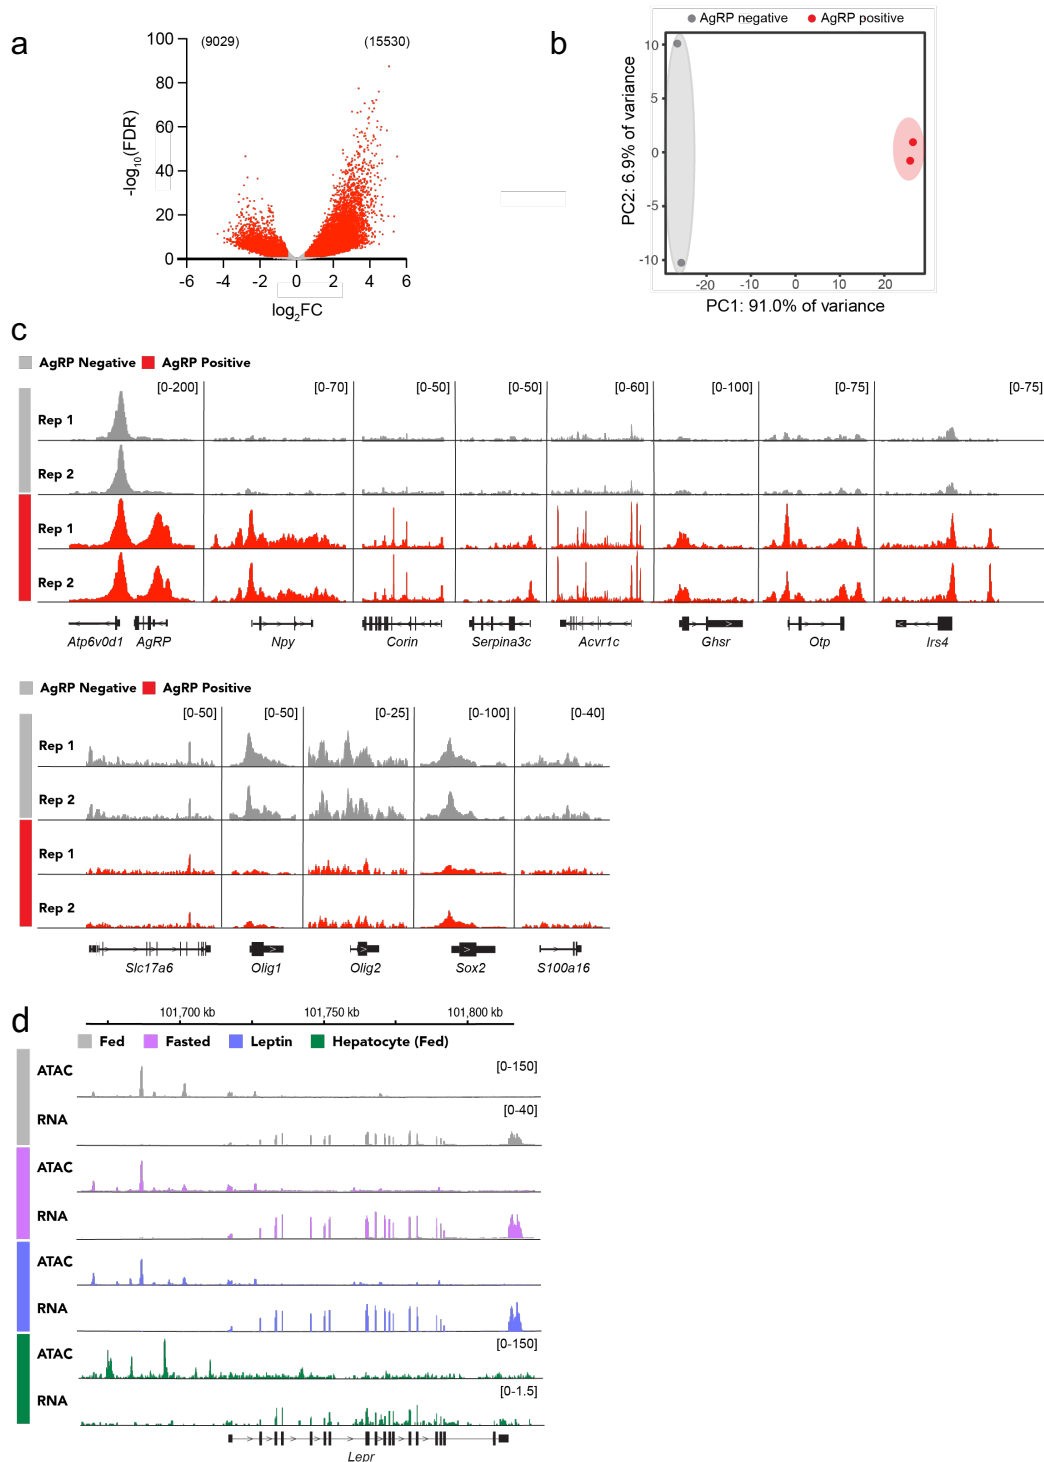

**Supplementary Figure 2. ATAC-seq profiles of AgRP neurons.** (a) Volcano plot showing differential OCRs upon comparing AgRP positive vs. AgRP negative ( $n = 2, 2$ ) neurons. Red dots correspond to significantly different gained-open and gained-closed regions [fold change  $>0.5$  up (red) or down (red) and false discovery rate (FDR)  $< 0.05$ ]; CPM, counts per million. Peaks with a CPM  $< 1$  were not included in volcano plot. (b) Principal Components Analysis (PCA) plot comparing AgRP negative and AgRP positive ATAC-seq samples. (c) Genome browser views (IGV) of representative ATAC-seq peaks near genes enriched (top) and de-enriched (bottom) in AgRP neurons. (d) Genome browser views (IGV) of *Lepr*-associated ATAC-seq and RNA-seq peaks in the fed, fasted, and leptin-treated states.

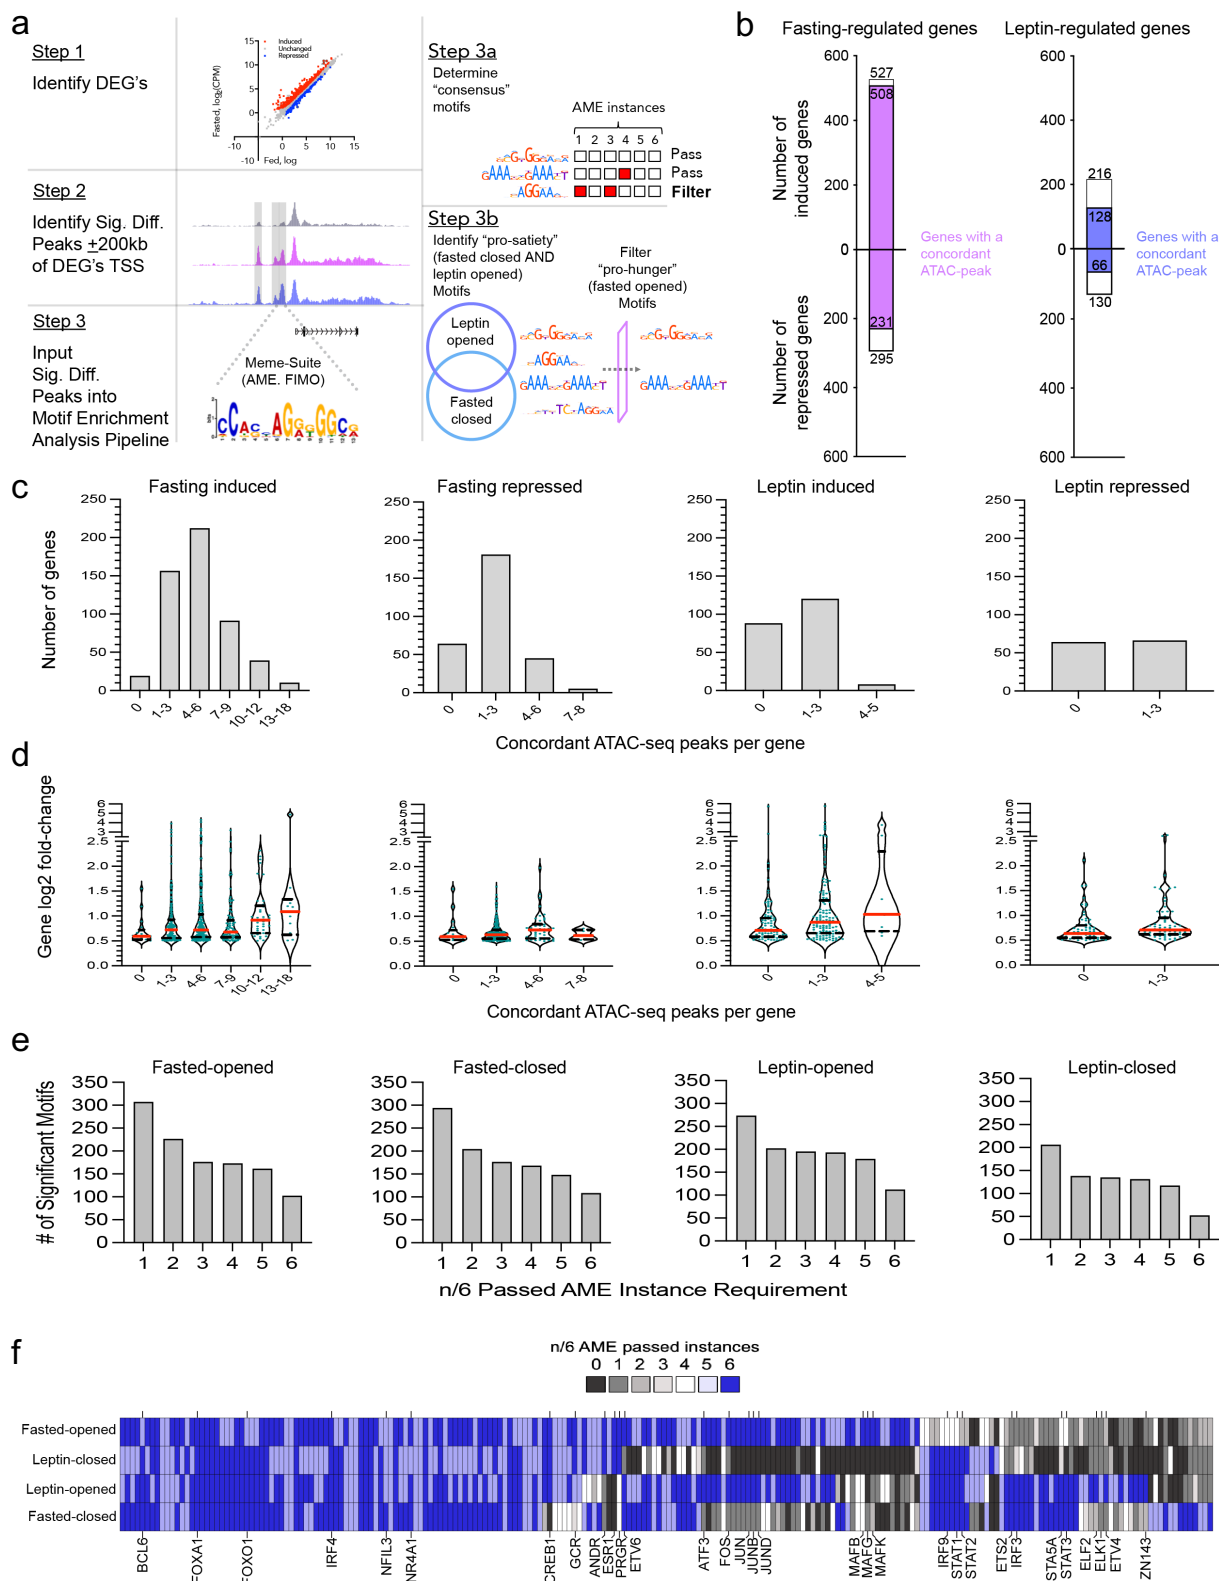

**Supplementary Figure 3. Gene expression and chromatin state metrics of AgRP neurons.** (a) Schematic showing the detailed computational heuristic employed to identify putative pro-satiety TF motifs. Step 1: Identify fasted- and leptin-induced differentially expressed genes (DEGs). Step 2: Determine significantly different fasted-opened, fasted-closed and leptin-opened ATAC-seq peaks, and identify those that are  $\pm 200$  kb upstream and downstream of those DEGs identified in Step 1 (e.g., gene-linked ATAC-seq peaks). Step 3a: Perform motif enrichment analysis on the peaks identified in Step 2. Step 3b: Determine the consensus motif

identified in 5 out of 6 instances of analysis of motif enrichment (AME). Step 3c: Identify putative pro-satiety TF motifs that are dually enriched in leptin-opened and fasted-closed peaks, but not fasted-opened (putatively pro-hunger) peaks. **(b)** Left: bar graphs showing number of fasted-induced and fasted-repressed genes, with internal bar showing the number of those genes that have a concordant ATAC peak. Right: bar graphs showing number of leptin-induced and leptin-repressed genes, with internal bar showing the number of those genes that have a concordant ATAC peak. Genes without an annotated TSS have no concordant peaks under any condition ( $p$ -values:  $6.767\text{e-}13$  and  $1.99\text{e-}11$  by Fisher's exact test for concordant changes with fasting and leptin, respectively). **(c)** Number of genes that possess a given number range of concordant ATAC-seq peaks per gene for fasting-induced, fasting-repressed, leptin-induced, leptin-repressed conditions. Distributions are significantly shifted rightwards for fasting- and leptin-induced concordant peak-gene pairs ( $p$ -values:  $1.55\text{e-}14$  and  $1.312\text{e-}07$  via one-sided Mann-Whitney test). **(d)** Mean gene fold-change (red bar) for binned numbers of concordant ATAC-seq peaks per gene for fasting-induced, fasting-repressed, leptin-induced, leptin-repressed conditions. The violin plots indicate median values (red line), first and third quartiles (dashed lines). **(e)** Number of significant motifs for each of the passed AME instance requirements (1-6), for fasted-opened, fasted-closed, leptin-opened, and leptin-closed conditions. **(f)** Heatmap of the number of AME instances that passed the significance threshold (i.e.,  $n \geq 5$  out of 6 AME instances).

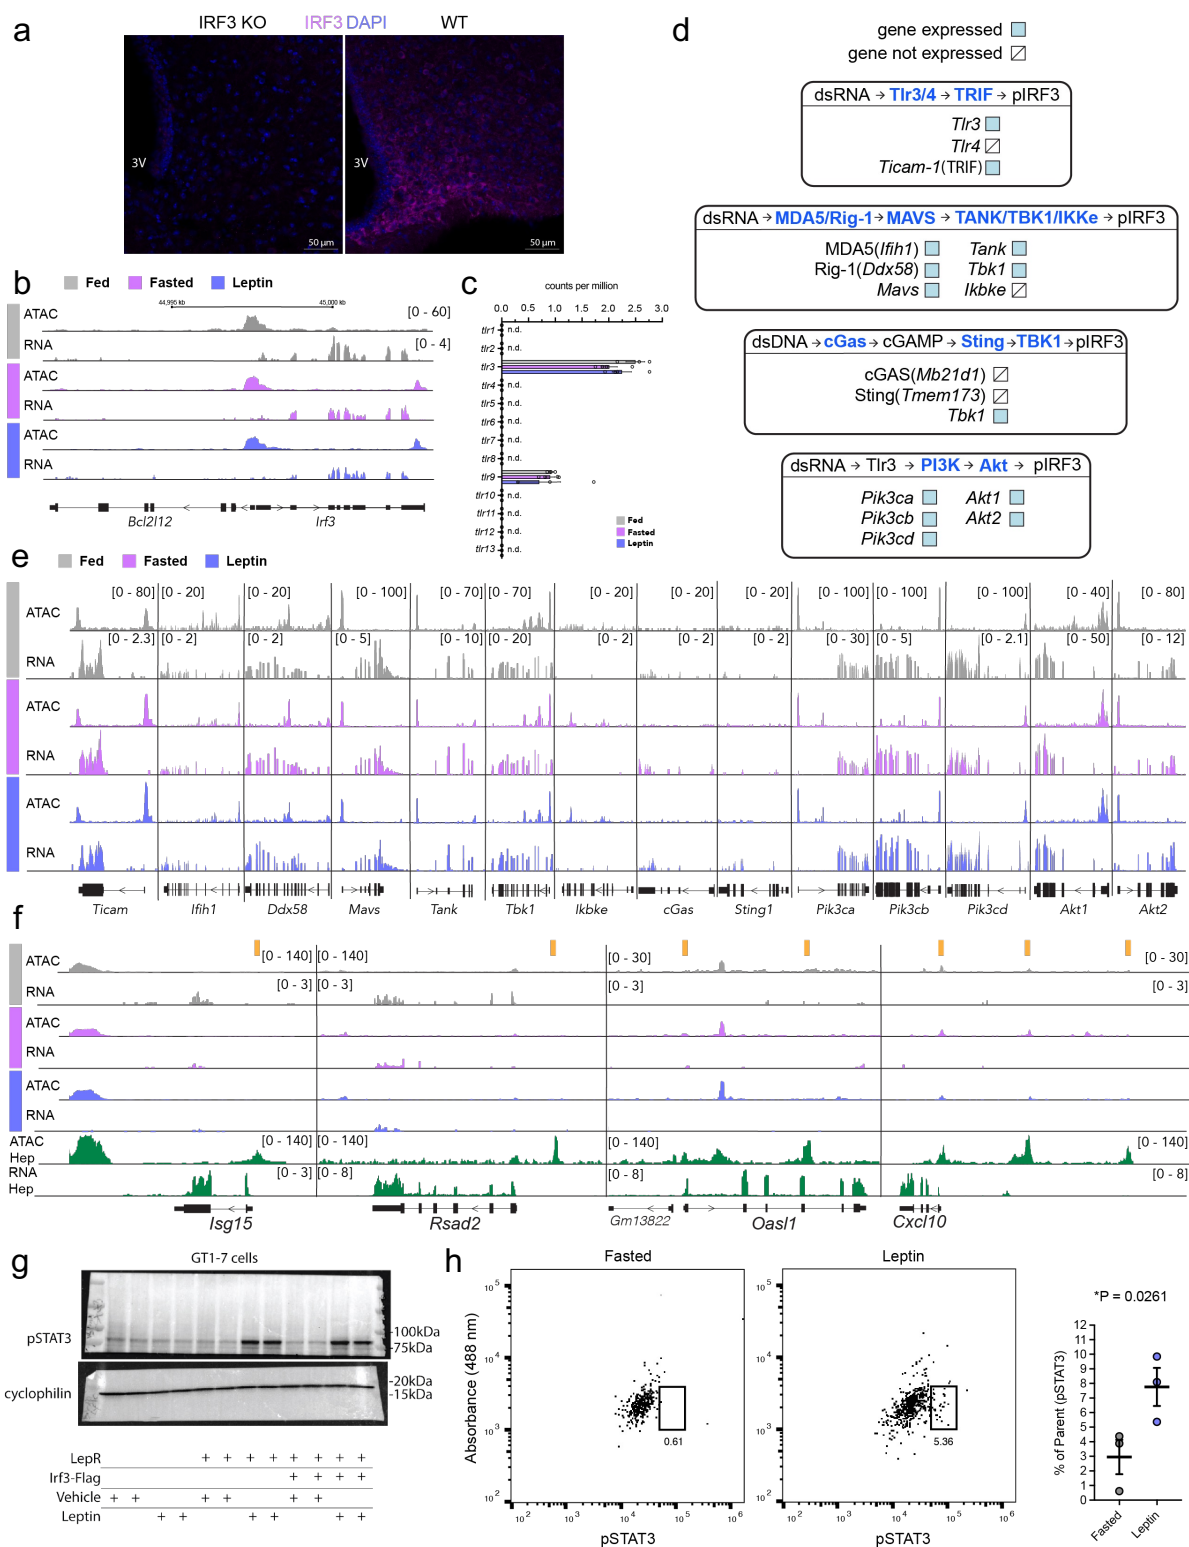

**Supplementary Figure 4. Establishment of a system for studying activation of IRF3 by leptin signaling.**

**(a)** Immunofluorescence for IRF3 (magenta), with DAPI (blue), in the mouse ARC in the fed state of a WT mouse (right) and global IRF3 knockout mouse (left); repeated independently once. **(b)** ATAC-seq and RNA-seq reads at the *Irf3* locus under fed, fasted, and leptin-treated conditions. **(c)** mRNA expression from NuTRAP<sup>AgRP</sup> TRAP-seq experiment, showing the expression of all 13 toll-like receptors. Gene not detected (n.d.). Each circle denotes a single pooled sample. Results are mean ± SEM of each condition. These results originated from the Figure 1 TRAP-seq experiment, thus they were not reanalyzed, while being included for illustrative purposes. **(d)** Relevant pathways for IRF3 activation, with blue boxes indicating the expression of

the gene in our AgRP neuron RNA-seq dataset. **(e)** Genome browser views (IGV) showing AgRP neuron RNA-seq and ATAC-seq tracks for genes associated with IRF3 activation. **(f)** Genome browser views (IGV) showing AgRP neuron and hepatocyte RNA-seq and ATAC-seq tracks for genes canonically associated with IRF3 activation. Yellow boxes delineate ATAC-seq peak positions that are dissimilar between AgRP neurons and hepatocytes. **(g)** Western blot showing the leptin-responsivity of transfected GT1-7 cells treated with leptin. **(h)** Two representative scatter plots of pSTAT3-Alexa Fluor647 primary and secondary staining (x-axis) and empty 488 channel (y-axis) were used to identify the pSTAT3-positive population. Flow cytometry data were generated from three independent biological replicates for fasted mice, and three independent biological replicates for leptin-treated mice. Results are mean  $\pm$  SEM of each condition and analyzed by a one-tailed student t-test ( $p = 0.0261$ ,  $t=2.735$ ,  $df=4$ ).

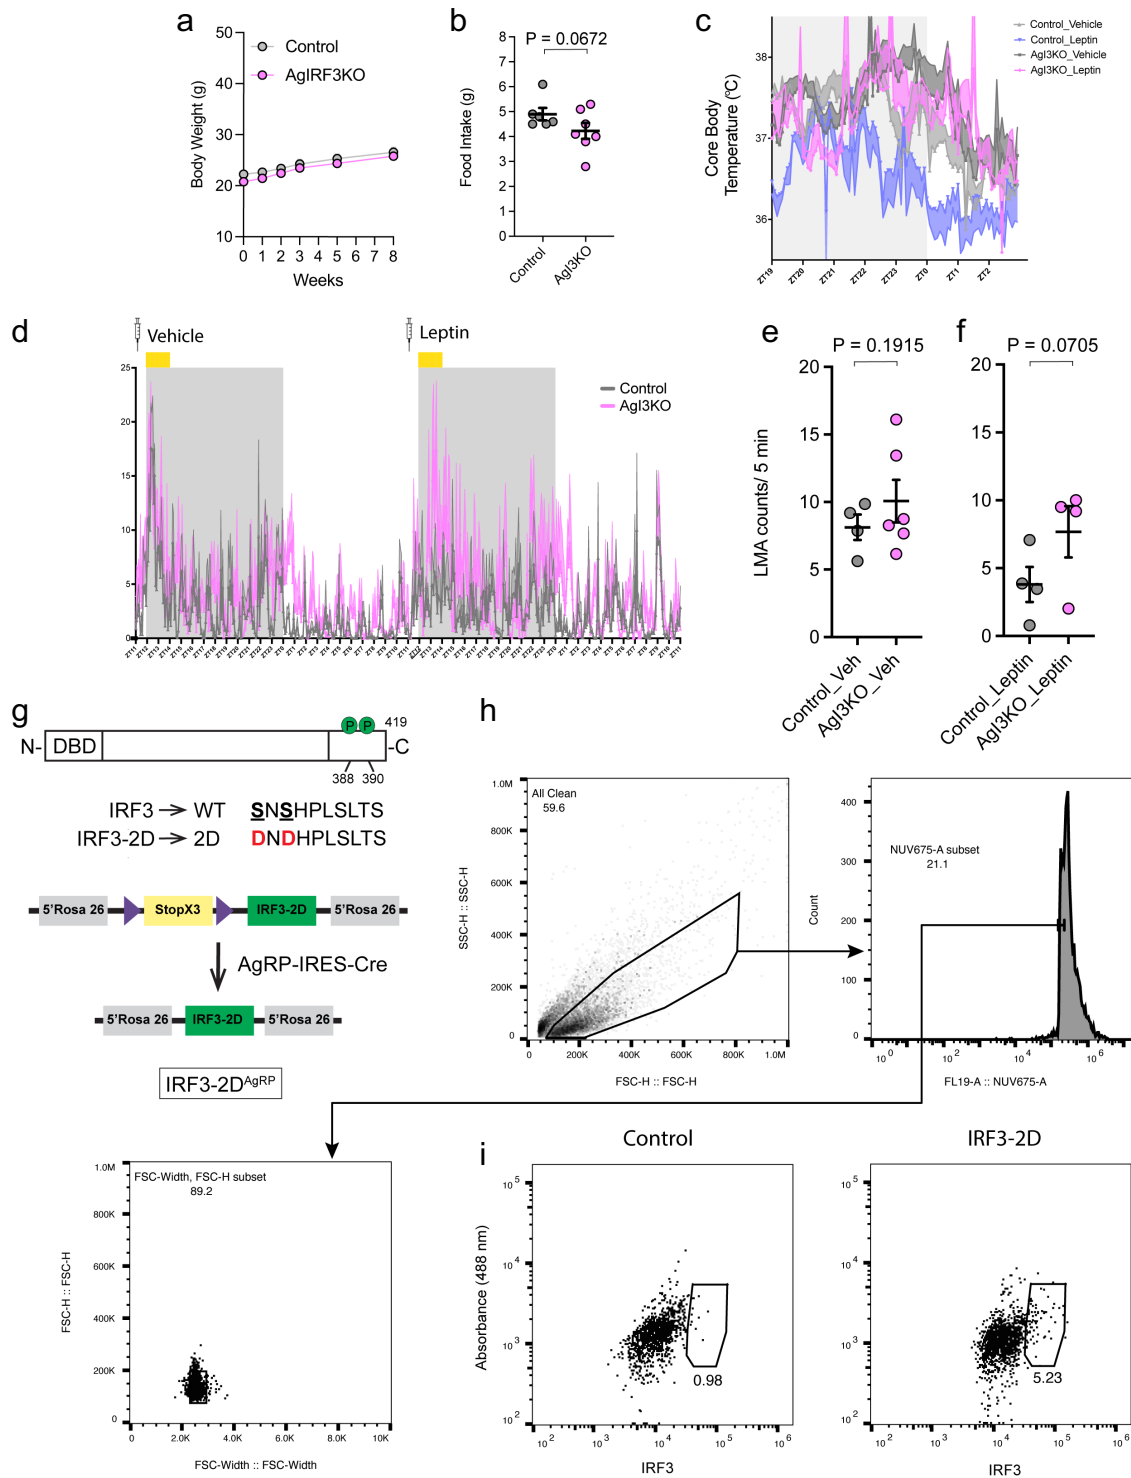

### Supplementary Figure 5. IRF3 loss-of-function and gain-of-function models in AgRP neurons.

**Associated with main Figure 5. (a)** Body weight of chow-fed control and Agl3KO mice over an 8-week period. **(b)** 24-hour food-intake of chow-fed control and Agl3KO mice. Each circle denotes a single mouse. Data in Figures 5A and 5B were generated from six independent biological replicates for control mice, and seven independent biological replicates for Agl3KO mice. Results are mean  $\pm$  SEM of each condition and analyzed by a one-tailed student t-test ( $p = 0.0672$ ,  $t = 1.616$ ,  $df = 11$ ). **(c)** Inset image showing superimposed Control\_Vehicle, Control\_Leptin, Agl3KO\_Vehicle, and Agl3KO\_Leptin core body temperature plots during their respective second 8-hour recording epochs. **(d)** Locomotor activity (LMA) measurements during a 48-hour period encompassing the vehicle and leptin injected trials involving control or Agl3KO mice, with syringes and

yellow boxes illustrating the times of vehicle/leptin injection and the 2-hour epochs used for analyses, respectively. **(e)** 2-hour LMA levels comparing vehicle-treated control vs. Agl3KO experiment (n = 4, 6), and **(f)** the leptin-treated control vs. Agl3KO experiment (n = 4, 4). Locomotion data in Figure S5E were generated from four independent biological replicates for control mice, and six independent biological replicates for Agl3KO mice. Locomotion data in Figures S5F were generated from four independent biological replicates for control mice, and four independent biological replicates for Agl3KO mice. Each circle depicts a mouse's average mean LMA value across each 5-minute bin. **(e)** Results are mean  $\pm$  SEM of each condition and analyzed by a one-tailed student t-test ( $p = 0.1915$ ,  $t=0.9232$ ,  $df=8$ ). **(f)** Results are mean  $\pm$  SEM of each condition and analyzed by a one-tailed student t-test ( $p = 0.0705$ ,  $t=1.695$ ,  $df=6$ ). **(g)** Schematic of the Agl3-2D mouse transgene. **(h)** Flow cytometry gating strategy. Particles smaller than nuclei (black dots) were eliminated with an area plot of forward-scatter (FSC-A) versus side-scatter (SSC-A), with gating for nuclei-sized particles inside the gate (box). 2N Hoechst 33342 stained nuclei were positively gated to avoid nuclei doublets. Plots of forward-scatter (FSC) width versus FSC height were used to further exclude aggregates of two or more nuclei. **(i)** Two representative scatter plots of IRF3-Alexa Fluor647 primary and secondary staining (x-axis) and empty 488 channel (y-axis) were used to identify the IRF3-positive population. Numbers reflect the % of the parent population.

Supplementary Table 1. qRT-PCR primers.

| Gene         | Forward                | Reverse                |
|--------------|------------------------|------------------------|
| <i>Agrp</i>  | TGCTGAGTTGTGTTCTGCTG   | GTCTTCTTGAGGCCATTCAGAC |
| <i>Npy</i>   | CAGCCCTGAGACACTGATTTTC | ACATGGAAGGGTCTTCAAGC   |
| <i>Ghsr</i>  | TCTTCTGCCTCACTGTGCTC   | CAGGCTCGAAAGACTTGGAA   |
| <i>Lepr</i>  | GCAGTGTA CTGCTGCAATGAG | ATTGGATTGTGCTGGGTGAC   |
| <i>Socs3</i> | AGACCTTCAGCTCCAAAAGC   | TGTCGCGGATAAGAAAGGTG   |
| <i>Pomc</i>  | CATAGATGTGTGGAGCTGGTG  | CAGCGAGAGGTGAGTTTG     |
| <i>Gfap</i>  | TCGCCACCTACAGGAAATTG   | GGATCTGGAGGTTGGAGAAAG  |
| <i>Mobp</i>  | CAAGAGCGGTTGCTTTTACC   | TCACTTCTTCCTTGGGGTTG   |

# Supplementary material for: AgRP neuron cis-regulatory analysis across hunger states reveals that IRF3 mediates leptin’s acute effects
**Source:** Nat Commun. 2024 May 31;15:4646. doi: 10.1038/s41467-024-48885-y
**Supplement:** Supplementary file 3 — Description of Supplementary Information

**Description of Supplementary Files for**  
**“AgRP neuron cis-regulatory analysis across hunger states reveals that IRF3 mediates**  
**leptin’s acute effects”**

File Name: **Supplementary Dataset 1**

Description: Gene enriched and de-enriched in AgRP neurons.

File Name: **Supplementary Dataset 2**

Description: AgRP neuron Fed Fasted and Leptin TRAP-seq results.

# Supplementary material for: AgRP neuron cis-regulatory analysis across hunger states reveals that IRF3 mediates leptin’s acute effects
**Source:** Nat Commun. 2024 May 31;15:4646. doi: 10.1038/s41467-024-48885-y
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used to collect the data in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Data analysis   | <div>RNA-seq Analysis<br/>RNA-seq data was aligned against the mm10 genome using HISAT2 (Kim et al., 2015). Primary alignments to exons were counted and summarized at the gene level by thge featureCounts program (Liao et al., 2014), part of the Subread software package. Differential expression analysis of the data was performed using edgeR (Robinson et al., 2010). Significantly different genes were required to have an average expression &gt; 1 cpm, a fold change (FC) &gt; 0.5, and an false discovery rate of &lt; 0.05. Gene set enrichment analysis (GSEA) gene ontology (GO) 24 for biological process was carried out with WebGestalt (WEB-based GENE SeT AnaLysis Toolkit) (Wang et al., 2017). Genes with cpm &lt; 1 were omitted from the GSEA analysis.</div> <div>ATAC-seq data processing<br/>Library reads were aligned to the mm10 (mouse) genome assembly using Bowtie2. Duplicate alignments were filtered out with SAMtools (Li et al., 2009). Peaks were called using MACS2. Peaks were merged and coverage calculated per-sample using BEDtools (Quinlan and Hall, 2010). Differential binding analysis including normalization and quantification were done in edgeR. Differential peaks were defined at log2 fold change &gt; 0.5, a false discovery rate of &lt; 0.05, and an average expression &gt; 1 cpm. ATAC-seq peaks were visualized in the Integrated Genome Browser (IGV).</div> <div>Motif Enrichment Analysis and TF Prioritization<br/>Transcriptionally concordant ATAC-seq peaks were subjected to Motif Enrichment was determined using the MEME-suite Analysis of Motif Enrichment (AME) (Version 5.1.0) sequence analysis tool (Figure 3A)(Bailey et al., 2015). We restricted our analysis to significant concordant peaks for each of the four significant ATAC-seq peak patterns (i.e., fasted-opened, fasted-closed, leptin-opened, leptin-closed). AME was</div> |

conducted 6 distinct times using one of the 6 possible background control sets of peaks during each analysis: (1) neutral (i.e., unchanging) peaks anywhere in the genome; (2) neutral peaks near neutral genes; (3) neutral peaks near significant genes; (4) neutral peaks near any TSS; (5) all non-concordant ATACseq peaks for a given conditions (e.g., leptin-opened); or (6) concordant ATAC-seq peaks that are shuffled (e.g., leptin-opened peak sequences that are shuffled). Thus, in all, 6 distinct instances of AME were performed for each peak set. We next employed a rule whereby we further considered motifs only if they were significantly enriched in  $\geq 5$  out of 6 AME instances (Figure S3A, S3E). To determine the representative log transformed p-values (for plotting purposes), for those “enriched” motifs (at least 5 out of 6 AME instances), the minimal (most significant) p-value out of the 6 motif instances was determined, while omitting from the analysis any non-significant p-values, for those Motifs that have a single non-significant motif but are retained. Conversely, to determine the representative p-value for those non-enriched motifs (violate the at least 5 out of 6 significant rule) we calculated the minimal (most significant) p-value, of the non-significant ones. We then log transformed the resulting p values (log2). For the transcriptionally concordant fasted-opened condition only, p-values for 12 of the 356 TF motifs were less than  $e^{-300}$  and thus could not be log transformed (ATF3.O.A, BACH1.O.C, BACH2.O.A, BATF.O.A, CRX.O.A, FOS.O.A, FOSB.O.A, FOSL1.O.A, FOSL2.O.A, JUN.O.A, JUNB.O.A, JUND.O.A). Therefore for these motifs only in fasted-opened condition, the log transformed p-value was determined by imputation. Evidently, none of these 12 TF motifs were qualified (due to enrichment in disqualifying chromatin conditions) to be plotted in figures 3G or 3I. All plots were made using Graphpad PRISM software (Version 9).

samtools ref: <https://academic.oup.com/bioinformatics/article/25/16/2078/204688>  
 bedtools ref: <https://academic.oup.com/bioinformatics/article/26/6/841/244688>  
 fastp ref: <https://academic.oup.com/bioinformatics/article/34/17/i884/5093234?login=false>  
 meme ref: <https://www.nature.com/articles/nprot.2014.083>

#### Live Cell Imaging, Fluorescence Intensity Analysis

Mean Fluorescence Intensity of each targeted cell's cytoplasm and nuclei was determined using ImageJ software (NIH) to enable calculation of the nuclear-to-cytoplasm (N/C) GFP intensity ratio.

All scripts used in the current study are available on Zenodo (DOI: 10.5281/zenodo.10967242), the used packages are listed in the Methods session.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw and processed RNA-Seq, and ATAC-seq have been deposited in the NCBI Gene Expression Omnibus and have been assigned an accession number GEO: GSE240484.

All scripts used in the current study are available on Zenodo (DOI: 10.5281/zenodo.10967242), the used packages are listed in the Methods session.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA.

Reporting on race, ethnicity, or other socially relevant groupings

NA.

Population characteristics

NA.

Recruitment

NA.

Ethics oversight

NA.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We do not include a justification of sample size for this study. We used the minimum number of animals needed to reliably detect the expected effect size with an alpha rate set at .05 in a standardly powered experiment and based on extensive laboratory experience and literatures in the field.                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data exclusions | 2 mice were excluded from the experiment related to Figures 5E, 5G, 5SC, 5SD, 5SF due to mishandling during cannula leptin injection. For RNA-seq a pooled Fed sample (02) was lost during library preparation.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | For RNA-seq experiment three biological replicates, each with 4 pooled mouse ARCs, were used for fed condition, whereas four biological replicates were used for the fasted and leptin-treated conditions. For ATAC-seq experiment two biological replicates, each with 4 pooled mouse ARCs, were used for all conditions. The live-cell imaging experimental result recapitulated an earlier observation from a pilot experiment. The leptin IRF3 flow cytometry finding was replicated once. All behavioral experiments were conducted a single time as reported.                                                                                                                                              |
| Randomization   | For RNA-seq and ATAC-seq experiments, littermates were randomly assigned to a particular group (i.e., Fed, Fasted, Leptin-treated). For food intake experiments all mice were treated with either leptin on the same day, followed by vehicle on a subsequent day, thus obviating the need for randomized group assignment.                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | For food intake experiments, the experimenter who designed the experiment, conducted the experiment. Yet, during the execution of the experiment, the experimenter was unaware of the genotype of the mice during data collection. The experimenter was not blinded to experimental condition during live cell imaging analysis. RNA-seq and ATAC-seq were not performed blind so as to ensure the proper condition designation of all groups. Telemetry experiment data collection were automated, and thus obviated the need for experimental blinding. For live-cell imaging experiment, the experimenter could not be blinded as it was necessary to administer the vehicle or leptin into the proper wells. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit Monoclonal IRF3 (used for flow cytometry and western blot), Cell Signaling Technology, Cat# 4302S;<br>Rabbit Monoclonal Phospho-Stat3 (Tyr705) (D3A7) XP (used for flow cytometry and western blot), Cell Signaling Technology, Cat# 9145;<br>Rabbit Polyclonal anti-GFP (used for TRAP), Abcam, Cat# ab290;<br>Donkey anti Rabbit IgG (H+L) Highly Cross Adsorbed Secondary Antibody, Alexa Fluor 647 (used for flow cytometry and immunohistochemistry), Thermo Scientific, Cat# A-31573;<br>Rabbit Monoclonal Cyclophilin B (D1V5J) (western blot), Cell Signaling Technology, Cat# 43603S;<br>Donkey Monoclonal anti-rabbit IgG, horseradish (western blot), Cytiva, Cat# NA934                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Validation      | Antibodies were validated by the corresponding manufacturer. Rabbit Monoclonal IRF3 antibody was additionally validated using in vivo IRF3 knockout mice (Figure 4B), IRF3 gain-of-function (Figure S4H).<br>IRF3 <a href="https://www.cellsignal.com/products/primary-antibodies/irf-3-d83b9-rabbit-mab/4302">https://www.cellsignal.com/products/primary-antibodies/irf-3-d83b9-rabbit-mab/4302</a><br>Phospho-Stat3 (Tyr705): <a href="https://www.cellsignal.com/products/primary-antibodies/phospho-stat3-tyr705-d3a7-xp-rabbit-mab/9145">https://www.cellsignal.com/products/primary-antibodies/phospho-stat3-tyr705-d3a7-xp-rabbit-mab/9145</a><br>Rabbit Polyclonal anti-GFP (used for TRAP): <a href="https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab290.html">https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab290.html</a><br><a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31573?gclid=CjwKCAjw5v2wBhBrEiwAXDDoJeAx5Sd65aJfd0Ot7xoV6r04gcs0xfcJYW2tmuhOhCe6BQOEgD2_RoC7QEQAyD_BwE&amp;ef_id=CjwKCAjw5v2wBhBrEiwAXDDoJeAx5Sd65aJfd0Ot7xoV6r04gcs0xfcJYW2tmuhOhCe6BQOEgD2_RoC7QEQAyD_BwE:G:s&amp;s_kwcid=AL!3652!3!516608152221!!g!!!12825517856!122158235235&amp;cid=bid_pca_aus_r01_co_cp1359_pjt0000_bid00000_Ose_gaw_dy_pur_con&amp;gad_source=1">https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31573?gclid=CjwKCAjw5v2wBhBrEiwAXDDoJeAx5Sd65aJfd0Ot7xoV6r04gcs0xfcJYW2tmuhOhCe6BQOEgD2_RoC7QEQAyD_BwE&amp;ef_id=CjwKCAjw5v2wBhBrEiwAXDDoJeAx5Sd65aJfd0Ot7xoV6r04gcs0xfcJYW2tmuhOhCe6BQOEgD2_RoC7QEQAyD_BwE:G:s&amp;s_kwcid=AL!3652!3!516608152221!!g!!!12825517856!122158235235&amp;cid=bid_pca_aus_r01_co_cp1359_pjt0000_bid00000_Ose_gaw_dy_pur_con&amp;gad_source=1</a><br>Cyclophilin B (D1V5J): <a href="https://www.cellsignal.com/products/primary-antibodies/cyclophilin-b-d1v5j-rabbit-mab/43603">https://www.cellsignal.com/products/primary-antibodies/cyclophilin-b-d1v5j-rabbit-mab/43603</a><br>anti-rabbit IgG, horseradish: <a href="https://d3.cytivalifesciences.com/prod/COFA/NA934-1ML%20lot%204629890.pdf?">https://d3.cytivalifesciences.com/prod/COFA/NA934-1ML%20lot%204629890.pdf?</a> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                         |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | GT1-7 cells were gifted by Young-bum Kim (Huang et al., 2012).                                          |
| Authentication                                                       | LepR transfected GT1-7 cells were determined to leptin-responsive by induction of p-STAT3 (Figure S4G). |
| Mycoplasma contamination                                             | Cell lines were not tested for mycoplasma contamination.                                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None.                                                                                                   |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Generation of mice:</p> <p>IRF3-2D mice and IRF3 floxed mouse founder lines were generated as previously described (Yan et al., 2021). For loss-of-function studies, we crossed <i>Irf3</i><sup>flox</sup> mice with AgRP-IRES-Cre mice to generate AgRP neuron-deficient IRF3 mice (Agl3KO). For gain-of-function studies, we crossed IRF3-2D mice with AgRP-IRES-Cre mice to generate mice expressing constitutively active IRF3 in their AgRP neurons (Agl3-2D). We crossed transgenic Nuclear tagging and Translating Ribosome Affinity Purification (NuTRAP) mice with AgRP-IRES-Cre mice to generate the NuTRAPAgRP mouse line, from which we could isolate AgRP neuron-specific mRNA and nuclei.</p> <p>Other sources:</p> <p>Global IRF3 knockout (IRF3KO) mice were obtained from the RIKEN BRC Experimental Animal Division (Sato et al., 2000). C57BL/6J (WT), AgRP-IRES-Cre, POMC-IRES-Cre and B6;129S6- Gt(ROSA)26Sortm2(CAG-NuTRAP)Evdr/J (NuTRAP) mice were ordered from the Jackson Laboratory.</p> <p>Animals: standard fed, fasted, and leptin-treated comparison:</p> <p>6-to-11-week-old male C57BL/6J NuTRAPAgRP male mice were fed a standard chow diet ad libitum. At least one day before the experiment, mice were singly-housed in a cage with wood chip bedding and handled by the experimenter using a cupping method shown to reduce anxiety in mice (Hurst and West, 2010). Mice were either maintained on their chow diet (fed mice), or fasted (fasted mice) overnight for 18-20 hours. At zeitgeber ZT time 2-4, mice were intraperitoneally (i.p.) injected with either vehicle (PBS) or leptin (5mg/kg) and euthanized 3 hours later.</p> <p>Male mice between 6-to-11 weeks of age were used for the flow cytometry experiments.</p> <p>Mice between 6-to-11 weeks of age were used for all food intake behavioral experiments.</p> <p>Mice between 17-to-22 weeks of age were used for telemetry experiments.</p> <p>Age-matched littermates were used as controls for all experiments.</p> |
| Wild animals            | None.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Reporting on sex        | We have made it clear throughout the manuscript that all experiments were conducted using male mice and have acknowledged the limitations of this approach in our discussion.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | NA; our study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | All animal experiments were performed with approval from the Institutional Animal Care and Use Committees of The Harvard Center for Comparative Medicine and Beth Israel Deaconess Medical Center (IACUC protocol numbers 056-2017, 024-2020, 018-2023)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | NA. |
| Novel plant genotypes | NA. |
| Authentication        | NA. |

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

### Sample preparation

Fluorescence Assisted nuclei sorting (FANS) for ATAC-seq: AgRP neuronal nuclei were isolated as previously described (Roh et al., 2017), with minor alterations. Briefly, dissected ARCs from 6-11-week-old mice were snap frozen and stored at - 80C. Isolated ARCs were dounce homogenized in nuclear preparation buffer (NPB; 10 mM HEPES [pH 7.5], 1.5mM MgCl<sub>2</sub>, 10 mM KCl, 250 mM sucrose, 0.1% NP-40, and 0.2 mM DTT), and homogenates were filtered through a 100 µm strainer and centrifuged to pellet the nuclei. Nuclei were washed with NPB, re-suspended in nuclear sorting buffer (10 mM Tris [pH 7.5], 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 0.1% NP-40, 0.2 mM DTT), and filtered again through a 40 µm strainer. Isolated nuclei were gated by FSC, SSC and GFP-FITC fluorescence expressed in the nucleoli. With this approach we routinely obtain ~3000 AgRP neuronal nuclei per mouse. Nuclei were collected into 500-750µL PBS (0.1% NP40) in 1.5 mL microcentrifuge tubes and stored on ice.

In vivo flow cytometry: 6-to-11-week-old male C57BL/6J male mice were maintained on a standard chow diet ad libitum. Mice were handled for 5-minutes on the days prior to the experiment. Mice were fasted overnight for 19-hours, before being injected I.P. with leptin (5 mg/kg). Using a modified version of the FAST-FIN protocol<sup>51</sup>, 5-hours later, mice were rapidly perfused with 10% formalin for 1-minute, and whole hypothalami were isolated and snap-frozen in a microcentrifuge tube on dry ice. Whole mouse hypothalamus was rapidly isolated 5-hours later. Later, individual mouse hypothalami were subjected to dounce homogenization and immediately fixed using 1% formaldehyde for 7-minutes at RT, followed by quenching with 125mM glycine for 5-minutes. Nuclei were collected and resuspended in 22% OptiPrep which was layered on top of a 43% Optiprep, and centrifuged at 10,000 g for 30-minutes. Nuclei were resuspended with Blocking Buffer (without Triton-X, in PBS) and centrifuged for 10,000g for 10 min at 4C. Supernatant was removed and replaced with 500 ul premade Blocking Buffer with Triton-X in PBS and nuclei were blocked for 10 min at RT. Antibody was added (IRF3, 1:250; pSTAT3, 1:250) and incubated for 1-hour. Nuclei were washed with 1X wash buffer with triton-X, resuspended in Blocking Buffer with triton-X, and incubated with 1:500 secondary antibody (Alexa Fluor 647 Donkey anti-rabbit IgG) for 30-minutes at RT while light protected. Nuclei were then spun down (600 g for 3-minutes at 4°C) and gently resuspended in 500 ul FANS buffer with 1ul Hoechst, while in a 5 mL round-bottom FACS tube and ran on the CytoFLEX LX.

### Instrument

BD FACS Aria II (FANS); CytoFLEX LX (flow cytometry).

### Software

Built-in BD FACS Aria II software was used for data analysis of FANS. FLOWJO software was used for data analysis of flow cytometry data.

### Cell population abundance

For ATAC-seq, 10,648 +/- 1489 nuclei, from 4 mice, were pooled for each condition (fed, fasted, leptin-treated) before being subjected to ATAC-seq. For flowcytometry, with leptin-treatment ~7.76% of the parent population of a single whole-hypothalamus nuclei exhibited pSTAT3 (surrogate marker of leptin signaling), compared to ~2.95% with vehicle treatment; indicating that 4.81% (7.76 - 2.95) of cells/nuclei were leptin responsive. Next, with leptin-treatment 0.80% of the parent population of nuclei exhibit a IRF3 signal, compared to 0.42% with vehicle treatment; indicating that 0.38% of whole hypothalamus cells responded to leptin-treatment with IRF3 activation. With approximately 8% (0.38 divided by 4.81) of the cells in the hypothalamus that respond to leptin (pSTAT induction) at 5 hours also exhibiting nuclear IRF3 (we concede that we do not know for sure that these two cell populations overlap, but the ubiquity of STAT3 expression suggests this is a reasonable assumption), along with our unpublished data demonstrating that 7.59% of LepR-Cre+ cells in the hypothalamus express AgRP, our cell population abundance data appear to conform to expectations.

### Gating strategy

For NuTRAP ATAC-seq experiments, isolated nuclei were gated by FSC, SSC and GFP fluorescence expressed in the nucleoli. For flow cytometry experiments, particles smaller than nuclei (black dots) were eliminated with an area plot of forward-scatter (FSC-A) versus side-scatter (SSC-A), with gating for nuclei-sized particles inside the gate (box). 2N Hoechst 33342 stained nuclei were positively gated to avoid nuclei doublets. Plots of forward-scatter (FSC) width versus FSC height were used to further exclude aggregates of two or more nuclei.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

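Gene counts were given for TRAP RNA of AgRP neurons in 3 fed, 4 fasted and 4 leptin-treated samples and of POMC neurons in 2 samples per state. Peak counts were given for ATAC-seq of AgRP-positive and AgRP-negative nuclei (2 libraries each) and of AgRP-positive nuclei in the 3 states (2 libraries each). Peak lists were given for CUT&RUN of IRF3 in AgRP nuclei of the IRF3-2D model (1 sample) and of CTCF in AgRP nuclei and cerebellum (1 sample per number of nuclei). Of 46 samples listed, 33 had a column or a file that could be matched, by its name except for IRF3 CUT&RUN, whose list was assigned as the only one from SEACR although its name does not mention IRF3. The RNA of whole arcuate nucleus had no column in the count table and was not analysed here, nor was the IgG CUT&RUN sample. Conditions were taken from the sample labels and the paper.

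The authors aligned RNA reads to mm10 with HISAT2 and counted primary alignments to exons with featureCounts. They aligned ATAC-seq reads with Bowtie2, removed duplicates with SAMtools, called peaks with MACS2 and counted reads per merged peak with BEDtools. The RNA and ATAC-seq values used are raw counts. The authors' tables of log2 CPM hold the same libraries after a scaling factor each and were not tested. The IRF3 CUT&RUN list, as deposited, holds the total and maximum signal per peak that the authors obtained with SEACR, with no stated scaling. The CTCF CUT&RUN lists, as deposited, hold the fold enrichment per peak that the authors' peak caller gave after a filter. They also hold, as deposited, the -log10 p and -log10 q that the same peak caller gave per peak. Their peak calling settings, genome build and controls are not stated in the paper's text, and their chromosome names and coordinates were used as mm10. All peak ends of the ATAC-seq tables fall within the chromosome lengths of the GRCm38 reference.

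Counts were analysed in R 4.3.3 with edgeR 4.0.16. Features with a mean over 1 CPM were kept, scaled by TMM and fitted with the quasi-likelihood model of edgeR 4, with the state as the single factor, and p-values were adjusted by Benjamini-Hochberg over the features tested. A gene or peak was called at an FDR under 0.05 and an absolute log2 fold change over 0.5. Fold changes are the model's, standard errors are those implied by its F statistic, and CPM values are TMM-scaled means with the SD between libraries. AgRP libraries of the 3 states shared a model, as did the Pomc libraries and the ATAC-seq libraries of the 3 states. The AgRP and POMC neurons were compared in fed mice. Depth was between 25581041 and 54511107 counts per RNA library and between 8263234 and 17190963 per ATAC-seq library. The intervals given for shares cover counting error only.

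Whether libraries with the same replicate number belong together was checked on residuals from the state means. In the AgRP RNA the correlation of same-numbered libraries lay between 0.587 and 0.853 (median 0.736, 10 pairs) and that of other libraries between -0.691 and 0.695 (median -0.257, 30 pairs). In the Pomc RNA the values were 0.779 to 0.810 and -0.810 to -0.779. In ATAC-seq of the 3 states, same-numbered libraries had correlations of 0.171, 0.180 and -0.00558, and in sorted nuclei 0.105. With 2 libraries per group these residuals mirror each other, so each of those values stands for both pairs. The model held no block, and the replicate number entered as an alternative block.

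Genes were named in the text by a rule: the genes that the paper names, and in each contrast the 5 called genes with the largest increase and the 5 with the largest decrease among those whose libraries did not overlap between the groups. For peaks these were the peaks at genes that the paper names and the 3 largest changes each way by the same criterion. Not every gene or peak that the rule selects is reported here. In all, 13 lists of genes were tested: AgRP neuron, POMC neuron, astrocyte, oligodendrocyte, microglia, and tanycyte and ependymal markers, endoplasmic reticulum stress, immediate early, leptin and STAT3 feedback, IRF3 upstream pathway and canonical IRF3 target genes, toll-like receptors, and ribosomal protein genes, the last chosen by symbol. The tests were camera and fry of limma 3.58.1.

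Peaks were assigned to genes and features with bedtools 2.31.1, Python 3.11.15, SciPy 1.17.1 and NumPy 2.4.6. Concordance was counted within 200 kb of a start site. Motifs were counted as matches to 8 consensus sequences in the central 300 bases. When called peaks were first matched to unchanged peaks, or peaks with a CUT&RUN peak to peaks without one, those that had no partner of like GC content were kept. This was corrected after the first results were seen by leaving them out, so that 17392 of 18518 fasted-opened and 9019 of 9067 fasted-closed peaks were used.

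The rule for naming genes, the lists, the motifs, the tests and these alternatives were set before the data were examined: DESeq2 1.42.0, edgeR's older robust quasi-likelihood fit (the legacy option), the likelihood ratio test for peaks, scaling by library size alone, no CPM filter, fits to only the groups compared, the replicate block, no fold change minimum, all 3 states with the state as a covariate, fry, a distance of 50 kb, whole peaks, all unchanged peaks, stricter CUT&RUN lists and overlaps, and each replicate left out in turn. Added after the data were seen were a fit to the authors' genes with the older robust fit and the replicate block, concordance with the RNA calls of the block, motifs in concordant peaks only, and the interaction of line and state. The tests were checked on simulated counts with 200 features changed by 1 on the log2 scale. The changed features were drawn from the more abundant ones, and no replicate effect was simulated. Gene ontology terms, position weight matrices and published hepatocyte data were not used here.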

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

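Tests chosen only after the result was seen are those of the interaction between line and state, of the number of libraries, and, for replicate 4, of astrocyte RNA, library size, a shared library batch and a smooth trend with gene length.

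Of 158 groups of 4 AgRP libraries (the fasted or leptin-treated values of a named gene, and the library sizes), 15 had a library whose distance from its nearest neighbor as a share of the group's range was above Dixon's 95% critical value. Chance gives 5% of groups. Replicate 4 was the distant library in 9 of the 15. In fasted mice these were *Abca1* (ratio 0.899; 88.9 CPM against 38.9 to 43.9), *Mavs* (0.916; 26.0 CPM against 17.3 to 18.0) and *Tbk1* (0.865; 53.6 CPM against 58.9 to 59.7). In leptin-treated mice they were *Cftr* (0.889; 1.70 CPM against 3.14 to 3.32), *Pcdh20* (0.864), *Tlr4* (0.835), *Ifih1* (0.853), *Mavs* (0.908) and *Tank* (0.830; 17.9 CPM against 22.8 to 23.8). The other 6 were *1700024P16Rik* in fasted replicate 3 (0.8293), *Kcnv2* (0.857) and *Ticam1* (0.834) in leptin replicate 3, *Egr1* (0.871) and *Stat2* (0.974) in leptin replicate 1, and *Gpr157* in leptin replicate 2 (0.915).

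Replicate 4 differs from the other AgRP libraries in all 3 states. Of 13196 genes, 448 were shifted by over 1 on the log2 scale, against 93 in replicate 1 and 45 in replicate 3. *Tpr* (4.58), *Cdr1* (3.82) and *Slc1a2* (2.99; 24822 CPM against 3079 CPM) were raised and *Eprs* (-2.99) was lowered. *Slc1a2* took 2.34%, 1.93% and 2.36% of the counts of the replicate 4 libraries. The astrocyte list does not move together. *Gfap* (shift 0.0750, 41.9 CPM against 39.2 CPM), *Aldh1l1* (-0.0832), *Agt* (-0.17) and *S100b* (0.22) stay level, while *Slc1a2* rises. *Aqp4* (1.53), *Slc1a3* (0.99) and *Gja1* (0.56) of the same list rise, though less than *Slc1a2*. The level genes argue against an even gain of astrocyte RNA as the whole cause, and a partial one remains open. The list of 8 has a median shift of 0.39 and a range of -0.17 to 2.99. Other lists had median shifts of 0.58 (oligodendrocyte), 0.45 (tanycyte and ependymal), 0.36 (toll-like receptors), 0.15 (microglia), 0.15 (POMC neuron), 0.13 (immediate early), 0.0600 (IRF3 upstream pathway), -0.0169 (canonical IRF3 targets), -0.18 (endoplasmic reticulum stress), -0.22 (leptin and STAT3 feedback) and -0.22 (AgRP neuron). Library size is argued against, since 2 of the 3 replicate 4 libraries lie within the range of the others and the third, fed replicate 4, is the smallest (25581041 counts). The shift has a Spearman correlation of 0.318 with gene length across genes. That is neither near 0 nor past the 0.5 set for it, so gene length cannot be told apart as a partial cause. A smooth trend with length as the whole cause is argued against: with the trend removed, 331 of the 448 genes stayed past 1. A library batch shared with Pomc replicate 2 remains a candidate explanation for part of the shift. The 2 shifts had a Pearson correlation of 0.777 across genes, which are not independent replicates, and 270 of the 448 genes were shifted the same way by over 1 in Pomc replicate 2. Of those strongly shifted in AgRP replicate 4, *Eprs* (0.0889 in Pomc replicate 2), *Rn45s* (3.01 against 0.13), *Mir6236* (3.36 against 0.34) and *AK144265* (3.01 against 0.0972), named after their values were seen, were not. The labels name no batch, and no biological explanation was tested.

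AgRP and Pomc libraries were fitted in one model of 13435 genes. The log2 fold change with fasting was higher in AgRP neurons for 19 genes and lower for 3 (756 and 448 at an unadjusted p under 0.05). These counts give the sign of the difference, so a gene that fasting lowers more in AgRP neurons counts as lower. With the replicate block within each line the counts were 582 and 254. For leptin the counts were 6 and 5 (157 and 232 unadjusted), and 45 and 57 with the block. Genes that are not expressed in POMC neurons do not account for the genes called for fasting with the block: 1.56% of them had a mean of 1 CPM or less in the Pomc libraries. The number of libraries, as an explanation of why fasting changes more genes in AgRP than in Pomc libraries, is argued against in fits with the block, where AgRP fits with 2 libraries per state called at least 756 genes and the Pomc fit 3. Without the block it cannot be told apart, since 2 of the 3 AgRP fits with 2 libraries per state called 0 genes (1156 and 962 unadjusted), as the Pomc fit did (135 higher and 147 lower unadjusted), and the other called 455. A difference between the neuron types remains among the open explanations, beside differences between the mouse lines or their preparation, which the design does not separate from the neuron type and which were not tested.

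The paper's text does not report the positions of IRF3 CUT&RUN peaks in AgRP nuclei. The sample is labelled as the IRF3-2D overexpression model, in which AgRP neurons express a constitutively active IRF3, so these peaks do not measure the binding of endogenous IRF3, and the ATAC-seq peaks are from another mouse line. The list was assigned to this sample as the only one from SEACR, and its name does not mention IRF3, so each value given for IRF3 peaks holds for this sample only if that assignment is right. Of 30387 peaks, 35.4% (10746) overlap an ATAC-seq peak of AgRP nuclei. This is 1 sample, with no control list used here. Open chromatin alone as the whole cause cannot be told apart by the IRF consensus. That consensus was found in 3.99% of ATAC-seq peaks with an IRF3 peak. Of peaks without one, matched on GC content and accessibility, 3.28% held it (odds ratio 1.23, Fisher's exact test, p = 0.0102). This p is not adjusted over the 8 consensus sequences. Before peaks with no partner were left out, the odds ratio of the IRF consensus was 1.18 (Fisher's exact test, p = 0.0370). The correction was made after that result was seen. The CTCF consensus was enriched far more in the same peaks, in 8.96% against 1.35% (odds ratio 7.21), which argues against open chromatin alone as the whole cause. The AP-1 (0.389) and STAT (0.710) consensus sequences were less frequent in peaks with an IRF3 peak. In 4 groups of 7596 IRF3 peaks each, from the highest signal to the lowest, the CTCF consensus was found in 6.78%, 4.12%, 3.48% and 2.79%, and the IRF consensus in 4.67%, 5.31%, 5.98% and 5.33%. What enriches the CTCF consensus was not tested, and IRF3 binding is not separated from it by these data.

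The CTCF CUT&RUN list of AgRP nuclei holds 49001 peaks on the reference chromosomes. In ATAC-seq peaks with a CTCF peak the CTCF consensus was found in 11.6%, against 0.622% of matched peaks without one, an odds ratio of 21.0, which open chromatin alone does not explain. The IRF consensus had an odds ratio of 1.08 in the same peaks (Fisher's exact test, p = 0.172). There is 1 sample per number of nuclei, and no biological explanation was tested.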

How the results depend on the processing

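The fit to the authors' genes with the older robust fit and the replicate block, the block for the interaction of line and state, and motifs in concordant peaks only were chosen only after the results were seen. In all, 281 results were computed under 2812 alternatives. The causes of the changes given here were not tested, except where fewer libraries or peaks entered by construction.

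Scaling by library size alone gave 148 fasting-induced and 90 fasting-repressed genes, 39 leptin-repressed genes, and 22 and 6 bidirectional genes. Of the 378 and 143 genes called for fasting, 148 and 76 were among them. The replicate block gave 590 fasting-induced, 340 fasting-repressed, 242 leptin-induced and 148 leptin-repressed genes, and 100 and 31 bidirectional genes. In the Pomc libraries it called 3 genes repressed by fasting (991 at an unadjusted p under 0.05), and 7 induced and 1 repressed by leptin. For the interaction of line and state it gave 582 and 254 genes for fasting and 45 and 57 for leptin. With it the microglia (FDR = 0.132) and oligodendrocyte (FDR = 0.0611) marker results for fasting no longer passed. ATAC-seq states share only a number, and with the block leptin opened 3937 and closed 1934 peaks. Of the other gene sets, none changed its side of the threshold with the block.

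With the authors' genes, the older robust fit and the block, fasting repressed 324 and leptin 139 genes, and 94 and 33 genes were bidirectional. The older robust fit without the block gave 1531 leptin-opened and 317 leptin-closed peaks, 72 peaks opened by fasting and closed by leptin, and 177 opened by both. DESeq2 gave 26 genes repressed by fasting and induced by leptin, 326 and 329 genes higher and lower in AgRP than in POMC neurons, 3 genes repressed by fasting and 9 induced and 1 repressed by leptin in Pomc libraries, 1434 leptin-opened and 345 leptin-closed peaks, 58 peaks opened by fasting and closed by leptin and 149 opened by both. All 3 states with the state as a covariate gave 871 and 967 genes between the lines. Under fry the FDR was 0.381 for microglia, 0.466 for oligodendrocyte and 0.582 for ribosomal protein genes in the fasting contrast and 0.381 for AgRP neuron markers in the leptin contrast.

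With each replicate left out, fasting induced from 202 (without fed replicate 4) to 471 (without fasted replicate 4) and repressed from 68 (without fed replicate 1) to 236 genes (without fasted replicate 4) across 7 fits. Leptin repressed from 56 (without fasted replicate 1, and as many in 2 other fits) to 78 genes across 8 fits. Genes induced by fasting and repressed by leptin numbered from 32 (without fasted replicate 1) to 51 across 11 fits, and the opposite pattern from 7 (without fasted replicate 3) to 31 (without fasted replicate 4). Between the lines, from 22 to 151 genes were higher and from 12 to 140 lower across 3 fits, with the lowest values without AgRP fed replicate 1 and the highest without AgRP fed replicate 4. Leptin-induced genes stayed within 114 to 181. For ATAC-seq, leaving out a library leaves 1 in a group, and no test was made.

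Over whole peaks, the odds ratio of AP-1 in leptin-opened peaks was 1.19 (past the threshold), that of ETS 1.06 in fasted-opened and 0.914 in fasted-closed peaks, that of IRF 1.22 in fasted-closed peaks (past), that of MEF2 1.18 in fasted-closed (past) and 0.984 in leptin-opened peaks, and that of STAT 0.718 in leptin-closed peaks. Against all unchanged peaks, not matched on GC content, ETS in fasted-opened peaks (0.903) and MEF2 in fasted-opened (1.45) and leptin-opened (1.05) peaks were reversed, and AP-1 in leptin-opened (1.41), IRF in fasted-closed (1.34) and MEF2 in fasted-closed (1.76) peaks passed the threshold. In concordant peaks only, which are far fewer, CTCF in fasted-closed (1.05), MEF2 in leptin-opened (1.59) and STAT in leptin-closed (1.36) peaks were reversed. No longer past the threshold were ETS (1.17) and MAF (1.17) in fasted-opened, STAT (1.12), ETS (0.887), steroid (0.746) and MAF (0.679) in fasted-closed, ETS (1.81) and steroid (0.328) in leptin-opened, and AP-1 (0.479), steroid (1.73) and CTCF (0) in leptin-closed peaks. MEF2 in concordant leptin-closed peaks gave no odds ratio, since no matched peak held a match.

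The share of ATAC-seq peaks with an IRF3 peak was 0.783% of fasted-opened, 5.94% of fasted-closed, 1.14% of leptin-opened, 1.75% of leptin-closed and 8.39% of uncalled peaks with the IRF3 peaks of above-median signal. With an overlap of at least 50% of the CUT&RUN peak it was 1.37%, 8.82% and 11.0% of fasted-opened, fasted-closed and uncalled peaks. The share of AgRP CTCF peaks found in cerebellum was 15.7% (smallest input), 58.5%, 53.2% and 53.2% (largest input), in order of the number of cerebellum nuclei, with peaks of above-median signal, and 7.40%, 30.0%, 32.3% and 32.3% with the wider overlap. By construction, fewer CUT&RUN peaks enter the lists of above-median signal.

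Of 184 other results under 2397 alternatives, 2197 stayed on their side of the threshold, 112 lost it, 77 gained it, 11 moved and 0 reversed. Leaving out a replicate made 88 of the losses and 10 of the gains, the replicate block 27 gains, the fit to the authors' genes 26 gains, DESeq2 13 gains, library size alone 14 losses, the fits to only the groups compared 6 losses and 1 gain, no CPM filter 2 losses and the older robust fit 2 losses. The comparison of AgRP TRAP with whole arcuate nucleus RNA was not run, since no column could be matched. In simulated counts the ATAC-seq fasting contrast recovered 38 and the leptin contrast 43 of 200 peaks changed by 1 on the log2 scale, so peaks that were not called are not shown to be unchanged.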

Differences from the paper's values

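The fit to the authors' genes with the older robust fit and the replicate block, and the concordance with the RNA calls of the block, were chosen only after the values were seen.

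Fasting repressed 143 genes here, against the paper's 295. Of the alternatives set before the data were examined, DESeq2 (214), the replicate block (340), no fold change minimum (210) and the fit without fasted replicate 4 (236) came within 1.5 times the paper's value, and the older robust fit (143), library size alone (90), no CPM filter (161), the fit to only the groups compared (110) and the fits without any other fed or fasted replicate (68 to 108) did not. Leptin repressed 85 genes, against the paper's 130. DESeq2 (107), the block (148) and no fold change minimum (116) came within that range, and the older robust fit (84), library size alone (39), no CPM filter (83), only the groups compared (74) and the 8 fits without a replicate (56 to 78) did not.

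Genes induced by fasting and repressed by leptin numbered 55, against the paper's 90. DESeq2 (68) and the block (100) came within 1.5 times it, and the older robust fit (54), library size alone (22), no CPM filter (53) and the 11 fits without a replicate (32 to 51) did not. Genes repressed by fasting and induced by leptin numbered 17, against the paper's 30. DESeq2 (26), the block (31) and the fit without fasted replicate 4 (31) came within it, and the older robust fit (17), library size alone (6), no CPM filter (19) and the other 10 fits without a replicate (7 to 17) did not. The fit to the authors' genes with the older robust fit and the block gave 324, 139, 94 and 33 for these 4 counts, within 1.5 times the paper's, and was chosen after seeing the values. The paper's source data for Fig. 1h give 94 and 33 bidirectional genes, against 55 and 17 here. Of the planned settings, DESeq2 (68 and 26) and the block (100 and 31) came within 1.5 times these values, as did the fit without fasted replicate 4 for the second (31), and no other did. The fit to the authors' genes, chosen after seeing the values, gave the same counts of 94 and 33.

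Peaks closed by both fasting and leptin numbered 36, against the paper's value of about 130 in Fig. 2c, read by eye. DESeq2 (37), the older robust fit (30) and library size alone (36) did not close the gap, and none of the alternatives set for this count before the data were examined did. Of settings planned for the 2 contrasts and not for this count, the replicate block (190) and the likelihood ratio test (87) came within 1.5 times the paper's value, and no CPM filter (39) did not. Concordant fasted-closed peaks numbered 294, against the paper's 531, and leptin-closed peaks 35, against the paper's 74. A distance of 50 kb (109 and 15) and library size alone (256 and 39) did not close these gaps. The RNA calls of the replicate block gave 602 and 56, a setting chosen after seeing the values.

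The paper names *Agrp*, *Npy* and *Acvr1c* among genes induced by fasting, and *Fosb* and *Egr1* among immediate early genes. Their FDRs were 0.0523, 0.113, 0.168, 0.164 and 0.118. All 5 were called with the replicate block. DESeq2 called *Agrp* (FDR = 0.000490), *Npy* (0.0226) and *Egr1* (0.0286), the fit to only the groups compared *Agrp* (0.0360), the fit without fasted replicate 1 *Agrp* (0.0479), and that without fed replicate 4 *Fosb* (0.0343) and *Egr1* (0.0253). Over all alternatives the FDR ran from 8.7e-05 to 0.190 for *Agrp*, 0.000115 to 0.326 for *Npy*, 0.00380 to 0.535 for *Acvr1c*, 0.00444 to 0.429 for *Fosb* and 0.00834 to 0.309 for *Egr1*. Among genes that the paper names as induced by leptin, *Trpv6* (0.0830), *Abca1* (0.163), *Lypd6b* (0.0630), *Adgrg6* (0.250) and *Kcng1* (0.251) were not called, and the first 4 were with the block. DESeq2 called *Trpv6* (0.00661), *Abca1* (0.0184) and *Lypd6b* (0.00622). *Abca1* was called without fasted replicate 4 (0.00807) and *Lypd6b* without fasted replicate 2 (0.00834). *Kcng1* was called only in the fit to the authors' genes with the older robust fit and the block (FDR = 0.0113), chosen after seeing the values. *Rbp4*, which the paper lists as induced by leptin, had a log2 fold change of -0.37 (FDR = 0.925). Over all alternatives the leptin FDR ran from 0.000982 to 0.250 for *Trpv6*, 0.000377 to 0.427 for *Abca1*, 0.00160 to 0.300 for *Lypd6b*, 0.00890 to 0.635 for *Adgrg6* and 0.0113 to 0.584 for *Kcng1*.

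Of the genes that the paper names as induced by fasting and repressed by leptin, *Acvr1c*, *Gpr157*, *Lyve1* and *Otp* had leptin FDRs of 0.376, 0.0885, 0.862 and 0.228, and *Acvr1c* and *Otp* fasting FDRs of 0.168 and 0.134. The block called all 4 in both contrasts. *Serpina3i*, named as repressed by fasting and induced by leptin, was called for leptin here, but for fasting it had an FDR of 0.0543 and was called by DESeq2 (0.00888), with the block (0.00921), and without fed replicate 4 (0.0367) or fasted replicate 4 (0.0481), with a range of 0.00888 to 0.186 over all alternatives.

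The paper's text states that concordance was not significant for leptin, whereas the legend of Supplementary Fig. 3b gives it as significant. The shares here were 66.2% and 39.0%, against 26.1% and 11.0% of matched genes (Fisher's exact test, p = 5.6e-19 and 7.7e-08). The paper states a positive relation between the number of concordant peaks and the fold change. The Spearman correlations here were 0.131, 0.0264, 0.227 and 0.169. The paper gives ranges for annotated features over the sets of changed peaks. The promoter shares of fasted-opened (2.12%), leptin-opened (1.75%) and leptin-closed (2.49%) peaks, the intron share of fasted-opened (56.0%) and leptin-closed (50.7%) and the intergenic share of leptin-opened peaks (45.7%) fall outside them. The paper names the IRF3 motif as enriched in concordant fasted-closed and leptin-opened peaks. The IRF consensus had odds ratios of 1.08 (FDR = 0.316) and 0.921 (FDR = 0.651) in all peaks closed by fasting and opened by leptin, and of 1.58 (FDR = 0.288) and 1.53 (FDR = 0.659) in concordant peaks only, a setting chosen after seeing the values. In fasted-closed peaks it passed the threshold over whole peaks (1.22) and against all unchanged peaks (1.34).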

Other observations

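The tests that compare fits with the paper's table and that count calls with divided fasted libraries were chosen only after the result was seen.

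Fewer genes were called between the AgRP states than the paper reports. The copy of the paper's supplementary table used here holds its first rows only, and the comparison is over the 1991 genes in them. Fasting log2 fold changes fitted with no block differed from the paper's by a median of 0.0306, values with the replicate block by 0.00332, and values with the block, the authors' genes and the older robust fit by 5.9e-05 (4.7e-05 for leptin). The median ratio of the paper's F statistics to those fitted here was 2.24 with no block and 1.00 with the block in that combination. For the 1991 genes compared, these values argue against a fit with no block in the paper. A replicate block, which the paper's text does not name, remains the candidate explanation.

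Calls between the fasted and fed AgRP libraries were set beside other splits of the libraries. Of the 8 splits that part every pair of same-numbered libraries, 1, the real one, gave as many called genes, for fasting and likewise for leptin, and each of the others gave 0. With 8 such splits the share cannot fall below 0.05, so this test cannot decide whether the calls come from a grouping by chance. For leptin, the list of leptin and STAT3 feedback genes, written before the data were examined, argues against such a grouping for those genes. All 8 rose (fry, FDR = 2.2e-05). Among all 35 splits, the others gave at most 104 genes for fasting and 0 for leptin without the block. With the block, fitted only to the 8 splits, the real split gave 930 and 390 genes and the others 0, except 1 for fasting, which gave 671. It differs from the real split only in grouping fasted replicate 2 with the fed libraries, and the cause of its count was not tested.

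Both contrasts use the fasted libraries. For genes, this is argued against as the whole cause of opposite calls: with the 4 fasted libraries divided between the contrasts in 6 ways, at least 22 genes were called in opposite directions (at most 1.83 expected by chance) and at most 5 in the same direction. In simulations with independent effects and shared libraries, at most 7 genes were called in opposite directions, against 72 observed. The correlation of the fasting and leptin fold changes across genes was -0.246, within the range of these simulations (-0.275 to -0.236), and with divided libraries it lay between -0.130 and 0.183, with a median of 0.00833, so the correlation across all genes shows no opposition beyond the shared libraries. For peaks, the simulations gave a mean of 328 and at most 348 opposite calls, against 527 observed. By direction, 238 peaks were opened by fasting and closed by leptin (at most 127 simulated) and 289 the reverse (at most 231). For peaks, shared libraries as the whole cause cannot be told apart by these counts. The observed correlation across peaks, given below, lies outside the range of the same simulations, so their counts set no firm bound. DESeq2 called 58 and 262, without simulations beside them. Dividing the 2 fasted libraries leaves no fasted replicates in either contrast, so no calls were made that way. Across peaks the correlation (-0.00108) lay above the simulated range (-0.156 to -0.148), so it shows no opposition. The correlation with divided libraries was 0.0730 and 0.173.

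Of ATAC-seq peaks, 1.68% of fasted-opened (95% Wilson interval 1.51% to 1.88%), 9.74% of fasted-closed, 2.56% of leptin-opened, 3.65% of leptin-closed and 12.2% of uncalled peaks overlap an IRF3 CUT&RUN peak of the IRF3-2D model. The MEF2 consensus was found in 23.1% of leptin-closed and 7.46% of matched peaks (odds ratio 3.73, FDR = 1.6e-15), in fasted-opened peaks its odds ratio was 0.950, in fasted-closed 1.12 and in leptin-opened 0.715. The CTCF consensus was less frequent in fasted-opened (0.0348), fasted-closed (0.521), leptin-opened (0.0788) and leptin-closed (0.0542) than in matched peaks. AgRP CTCF CUT&RUN peaks were shared with cerebellum in 10.1% (smallest input), 34.0%, 34.2% and 34.2% (largest input), in order of the number of cerebellum nuclei.

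Among called peaks whose libraries did not overlap between the groups, the largest log2 fold changes of peaks with fasting were 5.85 at an intron peak near *CT030155.1* (chromosome 17, 67592040 to 67592488) and -4.69 near *Gm45742* (chromosome 8, 76155966 to 76156386). With leptin they were 5.44 near *Clca3a2* (chromosome 3, 144821877 to 144822162) and -4.02 near *Gm13812* (chromosome 2, 100511397 to 100511635), and in sorted nuclei 5.49 near *Gm2719* (chromosome 6, 41248782 to 41249325) and -4.39 near *Gm33819* (chromosome 3, 15112313 to 15112527).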
